# Single-cell transcriptome maps of myeloid blood cell lineages in *Drosophila*

**DOI:** 10.1038/s41467-020-18135-y

**Published:** 2020-09-08

**Authors:** Bumsik Cho, Sang-Ho Yoon, Daewon Lee, Ferdinand Koranteng, Sudhir Gopal Tattikota, Nuri Cha, Mingyu Shin, Hobin Do, Yanhui Hu, Sue Young Oh, Daehan Lee, A. Vipin Menon, Seok Jun Moon, Norbert Perrimon, Jin-Wu Nam, Jiwon Shim

**Keywords:** Differentiation, Myelopoiesis, Haematopoietic stem cells, Innate immune cells

## Abstract

The *Drosophila* lymph gland, the larval hematopoietic organ comprised of prohemocytes and mature hemocytes, has been a valuable model for understanding mechanisms underlying hematopoiesis and immunity. Three types of mature hemocytes have been characterized in the lymph gland: plasmatocytes, lamellocytes, and crystal cells, which are analogous to vertebrate myeloid cells, yet molecular underpinnings of the lymph gland hemocytes have been less investigated. Here, we use single-cell RNA sequencing to comprehensively analyze heterogeneity of developing hemocytes in the lymph gland, and discover previously undescribed hemocyte types including adipohemocytes, stem-like prohemocytes, and intermediate prohemocytes. Additionally, we identify the developmental trajectory of hemocytes during normal development as well as the emergence of the lamellocyte lineage following active cellular immunity caused by wasp infestation. Finally, we establish similarities and differences between embryonically derived- and larval lymph gland hemocytes. Altogether, our study provides detailed insights into the hemocyte development and cellular immune responses at single-cell resolution.

## Abstract (web summary)

How the *Drosophila* lymph gland hemocytes develop and are regulated at a single-cell level is unclear. Here, the authors use single-cell RNA sequencing to show heterogeneity of developing hemocytes in the lymph gland and how they react to wasp infestation, and compare hemocytes from two independent origins.

## Introduction

Blood cells are highly specialized cells that play crucial roles in the elimination of foreign threats during immune responses and in various forms of stress responses and development^1^. Blood cells in *Drosophila*, collectively called hemocytes, are reminiscent of myeloid-lineage blood cells in vertebrates^1–3^, and are represented by at least three morphologically distinct hemocyte populations: plasmatocytes (PM), crystal cells (CC), and lamellocytes (LM). Plasmatocytes, which comprise ~95% of the hemocytes, play a role in phagocytosis, tissue remodeling, and cellular immune responses—much like macrophages, their vertebrate counterparts^4,5^. Crystal cells account for ~5% of the blood population and are characterized by crystalline inclusions made up of prophenoloxidase (ProPO), an enzyme responsible for activating the melanization cascade^6–8^. Finally, lamellocytes, which are seldom seen in healthy animals grown at normal conditions, mostly differentiate upon parasitic wasp infestation or environmental challenges^9–12^.

Blood development in vertebrates involves the primitive and definitive waves of hematopoiesis^13^. Reminiscent of vertebrate hematopoiesis, two hematopoietic waves have been described during *Drosophila* development, embryonic and larval lymph gland hematopoiesis^14^. Hematopoiesis in the lymph gland is initiated from hemangioblast-like cells in the embryonic cardiogenic mesoderm, which give rise to the primary lobe of the larval lymph gland^15^. Medially located prohemocytes, which sustain the developmental potential to generate all three mature hemocyte types, constitute the medullary zone (MZ) and continue to proliferate until the early third instar^16^. Mature hemocytes emerge at the distal edge of the lymph gland from mid-second instar and comprise the cortical zone (CZ)^4^. Located between the undifferentiated medullary zone and the differentiated cortical zone, is the intermediate zone (IZ) that contains a group of differentiating cells expressing markers for both the medullary zone and the cortical zone^17^. The posterior signaling center (PSC), a small group of cells that secrete various ligands, is located at the medio-posterior side of the lymph gland and regulates proper growth of the rest of the lymph gland^18–20^ (Fig. 1a). Lymph glands from healthy larvae reared under normal lab conditions generally follow fixed developmental states until late third instar. Remarkably, following the onset of pupariation, the lymph gland disintegrates, allowing hemocytes to disperse into circulation^21^.

**Fig. 1:**
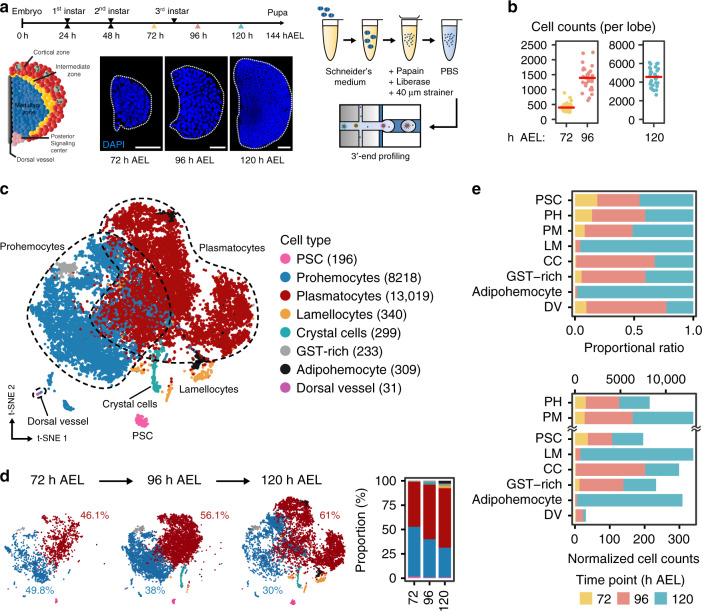
Major cell types identified in developing *Drosophila* lymph glands. **a** A schematic diagram of the *Drosophila* lymph gland (left). Prohemocytes comprise the medullary zone at the inner core (blue) and give rise to mature hemocyte at the outermost area, called the cortical zone (red). Differentiating hemocytes in between the medullary zone and the cortical zone are termed the intermediate zone (yellow). The posterior signaling center (PSC) positions at the posterior end of the lymph gland (pink). *Drosophila* lymph glands (blue, DAPI) at three timepoints (72, 96, and 120 h AEL; After Egg Laying) (middle). Schematic workflow of sample preparation for scRNA-seq using Drop-seq (right). Scale bar, 30 μm. Lymph glands are demarcated by white dotted lines. **b** DAPI-positive cell counts of a single lymph gland lobe (*n* = 30 each for three timepoints). Red horizontal lines show median counts (397, 1392, and 4557 for 72, 96, and 120 h AEL, respectively). **c** A *t*-SNE plot showing the two-dimensional projection of eight major cell types identified in the scRNA-seq dataset (*n* = 22,645 in total; 72 h AEL, 2321; 96 h AEL, 9400; 120 h AEL, 10,924 cells). The count of each cell type is indicated in parentheses. Clusters are defined by following markers: Prohemocytes (PH: *Tep4*, *Ance*; 36.2%), Plasmatocytes (PM: *Hml*, *Pxn*, *NimC1*; 57.6%), Crystal cells (CC: *lz*, *PPO1*, *PPO2*; 1.3%), Lamellocytes (LM: *atilla*; 1.5%), the PSC (*Antp*, *col*; 0.9%), and Dorsal Vessel (DV: *Mlc*, *Hand*; 0.1%). Colors denote cell types. Dotted lines demarcate prohemocytes (blue) and plasmatocytes (red). **d** Two-dimensional projections of major cell types along developmental timepoints (left) and proportion of the cell types at each timepoint (right). Proportions of prohemocytes (blue) and plasmatocytes (red) are indicated. **e** Relative proportion (indicated as proportional ratio; top) and normalized cell counts (bottom) of each major cell type. Colors represent sampling timepoints.

Female wasps, including those of the genus *Leptopilina*^22^, attack second-instar larvae via a sharp needle-like ovipositor that efficiently delivers their eggs^23^. Wasp eggs trigger cellular immune responses that accompany lamellocyte differentiation from both embryonically-derived and lymph gland-derived hemocytes^24^. Lamellocytes are seen in circulation by 24 h post-infestation; yet, lamellocytes generated in the lymph gland remain in their original location. Within 48 h after infestation, a massive differentiation of lamellocytes takes place followed by disruption of the lymph gland^25^. Hemocytes in the lymph gland eventually dissociate into circulation, and mature lamellocytes derived from the lymph gland and hematopoietic pockets encapsulate and neutralize wasp eggs^26^.

The *Drosophila* lymph gland has been largely characterized based on genetic markers and cellular morphology. However, the molecular underpinnings of hematopoietic cells such as different states and the gene regulatory network of each cell type have been less investigated. In addition, questions as to how prohemocytes and mature hemocytes differentiate into lamellocytes upon active immunity, and to what extent hemocytes derived from the embryonic and the lymph gland hematopoiesis differ have been unanswered^1^.

Here, we build a census of myeloid-like *Drosophila* hemocytes by taking advantage of single-cell RNA sequencing (scRNA-seq) technology and establish a detailed map for larval hemocytes in the developing lymph gland. We identify classes of hemocytes and their differentiation trajectories and describe molecular and cellular changes of myeloid-like hemocytes upon immune challenges. Furthermore, we identify both distinct and common characteristics of hemocytes originating from embryonic and larval lymph gland lineages. Altogether, our work will stimulate future studies on the development and diverse functions of the myeloid-like blood cell lineage.

## Results

### Single-cell transcriptomic profiling of developing hemocytes

To understand the cellular diversity of developing hemocytes in *Drosophila* lymph glands at a single-cell level, we dissected and dissociated lymph glands at three developmental timepoints, 72, 96, and 120 h AEL, and applied single cells to Drop-seq^27^ (Fig. 1a). Fourteen independent sequencing libraries, representing 5 each for 72 and 96 h AEL and 4 for 120 h AEL, were prepared for scRNA-seq. 

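Drop-seq captures single cells in droplets with barcoded beads, so that each transcript carries the barcode of its cell and a unique molecular identifier. The authors aligned the reads with STAR to the BDGP genome and deposited, for each library, the number of UMIs counted on each gene in each cell barcode, without normalization. The files held 2505 barcodes from the 5 libraries of 72 h AEL, 10027 from the 5 libraries of 96 h AEL and 11702 from the 4 libraries of 120 h AEL. The filters of the paper's methods were applied to them, which kept barcodes with 400 to 5000 genes, with UMIs up to 2 SD above the mean of their library and with at most 10% mitochondrial UMIs. In the cells kept, the UMIs per library ranged from 2108667 to 9579016 at 72 h AEL (median 3477575), from 5165775 to 17894727 at 96 h AEL (median 12088496) and from 11975415 to 33274659 at 120 h AEL (median 20119854). The cells were integrated by time point with Seurat and clustered at the paper's resolution of 0.8. Each library gave 1 value for the share of every cell class, and shares were compared between time points with an exact two-sided permutation test. With 5 libraries against 4, the 126 splits allow no p below 0.00794. For gene expression, UMIs were summed over the kept cells of each library, and the 14 sums were fitted together with edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts. Adjusted p-values are Benjamini-Hochberg FDRs over all genes tested. Across the 2000 most abundant genes, Pearson's r between the libraries of a time point was 0.955 to 0.987 at 72 h AEL, 0.972 to 0.989 at 96 h AEL and 0.949 to 0.986 at 120 h AEL. The paper describes the libraries of a time point as coming from independent preparations of samples, and the sample labels name them biological replicates. Every pair of libraries of a time point differed by more than the sampling noise. Separate preparation alone can give this, so it does not tell biological from technical replicates. Each library was counted as a replicate, as labelled.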

We integrated the sequencing libraries after correcting for batch effects within and between timepoints using Seurat3^28^. Our quality-control pipeline eliminated cells with outlier unique molecular identifier (UMI) counts, low gene numbers, high mitochondrial gene contents, as well as doublets predicted by Scrublet (see “Methods” section). As a result, a total of 22,645 cells were retained for subsequent analyses (Supplementary Fig. 1a). 

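Of the 24234 barcodes in the files, 22713 passed the filters on genes, UMIs and mitochondrial content, and 22600 remained after doublet removal. These were 2262 cells at 72 h AEL, 9385 at 96 h AEL and 10953 at 120 h AEL. Single libraries contributed 131 to 952 cells at 72 h AEL, 590 to 3480 at 96 h AEL and 1910 to 4238 at 120 h AEL. Scrublet at its automatic threshold marked 61, 28 and 24 doublets at the respective time points. At 96 and 120 h AEL this is under 0.5% of the cells. Whether the caller missed doublets there was not tested, and doublets other than those above the UMI ceiling may remain among the cells. Leaving out the 5% of cells with the highest Scrublet scores of each library changed the call of no share of a major cell class in the lymph gland.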

The number of cells yielded 5.5 X, 6.8 X, and 2.4 X cell coverage of one lymph gland lobe at 72, 96, and 120 h AEL, respectively (Fig. 1b). The 22,645 high-quality cells exhibited a median of 6361 transcripts (UMIs) and 1477 genes per cell (Supplementary Tables 1–3; Supplementary Fig. 1b-c). In addition, the scRNA-seq libraries of individual timepoints corresponded well with genes detected in bulk RNA-seq, while undetected remainders displayed low expression levels (Supplementary Fig. 1d). Furthermore, we validated that the scRNA-seq libraries from 72, 96, or 120 h AEL align well with the pseudotime array of each library (Supplementary Fig. 1e). 

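The 22600 cells kept here had a median of 6341 UMIs and 1474 genes per cell. The medians were 9218 UMIs and 1687 genes at 72 h AEL, 5501 UMIs and 1372 genes at 96 h AEL, and 6741 UMIs and 1536 genes at 120 h AEL. Averaged over libraries, the median number of genes per cell was 1812 ± 414 (SD, n = 5) at 72 h AEL, 1494 ± 234 (SD, n = 5) at 96 h AEL and 1562 ± 285 (SD, n = 4) at 120 h AEL. With each cell thinned to 2000 UMIs, the mean number of genes was 699 ± 48.4 (SD, n = 5), 743 ± 13.1 (SD, n = 5) and 741 ± 17.3 (SD, n = 4), so that the higher median at 72 h AEL was not seen at equal depth. Thinning left out 80, 1009 and 741 shallower cells at 72, 96 and 120 h AEL. Ribosomal RNA genes took 2.45% ± 0.517, 1.95% ± 0.699 and 1.44% ± 0.521 of the UMIs at the 3 time points.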

Altogether, our libraries appear sufficiently complex to reflect the whole transcriptome of developing hemocytes.

### Major cell types of *Drosophila* lymph gland hematopoiesis

After validating the quality of the single cell libraries, we mapped the cells to the major zones of the lymph gland^16^. To explore the major cell types in the developing lymph gland, we aligned cells from the three developmental timepoints and clustered using the Louvain algorithm^29^. We aggregated cell clusters according to the expression of previously published marker genes by manual curation and identified seven distinctive groups of isolated hemocytes (Fig. 1c; Supplementary Fig. 1f; Supplementary Table 4). These clusters include prohemocytes, plasmatocytes, crystal cells, lamellocytes, PSC, and two additional clusters with uncharacterized genetic features. 

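Clustering of the 22600 cells gave 21 clusters, which were named from the marker genes given in the paper and its supplementary data. Since the names were rebuilt, they are written as prohemocyte-like (PH-like), plasmatocyte-like (PM-like), crystal cell-like (CC-like), lamellocyte-like (LM-like), PSC-like, GST-rich-like and adipohemocyte-like. Named clusters held 83.5% of the cells, with 8759 PH-like, 9203 PM-like, 290 CC-like, 60 LM-like, 198 PSC-like and 324 GST-rich-like cells, and 30 cells with markers of the dorsal vessel. The other 3736 cells remained unnamed, most of them at 120 h AEL. Of these, 1660 cells formed a PM-sided cluster led by adipohemocyte markers and 1150 a PM-sided cluster led by LM markers. Another 380 formed a PH-sided cluster with more PSC than PH markers among its leading genes, which included *IM18* and *kn*. Its PH markers had a mean log2 fold change of 1.58, so that cells with raised PH markers are missing from the PH-like share. A further cluster of 546 cells was led by heat shock genes, and 90.5% of it came from a single library after weighting libraries by their size. Unnamed cells made up 3.25% ± 0.985 of a library at 72 h AEL, 2.15% ± 0.344 at 96 h AEL and 30.4% ± 15.6 at 120 h AEL, where the 4 libraries spanned 13.6% to 45.2%. At 30 principal components, 20 clusters resulted, of which the named ones held 84.8% of the cells.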

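The GST-rich-like cluster held 324 of 22600 cells, with a mean share of 0.418% ± 0.574 (SD, n = 5 libraries) at 72 h AEL, 1.22% ± 0.481 (SD, n = 5) at 96 h AEL and 1.79% ± 0.464 (SD, n = 4) at 120 h AEL. Clustered again, it split into 3 sub-clusters. Sub-clusters of 116 and 110 cells kept all 8 GST-rich markers raised, whereas the remaining 98 cells had 8 of the 9 adipohemocyte markers raised and are written as the adipohemocyte-like sub-cluster.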

One cluster is enriched with glutathione-S-transferase transcripts that we named GST-rich (1.0%). The other cluster exhibits high expression levels of phagocytosis receptor (*crq, eater*), lipid metabolism-related (*LpR2*, *Lsd-2*), and starvation-induced (*Sirup*) genes. 

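The genes *LpR2*, *Lsd-2* and *Sirup* served as markers for naming and are therefore not given as results. In the 98 cells of the adipohemocyte-like sub-cluster, *crq* reached 151 CPM and *eater* 498 CPM, against 77.8 and 299 CPM in all other cells pooled over time points. As nearly all of these cells came from 120 h AEL, the cells of the same 4 libraries are the closer comparison. There, *crq* was at 149 ± 7.49 CPM (SD, n = 4 libraries) in the sub-cluster and at 130 ± 39.3 CPM in the other cells, higher in 2 of 4 libraries. *eater* was at 513 ± 161 CPM in the sub-cluster and at 422 ± 39.4 CPM in the other cells, higher in 3 of 4 libraries. Neither difference exceeded the spread between libraries. In the unnamed cluster led by other adipohemocyte markers, *crq* was at 235 ± 16.1 CPM against 118 ± 36.8 CPM in the rest of these libraries and *eater* at 765 ± 142 CPM against 380 ± 26.2 CPM, both higher in 4 of 4 libraries.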

We referred to this cluster as adipohemocyte (1.4%) based on the name of similar hemocytes in other insects^30,31^. 

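At the level of whole clusters, no cluster met the criteria for an adipohemocyte-like name. This depended on how the cells were divided. The adipohemocyte-like sub-cluster, a division chosen after the values were seen, held 98 cells. Its share was 0 at 72 h AEL, 0.00575% at 96 h AEL, from 1 cell, and 0.900% ± 0.501 (SD, n = 4 libraries) at 120 h AEL, from 97 cells. With the naming markers left out of the genes used for clustering, 1334 cells formed an adipohemocyte-like cluster and the rise from 72 to 120 h AEL was 12.2 percentage points (exact two-sided permutation test, p = 0.0159). The unnamed cluster led by adipohemocyte markers contained 13.3% of a library at 120 h AEL on average, with 1658 of its 1660 cells from that time point.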

We verified the presence of GST-rich and adipohemocyte cell populations in wild-type lymph glands by confirming the expression of signature genes for these clusters in matched bulk RNA-seq (Supplementary Fig. 1g). In addition, we identified cells of the dorsal vessel as an extra non-hemocyte cell type based on previously identified marker genes for this tissue (Fig. 1c; Supplementary Fig. 1f).

Separation of clustered cells by developmental timepoints revealed that the relative population size of cell clusters changes as the lymph gland matures. 

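At 72 h AEL, PH-like cells made up 61.4% ± 4.53 (SD, n = 5 libraries) and PM-like cells 32.9% ± 5.86 of a library, from 1421 and 705 cells. The lowest share of PH-like cells among the 5 libraries was 55.7%, and the highest share of PM-like cells was 41.2%. In this clustering, PH-like cells were thus the larger group in every library. With every cluster assigned to the side whose markers it carried more, including the unnamed and the smaller classes, the PH side held 66.9% ± 5.82. The number of PM-like cells at 72 h AEL depended on the clustering. At a lower resolution and with no integration it was higher and nearer to the number in the paper, as given under the differences from the paper's values. Under the other alternatives listed there it was not. The excess of PH-like cells is therefore a result of the main clustering and is not read as a difference from the paper's ratio.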

Hemocytes in the lymph gland at 72 h AEL are subdivided into two major groups—prohemocytes and plasmatocytes, with a virtually identical ratio of 49.8% and 46.1%, respectively (Fig. 1d, e). As the lymph gland matures, the proportion of plasmatocytes exceeds that of prohemocytes, and only 30% of the hemocytes retain the prohemocyte signature at 120 h AEL (Fig. 1d, e). This result is consistent with proportional changes of prohemocytes or plasmatocytes visualized by marker gene expression during development in vivo (Supplementary Fig. 1h). 

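The share of PH-like cells was 44.0% ± 1.83 (SD, n = 5 libraries) at 96 h AEL and 28.9% ± 8.15 (SD, n = 4) at 120 h AEL, a fall of 32.5 percentage points from 72 h AEL (exact two-sided permutation test, p = 0.00794, adjusted p = 0.0212 over 8 comparisons of shares). All libraries of 120 h AEL lay below all libraries of 72 h AEL. Among the alternatives, merging the libraries with no integration moved this fall most, to 20.5 points. The share of PM-like cells was 49.4% ± 1.79 at 96 h AEL and 36.7% ± 8.53 at 120 h AEL. Its difference of 3.84 points between 72 and 120 h AEL was within the spread of the libraries (exact p = 0.468, adjusted p = 0.535), and clusters with PM-sided markers remained unnamed at 120 h AEL. With 30 principal components, the difference was 26.7 points (exact p = 0.00794). When all clusters were assigned to a side, the PM side rose from 33.1% at 72 h AEL to 51.6% at 96 h AEL and 66.7% ± 7.90 at 120 h AEL. From these proportions, the paper concludes that the relative population sizes of the cell clusters change as the lymph gland matures.

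**Figure D1:**
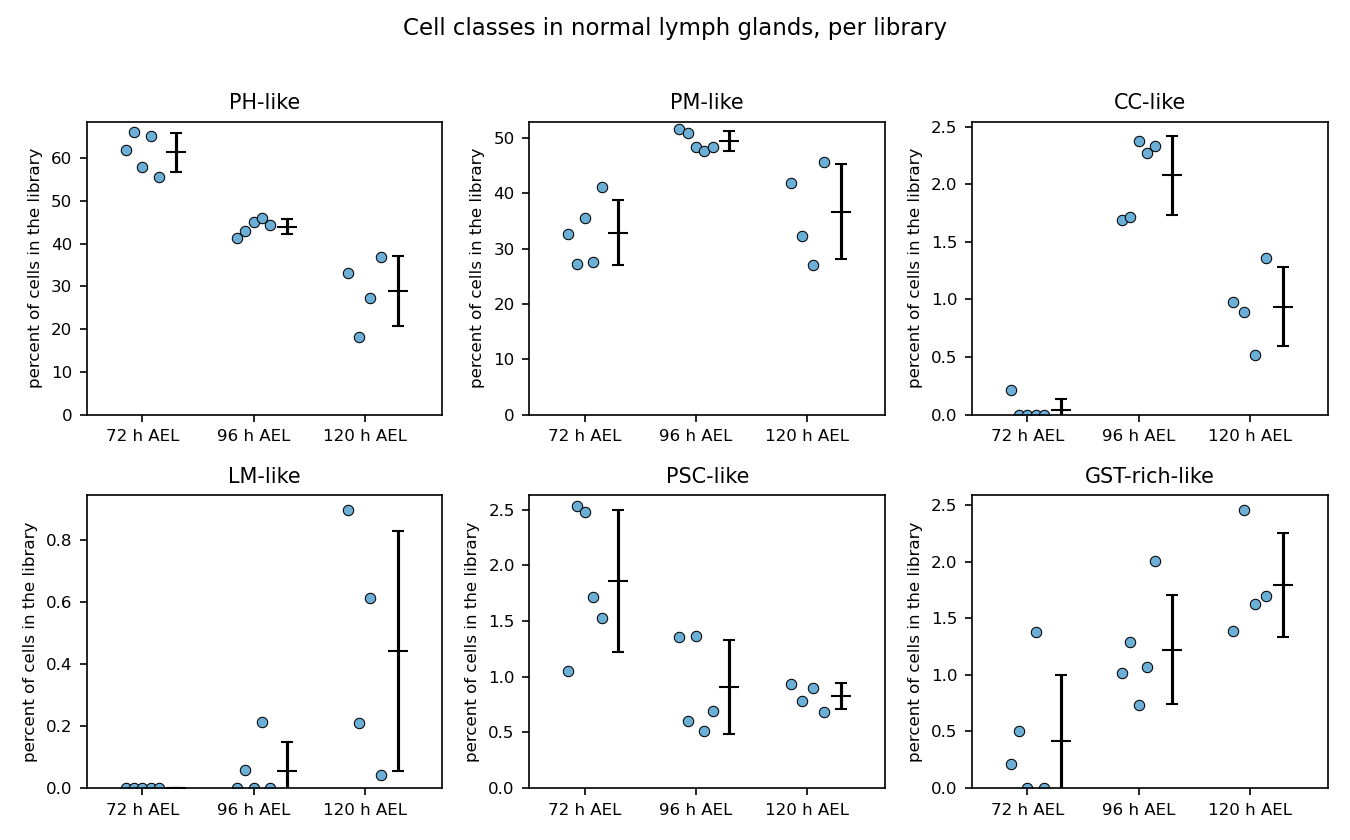
Percent of the cells of each library (points) in 6 classes at 72, 96 and 120 h AEL, with the mean and SD beside the points. PH-like cells fall from 61.4% to 28.9% on average, and CC-like cells are at or near 0 at 72 h AEL.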

Different from plasmatocytes emerging from 72 h AEL, crystal cells and GST-rich cells first appear at 96 h AEL, and lamellocytes and adipohemocytes appear later at 120 h AEL (Fig. 1d, e). 

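CC-like cells were found in 1 of 5 libraries at 72 h AEL, with 2 cells, and reached 2.08% ± 0.341 (SD, n = 5; 193 cells) at 96 h AEL and 0.937% ± 0.345 (SD, n = 4; 95 cells) at 120 h AEL. From 72 to 120 h AEL their share rose by 0.895 percentage points (exact two-sided permutation test, p = 0.00794, adjusted p = 0.0212). Without the library that held these 2 cells, none was seen at 72 h AEL. GST-rich-like cells were present from 72 h AEL, with 12 cells in 3 of 5 libraries, and increased by 1.38 points up to 120 h AEL (exact p = 0.0159, adjusted p = 0.0254). This increase was smaller and no longer past 0.05 at a clustering resolution of 0.4 (0.497 points), under a stricter cell filter (0.562 points) and without the adipohemocyte-like sub-cluster (0.475 points). No LM-like cell was seen at 72 h AEL, where 0 of 2262 cells allows a share of up to 0.133% if cells are taken as independent draws. Differences between libraries are not part of this limit. There were 7 LM-like cells in 2 of 5 libraries at 96 h AEL, and 53 cells, or 0.441% ± 0.387, at 120 h AEL, the latter in all 4 libraries (exact p = 0.00794 for 72 against 120 h AEL, adjusted p = 0.0212). The size of this class depended on the clustering. With 30 principal components, no integration and naming markers left out of the clustering, 278, 293 and 169 LM-like cells were found at 120 h AEL, and the rise from 72 h AEL was 2.27, 2.42 and 1.27 percentage points in place of 0.441 (exact permutation p = 0.00794 each). The group of 1150 unnamed cells led by LM markers came almost entirely from 120 h AEL, with 8 cells at 96 h AEL and none at 72 h AEL.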

The PSC maintains constant cell numbers and relative ratios across lymph gland development (Fig. 1e). 

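PSC-like cells numbered 37, 69 and 92 at 72, 96 and 120 h AEL. Divided by the cells of each library, their share was 1.86% ± 0.634 (SD, n = 5 libraries) at 72 h AEL, 0.907% ± 0.423 (SD, n = 5) at 96 h AEL and 0.825% ± 0.116 (SD, n = 4) at 120 h AEL. The fall of 1.03 percentage points from 72 to 120 h AEL had an exact two-sided permutation p of 0.0159 (adjusted p = 0.0254). With single libraries left out in turn, the fall ranged from 0.868 to 1.24 points. It was no longer past 0.05 whenever a library of 120 h AEL was left out (falls of 0.987 to 1.07 points, exact p = 0.0536), where only 3 libraries remained at that time point. Since lymph glands grow over this period and the libraries sampled different numbers of cells, the counts do not give the number of PSC cells per lymph gland. The median depth of PSC-like cells was 5095 UMIs at 72 h AEL, 2289 at 96 h AEL and 4056 at 120 h AEL.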

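Cluster membership differed most at 120 h AEL. Clusters of 1660, 1187, 1150 and 786 cells, with markers of adipohemocytes, PH6, lamellocytes and PM3/PM4, drew 1658, 1187, 1142 and 783 of their cells from that time point, whereas no cluster was restricted to 72 h AEL. Summed over the cells of each library, 1520 of 7746 genes differed between 72 and 96 h AEL in edgeR's quasi-likelihood test (FDR < 0.05), 750 higher and 770 lower at 96 h AEL. Between 96 and 120 h AEL, 3267 genes differed, with 1701 rising and 1566 falling, and between 72 and 120 h AEL 3880 genes did, with 2003 rising and 1877 falling. For the first comparison DESeq2 gave 1953 genes, and leaving out single libraries gave 1077 to 1782. For 1209, 2742 and 2699 genes, the libraries of the respective time points did not overlap, where chance would give 0.794%, 1.59% and 1.59% of genes. From 72 to 96 h AEL the largest rises included *CG9119* (log2 fold change 6.98, SE 0.62, FDR 5.07e-06) and *lectin-28C* (5.18, SE 0.28, FDR 1.05e-08), and the largest falls *CG13159* (−3.65, SE 0.36, FDR 1.17e-05) and *CG42749* (−3.48, SE 0.26, FDR 1.84e-07). From 96 to 120 h AEL *CG34296* rose most in this fit, from 0.261 ± 0.296 to 1140 ± 827 CPM (FDR 2.30e-05), whereas *CG13160* fell from 35.1 ± 10.1 to 2.29 ± 1.48 CPM (FDR 1.17e-06). In simulated counts for these libraries, the same test recovered 97.0%, 94.5% and 94.0% of the changed genes in the 3 comparisons.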

Due to temporal discrepancies in the emergence of mature hemocytes, we observed that most cells at 72 h AEL overlap well with cells in subsequent timepoints, while cells at 96 and 120 h AEL segregate from those of preceding points (Supplementary Fig. 1i-j, see “Methods” section).

To better characterize the major cell types and transitions in gene regulatory networks during lymph gland development, we applied SCENIC^32^. We verified previously recognized transcriptional regulators in the lymph gland (Supplementary Fig. 1k)^19,24,33,34^. Moreover, we characterized transcription factors in well-known complexes or pathways in each cell type. 

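Expression of the transcription factor genes was compared between the PH-like and PM-like cells of the same 14 libraries, with library as a block in edgeR's quasi-likelihood test. This compares transcript levels between classes, while the selection of the factors by SCENIC was not analysed here. The comparison takes all time points together, 72 h AEL included, and leaves out the unnamed cells. *Mad* was higher in PH-like cells, at 19.2 ± 7.08 against 13.8 ± 6.39 CPM (SD, n = 14 libraries; log2 fold change 0.54, SE 0.12, FDR 6.61e-04). *E2f2* was at 19.7 ± 3.50 CPM in PH-like and 18.2 ± 2.19 CPM in PM-like cells (log2 fold change 0.11, SE 0.07, FDR 0.223), and *Dp* at 49.4 ± 8.75 and 51.7 ± 9.31 CPM (log2 fold change −0.06, SE 0.05, FDR 0.353). Overall 3817 of 7780 genes differed between the classes, among them the markers by which the classes were named.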

In prohemocytes, we detected transcription factors of DREAM^35^, including *E2F2* and *Dp*, and the Dpp pathway transcription factor *Mad* at 96 to 120 h AEL (Supplementary Fig. 1k). 

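In the same comparison of PH-like with PM-like cells, *Eip74EF* was 18.0 ± 25.8 CPM in PM-like and 7.94 ± 9.95 CPM in PH-like cells (SD, n = 14 libraries; log2 fold change of PH-like over PM-like cells −1.09, SE 0.14, FDR 1.71e-06). *Hr4* (−0.54, SE 0.11, FDR 4.15e-04) and *EcR* (−0.30, SE 0.07, FDR 6.57e-04) were also higher in PM-like cells. *br*, *usp*, *foxo* and *dl* did not differ between the classes, with log2 fold changes of −0.10, −0.03, −0.08 and 0.14 and FDRs from 0.209 to 0.756. The large SD of the ecdysone-related genes came from the time points. From 72 to 120 h AEL, *br* rose from 16.5 ± 7.83 to 385 ± 59.6 CPM over all cells (FDR 7.55e-09), *EcR* from 23.3 ± 12.0 to 71.8 ± 15.8 CPM (FDR 7.35e-05) and *Eip74EF* from 1.03 ± 0.573 to 35.9 ± 14.6 CPM (FDR 1.65e-07).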

Plasmatocytes, on the other hand, utilize distinctive transcriptional regulators of the ecdysone pathway highlighted by *br*, *EcR, usp, Eip74EF*, and *Hr4*, and stress responsive genes such as *foxo* and *dl* (Supplementary Fig. 1k). Overall, our single-cell dataset of the entire lymph gland reliably reveals seven major types of hemocytes. Also, SCENIC analysis delineates transcriptional dynamics of the hemocytes and their regulators at the single-cell level.

### Heterogeneous populations of lymph gland hemocytes

Our scRNA-seq data prompted us to further catalog the heterogeneity of primary cell types by performing unsupervised clustering. With subclustering analysis, we identified six subclusters of prohemocytes, four subclusters of plasmatocytes, and two subclusters each for lamellocytes and crystal cells (Fig. 2a; Supplementary Fig. 2a). 

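Sub-clustering was repeated only for the classes in which sub-cluster markers of the paper could be tested. A cluster of 209 PH-like cells with PH1-type markers split into 58 PH1-like cells, 79 PH2-like cells and 72 cells with markers of the ring gland. The 290 CC-like cells formed 4 sub-clusters, of which 3 with 177 cells were CC2-like. The remaining sub-cluster of 113 cells met no set of markers and is called CC sub-cluster 0. The 60 LM-like cells formed 2 sub-clusters of 35 and 25 cells, both with LM2-type markers, while the LM1-type genes *CG42792* and *CR44316* led the unnamed group of 1150 cells. Differences from the subclusters of the paper may come from these rebuilt names. The CC-like, GST-rich-like and PH1-type clusters each held cells from 10 or more of the 14 libraries.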

We ensured that each subcluster contains cells from all libraries except stage-specific subsets (Supplementary Fig. 2b). When lymph gland cells at each developmental stage are individually clustered, the stage-specific subclustering and the combined subclustering show no differences (Supplementary Fig. 2c-d). In addition, we excluded non-hemocyte subclusters enriched with ring gland-specific or neuron-specific genes (Supplementary Fig. 2e-f). Interestingly, the PSC, adipohemocytes, and GST-rich clusters did not split into subclusters (Supplementary Fig. 2a-b).

**Fig. 2:**
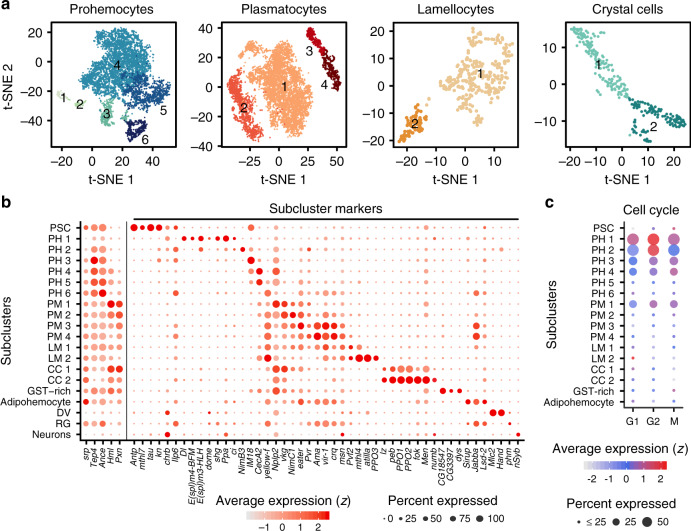
Subclustering analysis of hemocytes in the lymph gland. **a** Subclusters of hemocytes—prohemocytes, plasmatocytes, lamellocyte, and crystal cells—are projected onto two-dimensional *t*-SNE plots. The numbers in the plots represent the subcluster number. **b** Dot plot presentation of significant gene sets in the 17 subclusters using Wilcoxon Rank-Sum test. 5 representative markers, *srp*, *Tep4*, *Ance*, *Hml*, and *Pxn* are indicated to the left column. Signature genes identified in this study are marked with subcluster markers. Dot color shows levels of average expression, and dot size represents the percentage of cells expressing the corresponding marker genes in each subcluster. Non-hematopoietic cell types are indicated (DV, dorsal vessel; RG, ring gland; Neurons). Cell count for each subcluster is listed in Supplementary Table 4. **c** Expressions of cell-cycle regulating genes in 17 subclusters. Dot color indicates average expression levels and dot size displays the percentage of cells with cell cycle controlling genes (*Cdk1*, *CycD*, and *CycE* for G1; *stg*, *CycA*, and *CycB* for G2; *polo*, *aurB*, and *Det* for M) in each subcluster.

The majority of prohemocyte subclusters is evenly represented at all timepoints and maintains high levels of *Tep4* and *Ance* throughout (Fig. 2b). Apart from their constant marker gene expression, we identified discrete fluctuations of cell-cycle regulating genes within prohemocytes, as well as in PM1. 

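The counts of the 9 cell-cycle genes *Cdk1*, *CycD*, *CycE*, *stg*, *CycA*, *CycB*, *polo*, *aurB* and *Det* were summed as a cell cycle list, without assigning phases. Pooled over the libraries, the list reached 1199 CPM in the 58 PH1-like cells and 1067 CPM in the 79 PH2-like cells, against 285 CPM in all other cells. In the PH-like class as a whole it was at 320 ± 98.6 CPM (SD, n = 14 libraries), and the cells outside the class were at 363 ± 124 CPM in these libraries, higher than the class in 9 of 14. PM-like cells were at 386 ± 114 CPM, against 303 ± 107 CPM in the cells outside their class, with the class higher in 13 of 14 libraries. A cluster of 1421 PH-like cells was led by the replication genes *PCNA*, *RnrS* and *Claspin*, one of 405 PH-like cells had *PCNA* and *polo* among its leading genes, and one of 311 PM-like cells was led by *stg* and *aurB*, so that cycling-type clusters were found on both sides.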

Based on averaged levels of these genes, PH1 is likely to be in G1 or G2/M; PH2 in G2; PH3 and PH4 in M; and PM1 in G2/M phase (Fig. 2c). Similar to prohemocytes, plasmatocytes exhibit gradual changes in plasmatocyte markers (Fig. 2b). PM1 maintains high *Hml* and *Pxn* with elevated levels of mature plasmatocyte markers, *vkg* and *NimC1* (Fig. 2b). PM3 and PM4 express characteristic signature genes such as *Ama*, *vir-1*, and *crq*, only detected at 120 h AEL (Fig. 2b; Supplementary Fig. 2b). 

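Over all cells of a library, *Ama* was at 0.164 ± 0.232 CPM (SD, n = 5 libraries) at 72 h AEL, at 2.08 ± 0.669 CPM (SD, n = 5) at 96 h AEL and at 381 ± 216 CPM (SD, n = 4) at 120 h AEL. Its rise between 96 and 120 h AEL had a log2 fold change of 7.49 (SE 0.55, FDR 5.36e-07 in edgeR's quasi-likelihood test). *vir-1* was already detected at 72 h AEL with 37.1 ± 26.5 CPM and at 96 h AEL with 91.0 ± 32.5 CPM, before it reached 773 ± 290 CPM (log2 fold change 3.08 from 96 h AEL, SE 0.49, FDR 2.40e-04). *crq* increased at both steps, from 4.73 ± 1.41 to 19.4 ± 4.44 and 135 ± 40.2 CPM, with log2 fold changes of 2.02 (FDR 7.87e-05) and 2.80 (FDR 3.12e-07). The PM-like cluster of 786 cells, of which 783 came from 120 h AEL, was led by *fax*, *Gal* and *Ama*. As *Ama*, *vir-1* and *crq* count among the markers of PM3 and PM4, their levels are given over whole libraries and not by cluster.

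**Figure D2:**
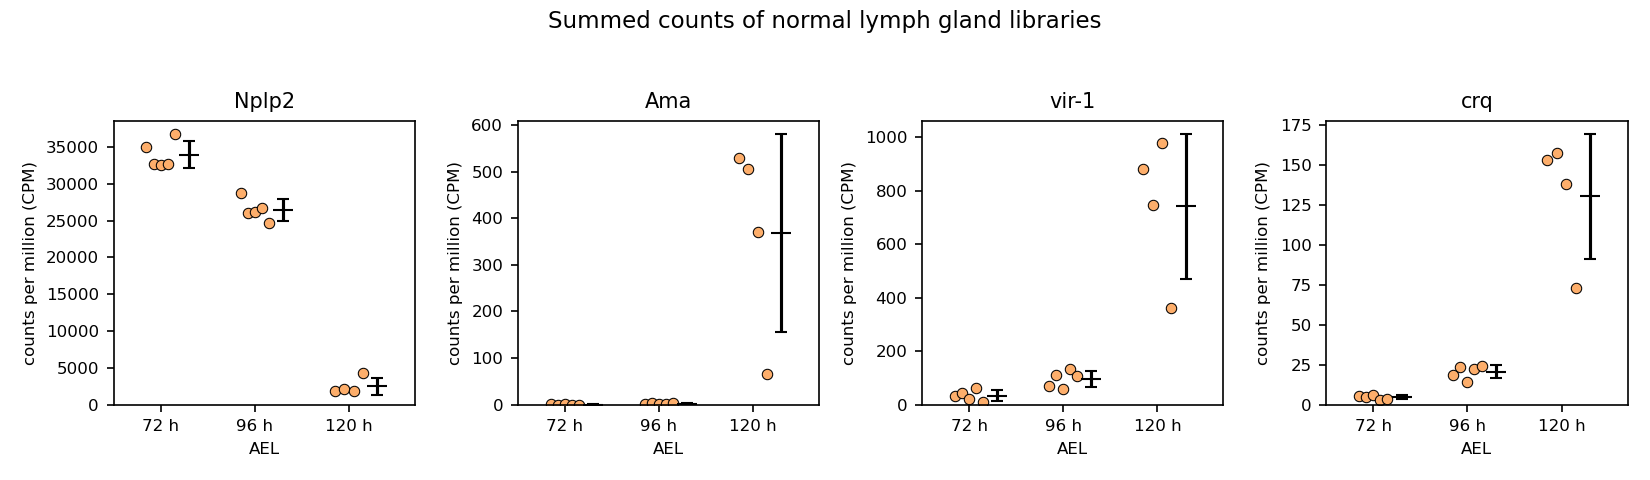
CPM of each library's total UMIs (points), without TMM normalization, for Nplp2, Ama, vir-1 and crq at 72, 96 and 120 h AEL, with the mean and SD beside the points. Ama, vir-1 and crq are highest at 120 h AEL, and Nplp2 is lowest there.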

Crystal cells are divided into two groups, CC1 and CC2 (Fig. 2a). CC1 expresses low levels of *lz* along with the expression of medullary zone and cortical zone markers. However, CC2 is devoid of the medullary zone or cortical zone markers and only displays high levels of *PPO1* and *PPO2*, suggesting that CC1 and CC2 correspond to early and mature crystal cells, respectively (Fig. 2a, b). Similarly, lamellocytes are separated into premature LM1 and mature LM2 reminiscent of the CC1 and CC2 clusters (Fig. 2a, b).

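In CC sub-cluster 0, *lz* was at 60.0 ± 29.9 CPM (SD, n = 6 libraries with at least 10 of these cells), and in the CC2-like sub-clusters at 194 ± 68.2 CPM (SD, n = 8 libraries). The medullary zone marker *Tep4* was at 194 ± 109 CPM in CC sub-cluster 0 and at 28.1 ± 22.8 CPM in CC2-like cells, against 1037 ± 216 CPM in all other cells of the latter libraries. The cortical zone markers remained in both groups, *Hml* with 1885 ± 657 CPM in CC sub-cluster 0 and 829 ± 544 CPM in CC2-like cells, and *Pxn* with 914 ± 331 and 376 ± 245 CPM. Some of these UMIs can be free RNA, whose amount the files do not show directly. By time point, CC sub-cluster 0 had 83 cells at 96 h AEL and 30 at 120 h AEL, and the CC2-like sub-clusters had 110 and 65 cells, with 2 at 72 h AEL. Their median depths were 5504 and 8049.5 UMIs at 96 h AEL.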

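The LM-like sub-clusters contained 4 and 3 cells at 96 h AEL and 31 and 22 cells at 120 h AEL, with median depths of 9460 and 4237 UMIs. In the smaller sub-cluster all 6 LM2-type markers were raised and in the larger 4 of 6. The 60 LM-like cells of this clustering, 26 of 53 at 120 h AEL from 1 library, were too few to compare premature with mature lamellocytes over libraries. Clustered together with the circulating cells, the lymph glands of 120 h AEL gave 245 LM1-like and 59 LM2-like cells, each from all 4 libraries, which were not compared here. LM1-type genes led the unnamed cluster of 1150 cells, whose share at 120 h AEL was 8.93% on average and which drew 45.0% of its cells from a single library after weighting by library size.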

We next sought to validate the expression of subclusters in the lymph gland (Supplementary Data 1-2). In vivo, PH2 and PH3 express lower levels of *col* (col^low^) than in the PSC and co-localize with *Tep4-gal4* (Supplementary Fig. 2g). Outer cells of col^low^ are *Tep4-gal4*/*Ance*^*MiMiC*^ single-positives and represent PH4 and PH5 (Supplementary Fig. 2g-h). At 120 h AEL, a few *Ilp6-gal4*^+^cells appear within the *dome*^+^ medullary zone, representing putative PH6 (Supplementary Fig. 2i). In addition, we confirmed the endogenous expression of GST-rich and adipohemocyte subclusters. mRNA transcripts of *CG18547* or *CG3397*, two specific genes for the GST-rich cluster, are detected at the outer demarcation of *Tep4*^*+*^ prohemocytes (Fig. 3a). Adipohemocytes represented by *Sirup* or *Lsd-2* are observed within the *Hml*^+^ cortical zone (Fig. 3b). In addition to gene expression, we discovered a few hemocytes containing neutral lipids (Fig. 3c), verifying the presence of adipohemocytes in the lymph gland. Finally, we visualized PM subclusters with *vir-1* and Pxn or NimC1 and established that a subset of *vir-1*^+^ cells excludes Pxn or NimC1 expression analogous to the marker genes shown for PM3 or PM4 (Fig. 3d).

**Fig. 3:**
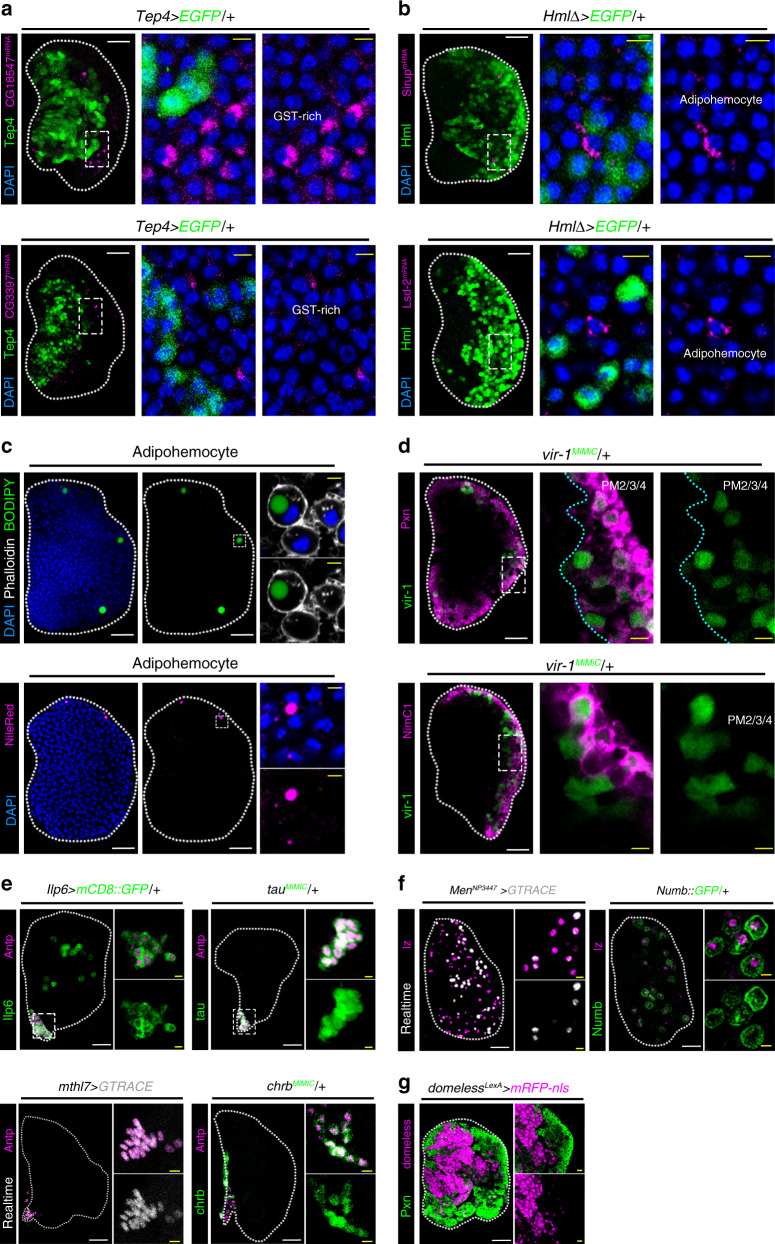
In vivo validation of subclusters and markers in the lymph gland. **a** Expression of GST-rich-marker genes, *CG18547* and *CG3397*. mRNA transcripts of *CG18547* (top; magenta) or *CG3397* (bottom; magenta) are visualized at the outer demarcation of *Tep4* (green; left). Magnified images: *Tep4* and *CG18547* or *CG3397*. **b** Expression of adipohemocyte-specific marker genes, *Sirup* or *Lsd-2*. A few *Sirup*-expressing (top; magenta) or *Lsd-2* (bottom; magenta)*-*expressing cells are observed within the *Hml*^+^ (green) cortical zone. However, *Sirup*-positive or *Lsd-2*-positive hemocytes are devoid of *Hml*. Magnified images: *Hml* and *Sirup* or *Lsd-2*. **c** Lipid droplet-containing hemocytes in the lymph gland. When visualized with BODIPY (top; green) or Nile Red (bottom; magenta) lipid probes, a few hemocytes (Phalloidin, white) at the cortical zone hold a lipid droplet. Magnified images: actin structures (Phalloidin, white), a lipid droplet, and DAPI. **d** Plasmatocyte marker, *vir-1* (green; *vir-1*^*MiMiC*^) partially co-localizes with *Pxn*^+^ (top; magenta) or NimC1 (bottom; magenta). Magnified images: *vir-1* and *Pxn* or NimC1. **e** PSC markers in the lymph gland. Antp^+^ PSC cells (magenta) co-localize with *Ilp6* (green; *Ilp6-gal4 UAS-mCD8::GFP*), *tau* (green; *tau*^*MiMiC*^), *mthl7* (white; *mthl7-gal4 UAS-GTRACE*), or *chrb* (green; *chrb*^*MiMiC*^). *Ilp6-gal4* is expressed in other cell types including PH6 and crystal cells (Supplementary Fig. 2i). Magnified images: Antp and *Ilp6*, *tau*, *mthl7*, or *chrb*. **f** Crystal cell markers in the lymph gland. lz^+^ crystal cells (magenta) co-localized with *Men* (white; *Men-gal4 UAS-GTRACE*; left) or *Numb* (green; *Numb::GFP*; right). lz co-localizes with a subset of *Men* while all the *Numb*^+^ and lz^+^ overlap. Magnified images: lz and *Men* or *Numb*. **g** *domeless-LexA* generated in this study (magenta; *domeless-LexA LexAop-mRFP-nls*) partially co-localizes with Pxn (green). Magnified images: *domeless* and Pxn. White scale bar, 30 μm; yellow scale bar, 3 μm. Lymph gland is demarcated by white dotted line. Blue indicates DAPI. The dotted box in **a**–**g** indicates a magnified region. Each panel at the right displays magnified views.

As an effort to augment current genetic tools, we generated or screened for markers showing specific gene expression in the lymph gland. We confirmed the expression of *Ilp6*, *tau*, *mthl7*, and *chrb* in the PSC, and *Men* and *Numb* in crystal cells (Fig. 2b; Supplementary Data 3–5; Fig. 3e, f). In addition to markers widely used^36^, we uncovered reporter lines for representative markers such as *Ance*^*MiMiC*^ and *dome-LexA* (Supplementary Data 3–5; Supplementary Fig. 2h; Fig. 3g). Together, we classified 17 transcriptionally distinctive subtypes of hemocytes in the developing lymph gland and assigned functional descriptions of each subset based on gene expression patterns. 

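The genes *tau*, *mthl7* and *Men* were among the markers that named the PSC-like and CC-like clusters and are therefore not reported as results. *Ilp6* was at 264 ± 199 CPM in PSC-like cells and at 49.8 ± 21.7 CPM in the other cells (SD, n = 11 libraries with at least 10 PSC-like cells), higher in 10 of 11 libraries (permutation test by sign flips, two-sided, p = 0.00195, adjusted p = 0.00292 over 3 genes). A UMI of it was found in 45.5% of PSC-like cells and 22.0% of other cells. *chrb* was at 308 ± 161 CPM against 33.7 ± 19.3 CPM, higher in 11 of 11 libraries (permutation p = 9.77e-04, the smallest this test can give, adjusted p = 0.00292). *numb* was at 86.7 ± 32.4 CPM in CC-like cells and at 3.35 ± 1.75 CPM in the others (SD, n = 9 libraries), higher in 9 of 9 (exact sign-flip permutation p = 0.00391, the smallest possible). The *numb* transcripts lay mostly in CC2-like cells, at 123 ± 42.3 CPM (SD, n = 8), whereas CC sub-cluster 0 was at 7.88 ± 15.3 CPM (SD, n = 6).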

*Bona fide* markers elucidated in each subcluster collectively provide a valuable resource for further understanding of myeloid-like hemocyte development.

### Trajectory reconstitution and functional networks

Next, we investigated the time sequence of lymph gland hematopoiesis by reconstruction of developmental trajectories using Monocle3^37^. For the trajectory analysis, we excluded PSC as PSC cells do not give rise to the rest of lymph gland hemocytes (Supplementary Fig. 3a)^19,24^, and we set the PH1 subcluster as the start point based on the expression of *Notch*, *shg*, and high levels of mitotic genes (Fig. 2b, c). Pseudotime reconstitution of lymph gland hemocytes displays the main trajectory from prohemocytes to plasmatocytes along with divergent sub-trajectories towards crystal cells, adipohemocytes, GST-rich, and lamellocytes (Fig. 4a, b; Supplementary Movie 1). The trajectory corresponds well with on-and-off patterns of marker genes in the lymph gland (Supplementary Fig. 3b). Moreover, there is an excellent correlation between the real-time and the pseudotime trajectories when compared with segregated real-time hemocyte transcriptomes (Fig. 4b, c; Supplementary Fig. 3c).

**Fig. 4:**
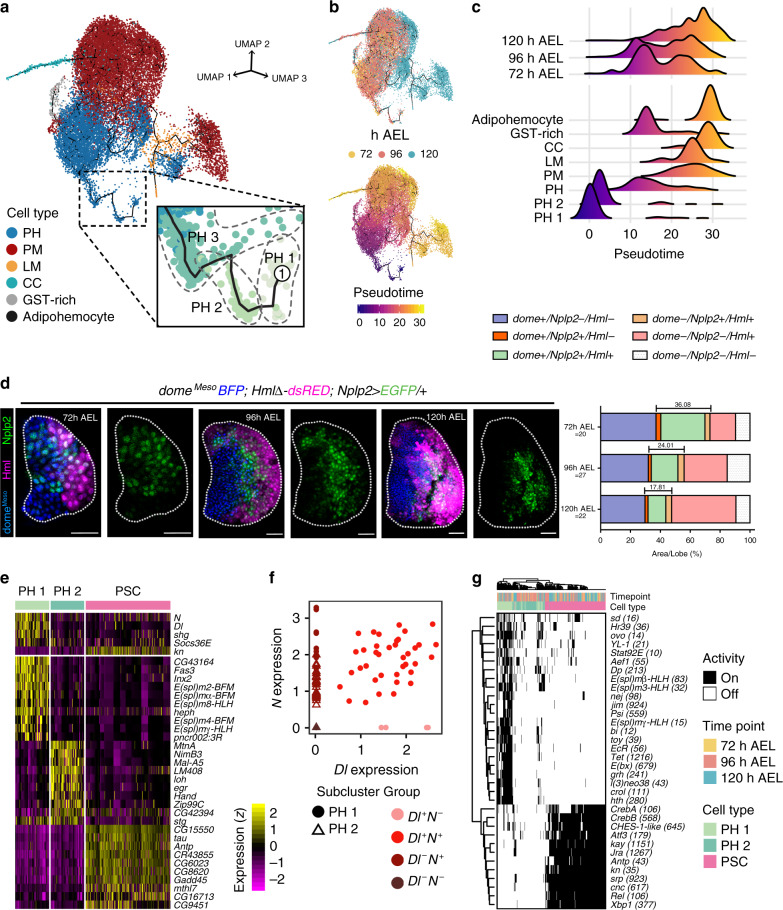
Pseudotime trajectory analysis of lymph gland hematopoiesis. **a** A three-dimensional landscape of the lymph gland hematopoiesis trajectory using Monocle3 (*n* = 19,143). Non-hematopoietic cells were excluded. Black line indicates the trajectory. Colors indicate the six major cell types used. The inset shows the three ancestral PH subclusters, PH1, PH2, and PH3. **b** Trajectories re-drawn by developmental timepoints (top) and calculated pseudotime (bottom). Colors indicate the three real-timepoints (top) and pseudotime (bottom). **c** Relative densities of hemocytes segregated by three timepoints (top) and cell types (bottom) along pseudotime. PH1 and PH2 are separated from other PH subclusters for higher resolution. Colors in density plots correspond to pseudotime, as in **b**. **d** *Nplp2-gal4* (*dome*^*Meso*^*-EBFP; Nplp2-gal4 UAS-EGFP; HmlΔ-dsRED*) at 72, 96, or 120 h AEL lymph gland. *Nplp2-gal4* (green) partially overlaps with *dome*^*Meso*^ (blue), *Hml* (magenta) or both. The proportion of *Nplp2-gal4* expressing cells diminishes over development (36.08% at 72 h; 24.01% at 96 h; 17.81% at 120 h AEL). Graph indicates quantitations of the combinational proportions of *dome*^*Meso+*^or *dome*^*Meso−*^*, Nplp2*^*+*^ or *Nplp2*^*−*^, and *Hml*^*+*^ or *Hml*^*−*^ cells in one lymph gland lobe at 72 (*n* = 20), 96 (*n* = 27), or 120 (*n* = 22) h AEL. The bracket indicates the proportions of *Nplp2-gal4*. White scale bar, 30 μm. White dotted line demarcates the lymph gland. **e** Heatmap representation of the 35 signature genes identified in PH1, PH2, and the PSC (*n* = 77, 79, and 189 cells, respectively). The colored legend denotes the standardized level of the genes. **f** Four subgroups in PH1 and PH2 defined by the expression of *Delta* (*Dl*) and *Notch* (*N*). Colors show subgroups and shapes specify PH subclusters. *X* axis means *Dl* expression; *Y* axis, *N* expression. **g** Binary heatmap showing the activity of transcription factors in PH1, PH2, and the PSC predicted by SCENIC. Numbers in parentheses denote the count of downstream genes used to test the activity of transcription factors.

In the major trajectory, we observed a linear trajectory from PH1 to PH3, projecting towards diverse differentiating states of prohemocytes including PH4-PH5 and GST-rich (Fig. 4a; Supplementary Fig. 3d-e). As an auxiliary route, PH6 is distinguishable from PH1-PH4 and gives rise to PM3, PM4, adipohemocytes, or lamellocytes at 120 h AEL (Fig. 4a, b; Supplementary Fig. 3d-e). In the later sequence, all the prohemocyte subclusters merge into PM1 in the trajectory (Supplementary Fig. 3d-e). PM1 accounts for the majority of plasmatocytes and a minor subset of PM1 starts to display *NimC1* expression (Supplementary Fig. 3b-d). A branch is observed following PM1, producing separable paths towards either the plasmatocyte PM2 or the crystal cell lineage (Supplementary Fig. 3d-e). We also observed the coupling of cell division and differentiation. In addition to the prohemocyte subclusters, PM1 exhibits high levels of cell cycle genes and appears immediately before a divergence to CC1 (Fig. 2c; Supplementary Fig. 3d-e).

To address the functional characteristics of the hematopoietic trajectory and associated subclusters, we examined gene-expression modules to determine whether subclusters share similar gene expression modules (Supplementary Fig. 3f; Supplementary Data 6). Strikingly, prohemocyte subclusters exhibit translation-related, metabolism-related, and developmental-related gene expression whereas plasmatocyte subclusters show relatively high levels of extracellular matrix and immune responsive genes. Crystal cell subclusters display high levels of genes involved in small molecule metabolism, and adipohemocyte and GST-rich subclusters show glyoxylate metabolism and DNA damage responsive gene modules, respectively (Supplementary Fig. 3f).

We next focused on the transition of prohemocytes into mature hemocytes and defined subclusters spanning the intermediate zone according to the trajectory analysis and modular configurations. Given that PH4, GST-rich, and PM1 subclusters exhibit moderate levels of *Tep4*, *Ance*, *Pxn*, and *Hml* while restricting mature hemocyte markers, as described in previous studies^17^, we hypothesized that PH4, GST-rich, and PM1 correspond to intermediate cell types in transition prior to final differentiation. These subclusters are found at all timepoints (Supplementary Fig. 2b). 

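*Nplp2* was compared with the other cells of the same libraries at each time point, since its level over all cells, after TMM normalization, fell from 35300 ± 3570 CPM (SD, n = 5) at 72 h AEL to 24800 ± 1460 CPM (SD, n = 5) at 96 h AEL and 2580 ± 1240 CPM (SD, n = 4) at 120 h AEL. The log2 fold change from 96 to 120 h AEL was −3.27 (SE 0.23, FDR 8.81e-08 in edgeR's quasi-likelihood test). At 96 h AEL, PM-like cells had 30869 ± 2253 CPM, GST-rich-like cells 29974 ± 2668 CPM (SD, n = 3) and CC sub-cluster 0 had 25274 ± 3913 CPM (SD, n = 4). PH-like cells were lower at 22993 ± 1034 CPM, CC2-like cells at 19356 ± 3661 CPM and PSC-like cells at 1527 ± 1792 CPM (SD, n = 4). Pooled over libraries, the 27 PH1-like cells of 96 h AEL had 1737 CPM and the 54 PH2-like cells 1213 CPM. At 120 h AEL, PM-like cells were at 3239 ± 1141 CPM, GST-rich-like cells at 4535 ± 2641 CPM and the adipohemocyte-like sub-cluster at 124 ± 107 CPM (SD, n = 4). *Nplp2* had a UMI in 65.2% of PSC-like cells at 96 h AEL, part of which can be free RNA of so abundant a transcript.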

We scored highly enriched genes in the potential intermediate subclusters and noticed that expression of *Nplp2*, a novel apolipoprotein^38^, peaks at PH4, GST-rich, PM1, and CC1 and is lower in other subclusters (Fig. 2b). Visualizing *Nplp2-gal4*^39^ in the lymph gland revealed a partial overlap of *Nplp2* with the medullary zone marker, *dome*^*Meso*^, or the cortical zone marker, *Hml* (Fig. 4d). Moreover, *Nplp2-gal4* expressing cells are exclusive of col^low^ but overlap with *Ance*^*MiMiC*+^ cells, demonstrating that *Nplp2* emerges subsequent to PH2/PH3 (Supplementary Fig. 3g-h). Furthermore, *Nplp2* is expressed independently of the late plasmatocyte marker, NimC1 (Supplementary Fig. 3i), indicating that *Nplp2* is expressed in the intermediate zone of the lymph gland, which corresponds to hemocytes transitioning towards ultimate differentiation. In addition, we verified that the cell cycle profile of *Nplp2-gal4*^+^ cells significantly differs from that of *Tep4-gal4* (Supplementary Fig. 3j). Altogether, the pseudotime trajectory analysis provides a detailed basis for prohemocyte differentiation. Also, we demonstrate the presence of transitioning subclusters, previously described as the intermediate zone, and their endogenous gene expression.

### Initiation of hematopoiesis in the lymph gland

To investigate the primordial cell types during lymph gland hematopoiesis, we focused on the earliest PHs—PH1 and PH2—which initiate the entire trajectory. We observed that the majority of PH1 is detached from PH2/PH3 and a subset is connected to PH2 in the trajectory map (Fig. 4a; Supplementary Fig. 3b-d). Though PH1 and PH2 mark the earliest pseudotime, both clusters are found at all developmental timepoints (Fig. 4b, c; Supplementary Fig. 2b). 

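PH1-like cells numbered 13 at 72 h AEL, 27 at 96 h AEL and 18 at 120 h AEL and were found in 4 of 5, 5 of 5 and 3 of 4 libraries. PH2-like cells numbered 8, 54 and 17 and were found in 2 of 5, 5 of 5 and 4 of 4 libraries. The share of PH1-like cells was 0.708% ± 0.481 (SD, n = 5) at 72 h AEL and 0.202% ± 0.232 (SD, n = 4) at 120 h AEL, a difference of −0.507 percentage points that was within the spread of the libraries (exact two-sided permutation test, p = 0.103, adjusted p = 0.137). Without the 72 h AEL library that lacked these cells, the difference was −0.684 points (exact p = 0.0286).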

We identified multiple signature genes in the PH1 subcluster (Figs. 2b, 4e). First, we discovered that *Notch* (*N*), its ligand, *Delta* (*Dl*), and the *E(spl)* family genes, downstream targets of the Notch pathway, are expressed in PH1 (Fig. 4e; Supplementary Fig. 4a). Interestingly, cells in PH1 and PH2 are in regular sequence according to on-and-off patterns of *Dl* and *N* (Fig. 4f; Supplementary Fig. 4b). Second, we found associations of MAPK and Notch pathways with *Dl*^*+*^*N*^*+*^ cells of PH1 by KEGG pathway analysis (Supplementary Fig. 4b). Third, we observed levels of *dome*, *hop*, *Stat92E*, and *Socs36E* in PH1, reflecting active JAK/STAT signaling (Fig. 4e; Supplementary Fig. 4a-b). 

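The gene *Socs36E* was among the markers used to name the PH1-like cells and is not given as a result. Few cells limit the other JAK/STAT genes, with 58 PH1-like cells in 12 libraries, so counts were pooled over libraries and no test was made. *dome* was at 58.2 CPM in PH1-like cells, from 22 UMIs, and at 2.67 CPM in all other cells. A *dome* UMI was found in 22.4% of PH1-like cells and in 1.80% of the others, and in 1.39% of PM-like cells. The median depth at 96 h AEL was 5457 UMIs in PH1-like and 5263 UMIs in PM-like cells. *Stat92E* was at 68.8 CPM in PH1-like cells, from 26 UMIs, and at 124 CPM in the others. *hop* was at 10.6 CPM, from 4 UMIs, and at 13.1 CPM in the others, a difference that was not detectable at this depth.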

Strikingly, the expression of Notch/Delta and JAK/STAT-related genes in PH1 decrease in the succeeding PH2, suggesting that PH1 cells undergo a drastic change. Fourth, we identified that PH1 does not express *col* while PH2 exhibits low levels of *col* expression, consistent with previous observations (Supplementary Fig. 4c)^20^. 

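The gene *col* is listed under its symbol *kn* in the files. No *kn* UMI was found in the 58 PH1-like cells, whereas the 79 PH2-like cells had 48 UMIs, or 96.8 CPM, with a UMI in 32.9% of cells. All cells other than PH2-like were at 12.5 CPM, and PSC-like cells were at 741 ± 289 CPM (SD, n = 11 libraries). PM-like cells, with 0.250% of cells carrying a UMI, set the background that free RNA gives. In the only 2 libraries with at least 10 PH2-like cells, both of 96 h AEL, *kn* was at 71.4 ± 33.2 CPM.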

Lastly, high levels of cell cycle genes are detected in both PH1 and PH2, constituting the earliest PH subclusters actively proliferating in the lymph gland (Fig. 2c).

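In the 2 libraries with at least 10 PH1-like cells, the cell cycle list was at 1108 ± 18.5 CPM in these cells and at 295 ± 135 CPM in the others. In the 2 libraries with at least 10 PH2-like cells it was at 1225 ± 817 CPM, against 442 ± 43.2 CPM in the others. The values rest on 453 UMIs in PH1-like and 529 UMIs in PH2-like cells over all libraries. Too few libraries held enough of these cells for a test.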

Next, we applied SCENIC to further establish gene regulatory networks of PH1 and PH2 cell populations with PSC as a comparison. SCENIC analysis on the PSC successfully proved the activity of known transcription factors including *Antp*^15^ and *col*^18^ (Fig. 4g). Moreover, we found that the PSC exhibits transcriptional activities of *CrebA/B*, *Atf3*, *Jra/kay*, and *Xbp1* (Fig. 4g). The PH1 subcluster shows an entirely distinct set of transcription factors: *sd* in Hippo pathway, *Stat92E* in JAK/STAT pathway, *E(bx)*, *jim*, and *YL-1* in chromatin remodeling, *EcR* and *crol* in ecdysone pathway, the *E(spl)* family in Notch pathway, and *Psi* in *Myc* transcription (Fig. 4g).

We next performed spatial reconstructions for PH1 in vivo and profiled the expression of marker genes and related reporter lines newly identified in the subset. Interestingly, *Stat92E::edGFP* is expressed in the cells neighboring the PSC, which are neither *Tep4*^+^ medullary zone nor *Antp*^+^ PSC (Fig. 5a; Supplementary Fig. 4d-e). Similarly, *Stat92E*^*Act*^ cells show close contact with *col*^+^ cells without having apparent overlaps (Fig. 5b). *Stat92E*^*Act*^ cells incorporate EdU well as indicated in the analysis of cell cycle genes (Fig. 2c; Supplementary Fig. 4f). The number of *Stat92E*^*Act*^ cells increases over development but maintain relatively constant ratios (Fig. 5c). Furthermore, *Stat92E*^*Act*^ cells disappear upon genetic ablation of the PSC, which indicates that expression of *Stat92E*^*Act*^ PH1 is dependent upon the PSC (Fig. 5d). Yet, loss of *upd3* in the PSC does not alter the expression of *Stat92E*^*Act*^ cells, suggesting that there is an alternative ligand for the *STAT92E* activation in PH1 (Supplementary Fig. 4g). We additionally detected *Dl* mRNA or Dl protein expression near the PSC similar to the pattern observed with *Stat92E::edGFP* (Fig. 5e; Supplementary Fig. 4h). The majority of Dl^+^ cells are *Stat92E*^*Act*^; however, Dl covers a range broader than a few cell diameters than *Stat92E*^*Act*^ (Fig. 5f). Further, a few *Dl*-expressing cells exhibit co-localization with *Su(H)-GBE* coinciding with the Dl-N interaction shown in the computational analysis (Supplementary Fig. 4i). Consistent with the phenomenon observed with *Stat92*^*Act*^ cells, we observed that the loss of PSC significantly attenuates *Dl* expression (Supplementary Fig. 4j). We screened Gal4 lines of signature genes in PH1 and identified a *Dl* enhancer-trap that marks *Antp*^−^ cells adjoining the PSC, which produce three representative types of hemocytes and consequently, the entire lymph gland (Fig. 5g; Supplementary Fig. 4k). To summarize, PH1, the initial subset of the pseudotime trajectory, indicates a subpopulation of prohemocytes that physically interacts with the PSC and is adjacent to *col*^+^ PH2. PH1 cells do not co-localize with conventional medullary zone or cortical zone markers but exhibit distinctive gene regulatory networks primarily steered by the Delta/Notch and JAK/STAT pathways. Moreover, these cells retain potentials to give rise to hemocytes in the lymph gland during 72 to 120 h AEL (Fig. 5h). Thus, we conclude that PH1 is a precursor of prohemocytes reminiscent of mammalian hematopoietic stem cells (HSCs).

**Fig. 5:**
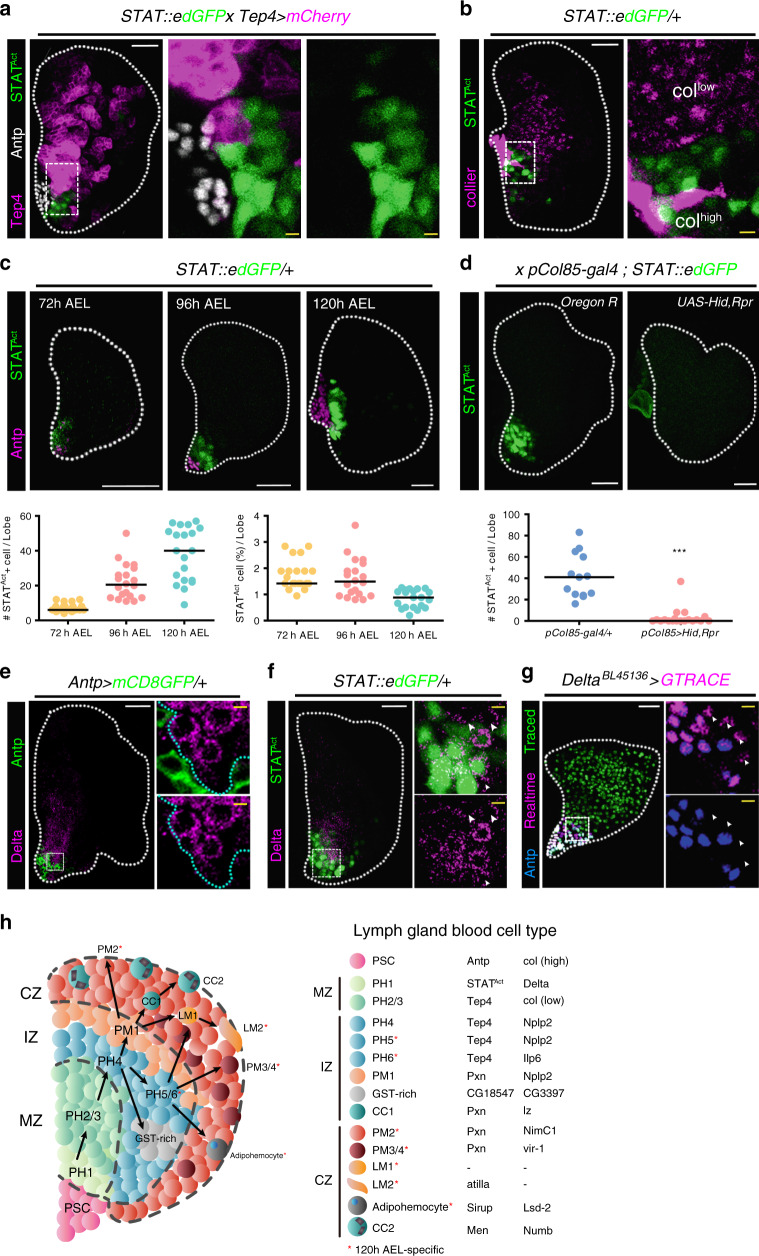
Expression of PH1 in the lymph gland. **a** *STAT92E*^*Act*^ (green) and *Tep4*^*+*^ (magenta) or *Antp*^*+*^ (white) cells are mutually exclusive (*Tep4-gal4 UAS-mCherry; STAT92E::edGFP*). Magnified images: *STAT92E*^*Act*^ and *Tep4*^*+*^ cells near *Antp*^*+*^ PSC. **b** *STAT92E*^*Act*^ (green) do not co-localize with cells expressing high (PSC) or low (PHs) levels of *collier* (magenta). Magnified images: *STAT92E*^*Act*^ and *col*^*+*^ cells near the PSC. **c**. The number of *STAT92E*^*Act*^ cells (green) increases during lymph gland development (72 (*n* = 24), 96 (*n* = 17), and 120 h (*n* = 20) AEL). *Antp*^*+*^ (magenta) and *STAT92E*^*Act*^ are separable at all timepoints. Graphs represent quantitation of the number (left) or the proportion (right) of *STAT92E*^*Act*^ cells in one lymph gland lobe. **d**. Genetic ablation of the PSC (*pCol85-gal4; STAT92E::edGFP UAS-Hid, Rpr*) attenuates *STAT92E*^*Act*^ (green) expression (top). Graph indicates quantitations of the number of *STAT92E*^*Act*^ cells in one lymph gland lobe (bottom, Mann–Whitney test, ***P < 0.0001). *pCol85-gal4/+* (*n* = 13) or *pCol85-gal4 UAS-Hid, Rpr* (*n* = 19). **e** Dl^+^ cells (magenta) are localized adjacent to the PSC (Antp, green). Magnified images: Dl^+^ and *Antp*^+^ cells. Cyan dotted lines demarcate Dl^+^ cells. **f** Dl^+^ cells (magenta) co-localize with *STAT92E*^*Act*^ (green). Magnified view: Dl^+^ and *STAT92E*^*Act*^ cells (right). A few Dl^+^ cells that do not express *STAT92E::edGFP* are indicated (arrowhead). **g** Lineage tracing of *Dl*^*+*^ cells (green, traced; magenta, real-time; blue, Antp). *Delta*^*BL45136*^*-gal4 UAS-GTRACE* covers the entire lymph gland. Arrowheads represent *Dl*^*+*^ cells next to the *Antp*^*+*^ *Dl*^*+*^ PSC. **h** Model of the lymph gland hematopoiesis. PH1 cells are adjacent to the PSC. PH1 and PSC or PH2 are mutually exclusive. There are multiple states of prohemocytes including GST-rich and intermediary PHs/PMs. Plasmatocytes represent a heterogeneous cell population including adipohemocytes and late plasmatocytes, PM3-4. Colors indicate subclusters. Putative subclusters in the medullary zone (MZ), the cortical zone (CZ), or the intermediate zone (IZ) are described (right). Subcluster-specific markers verified in this study are listed (right). Red asterisks indicate 120 h AEL-specific subclusters. White scale bar, 30 μm; yellow scale bar, 3 μm. White dotted line demarcates the lymph gland. The dotted box (**a**–**b**, **e**–**g**) indicates a magnified region. Each panel at the right displays magnified views. Median value is represented in graphs (**c**, **d**).

### Differentiation of lymph gland hemocytes upon wasp infestation

We next investigated emerging heterogeneity and differentiation of the lymph gland hemocytes upon wasp infestation by scoring lymph gland hemocytes at 24 h post infestation (PI). At 24 h PI, lymph gland hemocytes remain in place, ultimately disintegrating before 48 h PI (Fig. 6a). We aligned and matched lymph gland hemocytes from 24 h PI (96 h AEL, *n* = 10,158) to control hemocytes using label transfer, that resulted in the annotation of six hemocyte clusters and 11 subclusters when compared to those from controls (Fig. 6b–e; Supplementary Table 5). 

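The data of this experiment are 4 Drop-seq libraries of lymph glands from larvae infested by wasps, set beside the 5 normal libraries of 96 h AEL. The files of the infested libraries, which the authors deposited as UMI counts, lack 541 genes of the normal files, which carry 2.20% of the UMIs of the normal 96 h AEL libraries. All comparisons were therefore restricted to the genes measured in both. Of 10179 barcodes, 10171 were kept as cells after 8 doublets were marked, so few that doublets may remain here as well. No filter on genes, UMIs or mitochondrial content was applied to these barcodes, whose number is the one left by the paper's own filters. The paper used a lower floor on genes for some infested libraries, so infested and normal cells were not filtered alike. The 4 libraries had 1710 to 4537 cells and 8000049 to 23256620 UMIs (median 16707320), with a median of 5424 UMIs and 1425 genes per cell. Thinned to 2000 UMIs, the cells had 778 ± 13.0 genes (SD, n = 4 libraries), with 1518 shallower cells left out. Pearson's r between the infested libraries was 0.958 to 0.988 over the most abundant genes. Normal and infested cells were clustered together, which gave 14 clusters, and named with the same markers. The joint clustering was the main setting and the transfer of labels from the normal cells, which the paper used, an alternative. The largest cluster of 3435 cells, 2880 of them infested, was led by ribosomal RNA genes and remained unnamed, since its PH and PM markers were too close. It took 5.42% ± 1.84 of normal and 25.4% ± 15.6 of infested libraries.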

Consistent with previous studies^24,40^, wasp infestation significantly reduces crystal cells—iCC1 and iCC2 (Fig. 6c, e). 

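CC-like cells decreased from 1.84% ± 0.246 (SD, n = 5 libraries; 172 cells) of the normal libraries to 0.148% ± 0.111 (SD, n = 4; 12 cells) of the infested libraries. The difference of −1.69 percentage points had an exact two-sided permutation p of 0.00794, the smallest that 5 against 4 libraries allow, and an adjusted p of 0.0132 over 10 comparisons of shares. Merging the libraries with no integration moved it most, to −2.05 points. Transferred labels gave 0.0695% ± 0.0512 in the infested libraries. Summed over all cells, *PPO1* fell from 692 ± 177 to 12.1 ± 12.7 CPM and *lz* from 4.11 ± 1.60 to 0.163 ± 0.0729 CPM, with log2 fold changes of −5.83 (SE 0.81, FDR 2.88e-03) and −4.67 (SE 0.44, FDR 6.78e-05). These are naming markers, measured here over whole libraries.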

A similar decline is readily observed in iPH1, which is confirmed by the reduction of *Stat92E*^+^ or *Dl*^+^ iPH1 in the lymph gland upon wasp infestation (Fig. 6e, f). In contrast, iPH4 shows an increase in numbers and relative proportions, implying an expansion of differentiating prohemocytes upon wasp infestation (Fig. 6e). 

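PH1-like cells numbered 31 in the normal and 16 in the infested libraries, or 0.422% ± 0.258 (SD, n = 5) and 0.184% ± 0.118 (SD, n = 4). The decrease of 0.238 percentage points was within the spread of the libraries (exact two-sided permutation test, p = 0.127, adjusted p = 0.141). Under a stricter cell filter it was 0.270 points (exact p = 0.0476). With single libraries left out in turn, the difference ranged from −0.301 to −0.132 points and was never past 0.05. PH2-like cells numbered 56 and 22, a difference of −0.606 points from 0.858% ± 0.567 to 0.251% ± 0.134 (exact p = 0.0873, adjusted p = 0.109). The imaging of *Stat92E* and *Dl* was not analysed here.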

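The subclusters PH3 to PH6 were not separated, so the share of all PH-like cells was compared. It was 36.4% ± 1.69 (SD, n = 5 libraries) in normal and 27.4% ± 3.49 (SD, n = 4) in infested lymph glands, a fall of 8.93 percentage points (exact two-sided permutation test, p = 0.00794, adjusted p = 0.0132). The direction depended on how cells were named. With transferred labels, PH-like cells rose by 5.73 points from 44.0% to 49.7% ± 7.12 (exact p = 0.127), and with the naming markers left out of the clustering they rose by 0.632 points (exact p = 0.698). A clustering resolution of 1.2 and 30 principal components gave falls of 1.99 and 3.05 points that were within the spread. Where every cluster was assigned to a side, the unnamed cluster included, the PH side took 44.4% of normal and 66.5% ± 14.7 of infested libraries. This side held the unnamed cluster (5.42% of normal and 25.4% of infested libraries) and the LM-like cells (0.125% and 9.52%). It also held the GST-rich-like cells (1.34% and 3.10%), so that its rise is not one of PH-like cells. Within the PH-like class, a cluster with the genes *IM18*, *CG15115* and *kn* in the lead had a share of 5.63% in normal and 8.43% in infested libraries, and the cluster led by *CecA2* and *Dro* 22.7% and 11.2%.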

Coinciding with the increase of differentiating cells, the lamellocyte and GST-rich populations, which are barely observed during normal development at 96 h AEL, expand upon wasp infestation (Fig. 6b–e). 

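LM-like cells increased from 0.125% ± 0.132 (SD, n = 5 libraries; 15 cells) to 9.52% ± 2.18 (SD, n = 4; 971 cells), by 9.40 percentage points (exact two-sided permutation test, p = 0.00794, adjusted p = 0.0132). All infested libraries, at 6.35% to 11.3%, lay above all normal ones, at 0 to 0.300%. The size of the increase depended on the naming, with 3.87 points from transferred labels, 2.13 points at a resolution of 1.2 and 2.02 points with the naming markers left out of the clustering, each with the same p. GST-rich-like cells increased from 1.34% ± 0.589 (138 cells) to 3.10% ± 0.553 (294 cells), by 1.75 points (exact p = 0.0159, adjusted p = 0.0227). PM-like cells decreased from 53.8% ± 2.10 to 33.4% ± 14.6, by 20.5 points (exact p = 0.00794), and by 11.0 points with transferred labels (exact p = 0.0159).

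**Figure D3:**
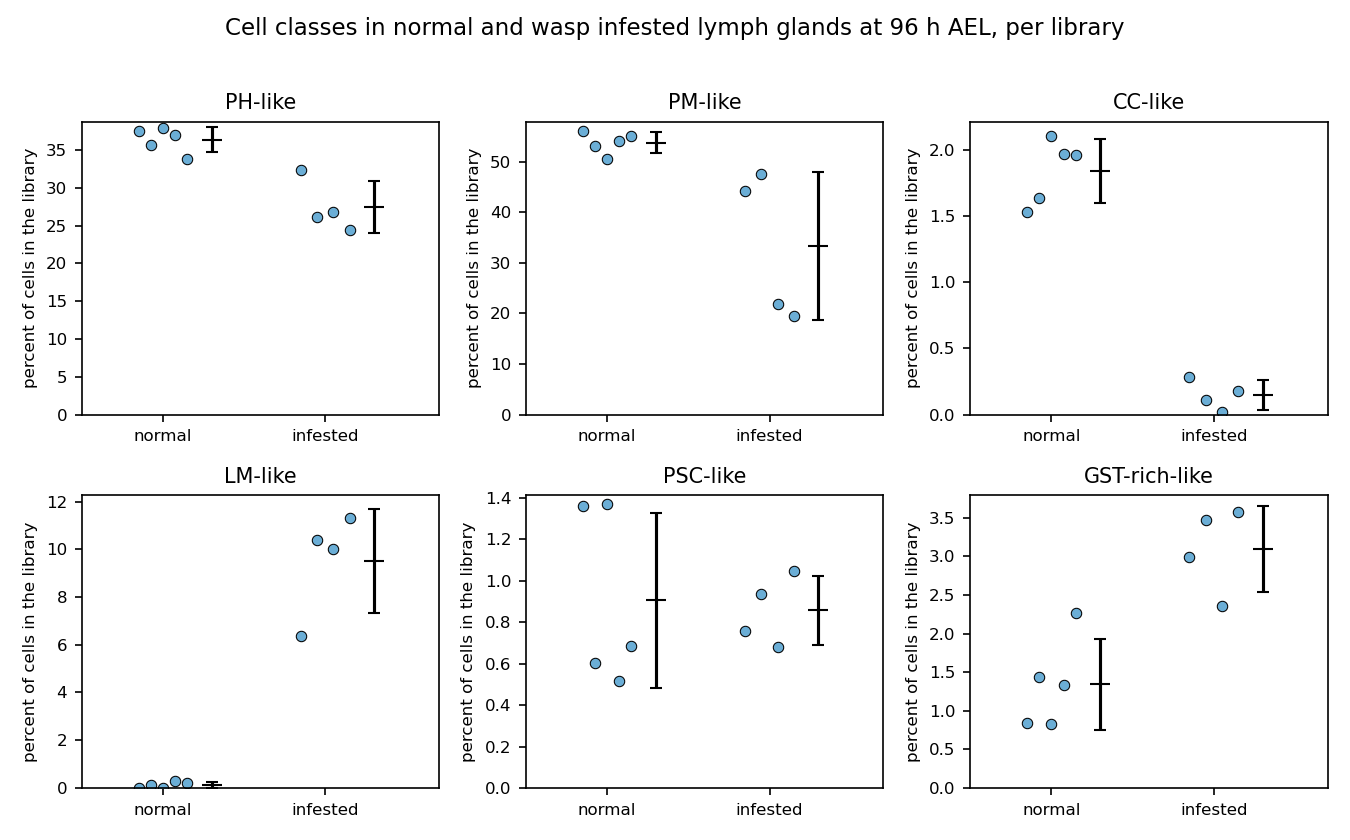
Percent of the cells of each library (points) in 6 classes in normal and infested lymph glands at 96 h AEL, with the mean and SD beside the points. LM-like and GST-rich-like cells are higher and CC-like cells lower in every infested library than in every normal one.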

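The 986 LM-like cells formed 5 sub-clusters. Sub-clusters of 192 and 69 cells had all 6 LM2-type markers raised and are called LM2-like, and the other 3, of 275, 230 and 220 cells, met no set of markers. LM2-like cells increased from 0.0257% ± 0.0575 (SD, n = 5 libraries; 3 cells) in normal to 2.83% ± 1.29 (SD, n = 4; 258 cells) in infested libraries, and other LM-like cells from 0.0996% ± 0.0971 to 6.69% ± 2.44 (exact two-sided permutation test, p = 0.00794 and adjusted p = 0.0132 for each). The 2 infested libraries with the most and the fewest LM2-like cells had shares of 4.68% and 1.72%. The lamellocyte genes *CG1208*, *CR44948* and *ItgalphaPS4* varied between the infested libraries, at 60.4 ± 65.0, 53.7 ± 59.2 and 13.4 ± 13.0 CPM over all cells, and their rises were not past an FDR of 0.05, with log2 fold changes of 3.84, 3.97 and 3.49. Without normal library 4 they were 8.43, 7.02 and 8.66 and past it.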

Lamellocytes derived upon infestation (iLMs) are subclustered into two groups: iLM1 and iLM2, which represent immature and mature iLMs, respectively (Fig. 6g). While other cell types undergo significant modifications upon wasp infestation, we did not detect any changes in the expression and number of iPSC upon wasp infestation (Fig. 6b–e, h). 

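PSC-like cells numbered 69 in the 5 normal and 82 in the 4 infested libraries, with shares of 0.907% ± 0.423 and 0.858% ± 0.168. The difference of −0.0494 percentage points was within the spread of the libraries (exact two-sided permutation test, p = 0.849). It changed sign under a stricter cell filter and with cells pooled over libraries.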

When the signature genes of each subcluster are compared to those from controls, gene expression patterns in general are not altered (Fig. 6h). However, some of the subclusters, iPH4 and iPM1 in particular, significantly enhance their cell cycle genes (Fig. 6h). These data indicate that active immunity causes a biased commitment of prohemocytes and plasmatocytes to the lamellocyte lineage and remodels the proportions of hemocyte populations.

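Over whole libraries, 1267 of 7310 genes differed between infested and normal lymph glands in edgeR's quasi-likelihood test (FDR < 0.05), 578 higher and 689 lower upon infestation. The count was 678 when all 30 libraries shared 1 estimate of the spread, and with single libraries left out it ranged from 676, without infested library 3, to 1484. The groups did not overlap for 1240 genes, against a chance share of 1.59%. These differences include those of cell composition. Within PH-like cells 597 of 6390 genes differed, with 197 to 896 when single libraries were left out, and within PM-like cells 880 of 6757 genes, with 432 to 1026. Among the largest changes in PH-like cells were rises of *mthl4* (log2 fold change 2.44, SE 0.22, FDR 5.74e-05) and *CG1648* (1.65, SE 0.13, FDR 1.64e-05) and falls of *Dro* (−2.22, SE 0.52, FDR 0.0406) and *CG8449* (−1.63, SE 0.24, FDR 1.64e-03). The fall of *Dro* was no longer past 0.05 in 7 of 9 fits without 1 library. In PM-like cells *CG12133* rose from 1.14 ± 0.582 to 32.8 ± 11.3 CPM (FDR 1.54e-06) and *Drs* fell from 689 ± 205 to 46.3 ± 48.2 CPM (FDR 0.0165). Over whole libraries *Dbi* rose from 73.7 ± 12.5 to 663 ± 114 CPM (FDR 5.00e-07) and *Socs36E* from 5.49 ± 0.984 to 14.3 ± 2.53 CPM (FDR 3.23e-04). In simulated counts, 97.5% of changed genes were recovered in the comparison of whole libraries, 96.0% in that of PH-like cells and 97.5% in that of PM-like cells.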

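Of the 9 cell-cycle genes, *stg* is missing from the files of the infested lymph glands. In PH-like cells the median log2 fold change of the other 8 upon infestation was 0.133, with 6 genes higher and 2 lower, and the list as a whole did not pass the directional rotation test fry of limma at 0.05. *CycB* rose most, from 24.3 ± 6.50 CPM (SD, n = 5 libraries) in normal lymph glands, with a log2 fold change of 0.67 (SE 0.20, FDR 0.0490 over all genes tested). In PM-like cells the median was 0.060, with 5 genes higher and 3 lower, which did not pass this test either, and *CycA* had a log2 fold change of 0.45 (SE 0.13, FDR 0.0416). Adjusted over the list alone, 1 of 8 genes was past 0.05 in each class. With single libraries left out in turn, the median in PH-like cells ranged from 0.061 to 0.240. Without infested library 4 the median in PM-like cells was −0.029.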

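The largest shifts in the joint clustering were the fall of PM-like cells and the rise of unnamed cells, so that the gain of LM-like cells cannot be assigned to 1 source. The combined share of LM-like and GST-rich-like cells rose in all 4 infested libraries, and no normal library held more than 0.300% of LM-like cells. From the decline of crystal cells and PH1, the rise of PH4, lamellocytes and GST-rich cells and the constant PSC, the paper concludes that active immunity biases prohemocytes and plasmatocytes towards the lamellocyte lineage and changes the proportions of hemocyte populations. The shares measured here describe the cells present at 24 h after infestation and do not trace their origin.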

**Fig. 6:**
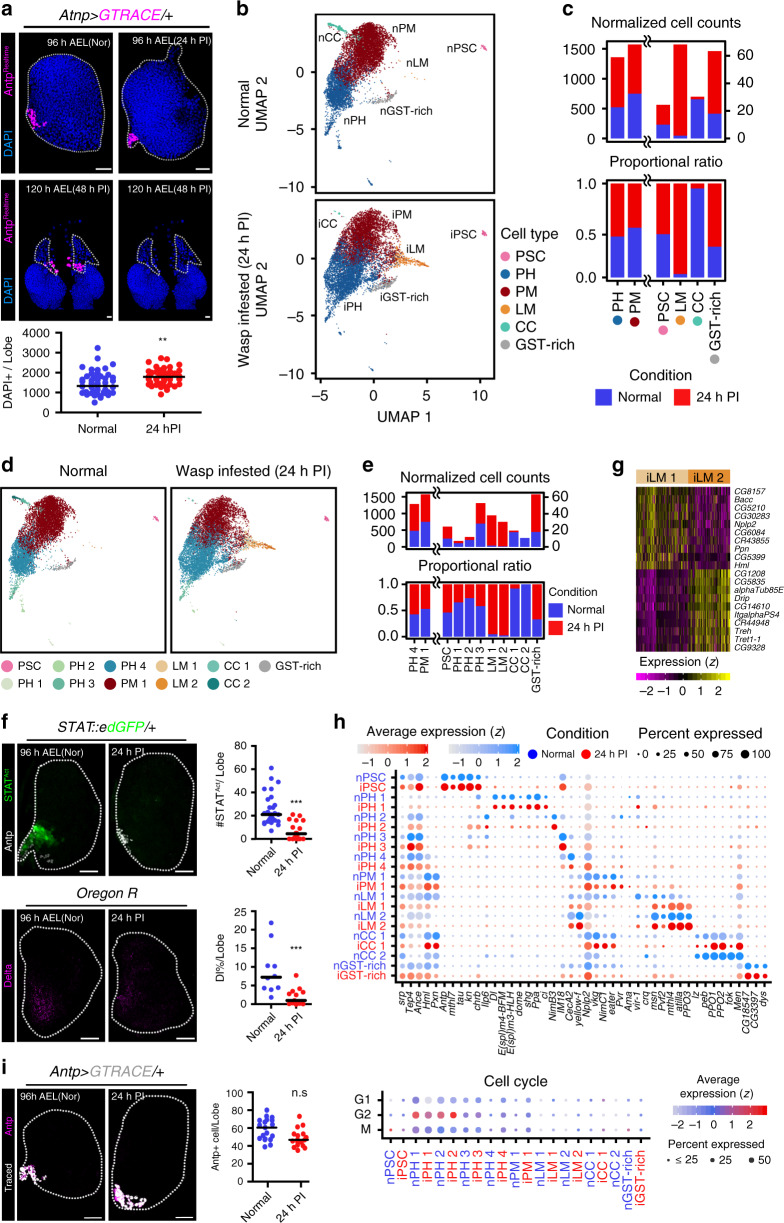
Comparison of normal and wasp infested lymph glands. **a** Lymph gland (*Antp-gal4 UAS-GTRACE*; Antp, magenta) remains at 24 h post infestation (PI) (DAPI, blue). Hemocytes disintegrate by 48 h PI. Graph indicates the number of DAPI^+^ cells at 24 h PI. Normal (*n* = 51), 24 h PI (*n* = 44). Mann-Whitney test, **P = 0.0011. **b** UMAP projections of major cell types defined in normal (top, ‘n’) and wasp infested (bottom, ‘i’) lymph glands at 96 h AEL (thus, 24 h PI). **c** Relative proportion (top) or normalized cell counts (bottom) of major cell types in normal (blue) and wasp infested (red) lymph glands. **d** Two-dimensional projections of subclustered cells in normal (left) and wasp infested (right) lymph glands. **e** Normalized cell counts (top) or proportional ratio (bottom) of subclustered cells in normal (blue) or wasp infested (red) lymph glands. **f**. Wasp infestation reduces *STAT92E*^*Act*^ (top; green) or Dl^+^ (bottom; magenta) PH1 populations. Graphs represent quantitation of the number of *STAT92E* ^*Act*^ (top) or the proportion of Dl^+^ (bottom) cells after infestation (24 h PI). Normal (*n* = 27) or 24 h PI (*n* = 18) for Top and Normal (*n* = 10), or 24 h PI (*n* = 13). Mann–Whitney test, ***P < 0.0001. **g** Top 20 genes in iLM1 or iLM2. Color bar indicates the level of scaled gene expression. **h** Dot plot expresses the level of marker genes in normal (blue) or wasp infested (red) lymph glands (top) using Wilcoxon Rank-Sum test. Scaled expressions of cell-cycle regulating genes in subclusters upon wasp infestation (bottom). Dot color: average expression levels. Dot size: percentage of cells expressing cell cycle genes in a subcluster. Cell count for each subcluster is listed in Supplementary Table 5. **i** PSC cell numbers do not change upon wasp infestation by 24 h PI (Antp, magenta; Traced, white; *Antp-gal4 UAS-GTRACE*). Graph indicates the number of Antp^+^ cells. Normal (*n* = 19) or infested (*n* = 17). Mann–Whitney test, n.s.: not significant. White scale bar, 30 μm; Yellow scale bar, 3 μm. Lymph glands are demarcated by white dotted lines. Median value is shown in graphs. Colors in **b** and **d** indicate each cell type. Graphs indicate the number of cells in one lymph gland lobe.

To better understand how iLM differentiates in the lymph gland, we performed pseudotime trajectory analysis and examined gene modules of related subtypes. From the trajectory analysis, we discovered that the emergence of iLMs is associated with both iPHs and iPMs (Fig. 7a–d; Supplementary Data 7). The majority of iLMs are directly derived from iPH4 and iPM1 (route 1-2 in Fig. 7d), subclusters indicated as the intermediate cell populations. In addition, an alternative route is generated from a subset of iPM1 that expresses NimC1 (*NimC1*^+^ PM1) (route 3 in Fig. 7d), the most mature plasmatocyte subcluster at 96 h AEL (Fig. 7b). We validated the data by tracing the intermediate zone or the cortical zone markers upon wasp infestation and confirmed that atilla^+^ iLMs are derived from either *Nplp2*^+^ intermediate hemocytes or *Hml*^+^ plasmatocytes (Fig. 7e). However, differentiating crystal cells and lamellocyte lineages are mutually exclusive (Fig. 7f). An association of gene-expression modules of each subcluster indicates the existence of two distinct trajectories to iLMs: iPH4-to-iLM and *NimC1*^+^ iPM1-to-iLM (Fig. 7d, right). The first iPH4-to-iLM wave is enriched with genes involved in hemocyte proliferation, DNA replication, and translation. The second *NimC1*^+^ iPM1-to-iLM wave expresses metabolism-related genes, demonstrating at least two modes of iLM development in the lymph gland upon wasp infestation. Overall, we established that the lymph gland responds to wasp infestation by an expansion of differentiating hemocytes accompanied by subsequent differentiation of iLMs. In addition to the differentiation of intermediate populations indicated as iPH4-to-iLM in the trajectory, mature plasmatocytes, *NimC1*^+^ iPM1, trans-differentiate into iLMs as an alternative route amplifying the magnitude of iLM formation.

**Fig. 7:**
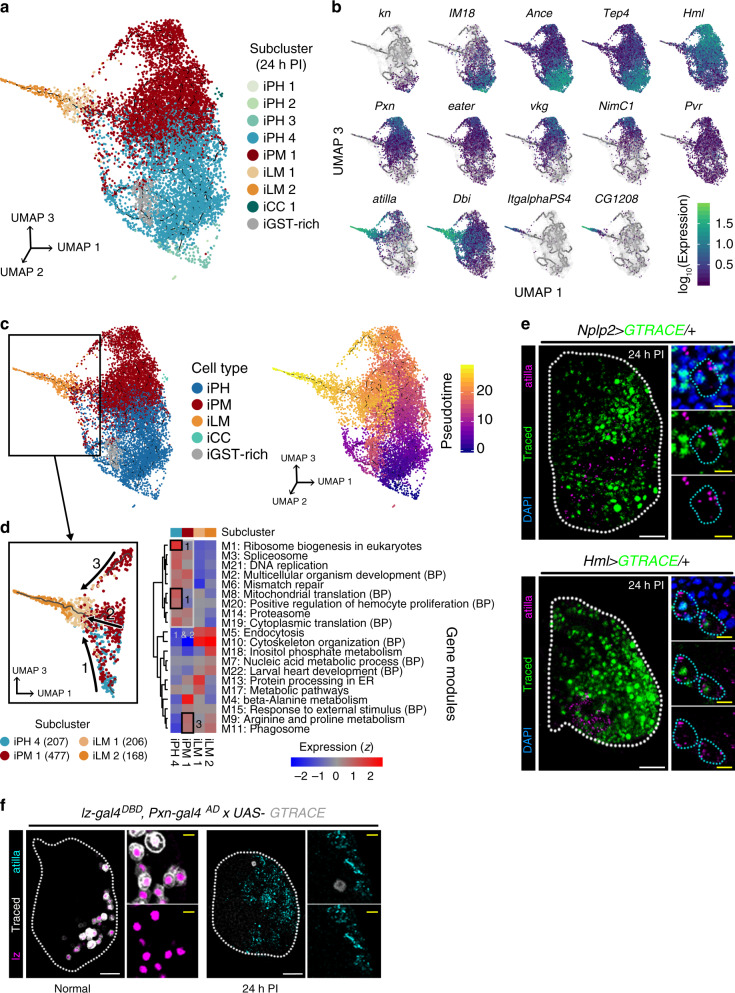
Lymph gland hematopoiesis following wasp infestation. **a** Three-dimensional pseudotime trajectory of subclustered cells from the normal lymph gland dataset. Colors indicate cell types. **b** Expression patterns of 14 marker genes– *kn* (*col*), *IM18*, *Ance*, *Tep4*, *Hml*, *Pxn*, *eater*, *vkg*, *NimC1*, *Pvr*, *atilla*, *Dbi*, *ItgalphaPS4*, and *CG1208*–in two-dimensional (UMAP 1 and 3) pseudotime trajectory. Color bar denotes the log_10_-scaled level of gene expression. Gray color indicates no expression. **c** A three-dimensional trajectory landscape of major cell types under wasp infestation (left), and additional representation of trajectory over calculated pseudotime using Monocle3 (right). Box indicates the cells used for subtrajectory analysis in **d**. Colors in legends show pseudotime (right). **d** Subtrajectory analysis of four subclusters—iPH4, iPM1, iLM1, and iLM2—detected in the trajectory to iLM (left). Two different waves, arrow 1/2 (iPH4/NimC1^−^ iPM1, thus, intermediate cells) and arrow 3 (*NimC1*^+^ iPM1), advance towards iLM with distinct gene modules (right). Shared gene modules between iPH or iPM with iLM are indicated in boxes. Colored scale represents the *z*-transformed mean expression level of gene modules. **e** Lamellocytes differentiate from intermediate iPHs (*Nplp2-gal4 UAS-GTRACE*) or iPMs (*Hml-gal4 UAS-GTRACE*) upon wasp infestation. *Nplp2*^*+*^ iPHs (green, traced; blue, DAPI; top) or *Hml*^*+*^ iPMs (green, traced; blue, DAPI; bottom) express atilla (magenta) upon wasp infestation. Insets indicate magnified views of atilla^+^ cells. Cyan dotted lines within insets demarcate traced iLMs. **f** iLM and iCC lineages are separable. iLMs emerge independently of iCCs (*lz-gal4*^*DBD*^*, Pxn-gal4*^*AD*^ *UAS-GTRACE*). *lz-gal4*^*DBD*^*, Pxn-gal4*^*AD*^ *UAS-GTRACE* trace the majority of *lz*-expressing crystal cells (lz, magenta; traced, white). However, atilla^+^ iLMs are *lz*^*DBD*^*/Pxn*^*AD*^-negative (atilla, cyan; traced, white). White scale bar, 30 μm; yellow scale bar, 3 μm. Lymph glands are demarcated by white dotted lines. Magnified images are shown on the right of each panel.

### Comparison between two hematopoietic lineages

To distinguish and compare hemocytes originating from two lineages^3^, we compared the larval circulating hemocyte datasets^41^ (*n* = 3397; Supplementary Table 6) sequenced using inDrops and Drop-seq to explore lineage-specific features of *Drosophila* hemocytes at 96 and 120 h AEL (see “Methods” section). As a result, we found that hemocytes from the lymph gland significantly overlap with those from circulation (Fig. 8a, b; Supplementary Fig. 5a). 

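Circulating hemocytes were taken from 3 Drop-seq libraries of 96 h AEL and 3 of 120 h AEL, for which the authors deposited UMI counts per gene and barcode. The cells that the paper adds from another study with inDrops were not analysed here, so that the circulating population differs from that of the paper. The files held 1108 barcodes at 96 h AEL and 1832 at 120 h AEL, and 993 and 1630 cells were kept with 400 to 5000 genes and at most 20% mitochondrial UMIs after 22 and 50 doublets were marked. The libraries had 145 to 435 cells and 980582 to 2978076 UMIs at 96 h AEL (median 2238798), and 469 to 647 cells and 2942712 to 3924156 UMIs at 120 h AEL (median 3567657). A cell had a median of 4968 UMIs and 1486 genes at 96 h AEL and of 5278.5 UMIs and 1558 genes at 120 h AEL. Ribosomal RNA genes took 5.20% ± 1.13 (SD, n = 3) and 4.20% ± 0.589 (SD, n = 3) of their UMIs, more than in the lymph gland. A mitochondrial ceiling of 5% would have left a mean of 50.0 and 146 cells per library. Pearson's r between libraries was 0.913 to 0.973 at 96 h AEL and 0.931 to 0.978 at 120 h AEL. Of 413 cells in library 3 of 96 h AEL and 647 in library 1 of 120 h AEL, 36 carried a shared barcode, and without these 72 cells the differences between the tissues moved from −26.2 to −26.3 points for PH-like, from 18.6 to 18.8 for PM-like and from 8.63 to 8.68 for CC-like cells. The 22961 circulating and lymph gland cells of both time points were clustered together into 18 clusters. Shares were compared with libraries permuted within each time point, where the 1960 splits allow no p below 5.10e-04.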

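Named clusters held 96.0% of the cells and each cluster of PH-, PM- and CC-like cells contained cells of both tissues. Gene expression, however, differed widely over whole libraries, which also differ in cell composition. The paper's comparison leaves out genes far from their level in bulk RNA sequencing, as possible responses to preparation. These genes were kept here, so that the counts of genes can include such responses. At 96 h AEL, 4172 of 8459 genes differed between circulation and lymph gland in edgeR's quasi-likelihood test (FDR < 0.05), and at 120 h AEL 4326 genes did. Without a filter on low counts the numbers were 4739 and 5270. For 3744 and 4209 genes the libraries did not overlap, where chance gives 3.57% and 5.71%. *CecA2* was lower in circulation at both time points, at 8.99 ± 10.3 CPM (SD, n = 3) against 2000 ± 418 CPM (SD, n = 5) at 96 h AEL. *Lsp1beta* was higher in circulation, at 164 ± 226 CPM against 0.300 ± 0.375 CPM at 96 h AEL and at 91.9 ± 25.2 CPM against 0.0916 ± 0.0570 CPM at 120 h AEL. It is a fat body gene, and UMIs of fat body genes were present in 38.0% to 74.4% of the circulating PM-like cells of each library and in 27.9% to 55.7% of the cells that were neither PM-like nor CC-like. Part of the difference can thus be free RNA from other tissue. Of the changed genes in simulated counts, 86.5% and 87.5% were recovered, and 76% and 79% of those changed 2-fold.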

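PH-like cells made up 6.58% ± 5.68 (SD, n = 3 libraries) of the circulating cells at 96 h AEL and 8.57% ± 5.31 (SD, n = 3) at 120 h AEL, against 39.1% ± 1.82 (SD, n = 5) and 28.4% ± 7.97 (SD, n = 4) of the lymph gland cells. Averaged over the time points, they were 26.2 percentage points lower in circulation (exact two-sided permutation test, p = 5.10e-04, adjusted p = 0.00119 over 7 comparisons of shares). The alternative that moved this most was merging with no integration, at −32.8 points. PM-like cells made up 71.1% ± 7.11 and 75.2% ± 2.19 of the circulating cells and 52.5% ± 0.975 and 56.6% ± 7.50 of the lymph gland cells, a difference of 18.6 points (exact p = 5.10e-04, adjusted p = 0.00119). Under a stricter cell filter it was 9.84 points (exact p = 0.0520). CC-like cells were 8.63 points higher in circulation (exact p = 0.00306, adjusted p = 0.00535), at 12.5% ± 9.80 (109 cells) and 7.74% ± 6.53 (121 cells), with a wide spread from 1.21% to 18.6% between libraries. Of these cells, 51 formed a sub-cluster without a CC marker among its leading genes, which were ribosomal RNA pseudogenes, *Adh*, *Lsp1beta* and *Lsp1gamma* among others. It had a median of 1539 UMIs, 41.2% of its cells had a *PPO1* UMI, transferred labels named 48 of them PM-like, and 36 of its 41 cells of 120 h AEL came from library 3. Their place among the CC-like cells thus depended on the naming. Without them the difference was 6.40 points (exact permutation p = 0.00306), at 10.7% ± 8.35 (99 cells) and 5.11% ± 2.87 (80 cells). In the lymph gland the share of CC-like cells was 2.08% ± 0.258 and 0.905% ± 0.285. Another CC-like sub-cluster of 83 cells, 82 of them circulating, was also led by ribosomal RNA pseudogenes, followed by *PPO2* and *PPO1*. A *PPO1* UMI was found in 81.9% of its cells, but transferred labels named 47 PM-like and 35 CC-like. This sub-cluster was kept, so that the 6.40 points still depend on the naming of its cells.

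**Figure D4:**
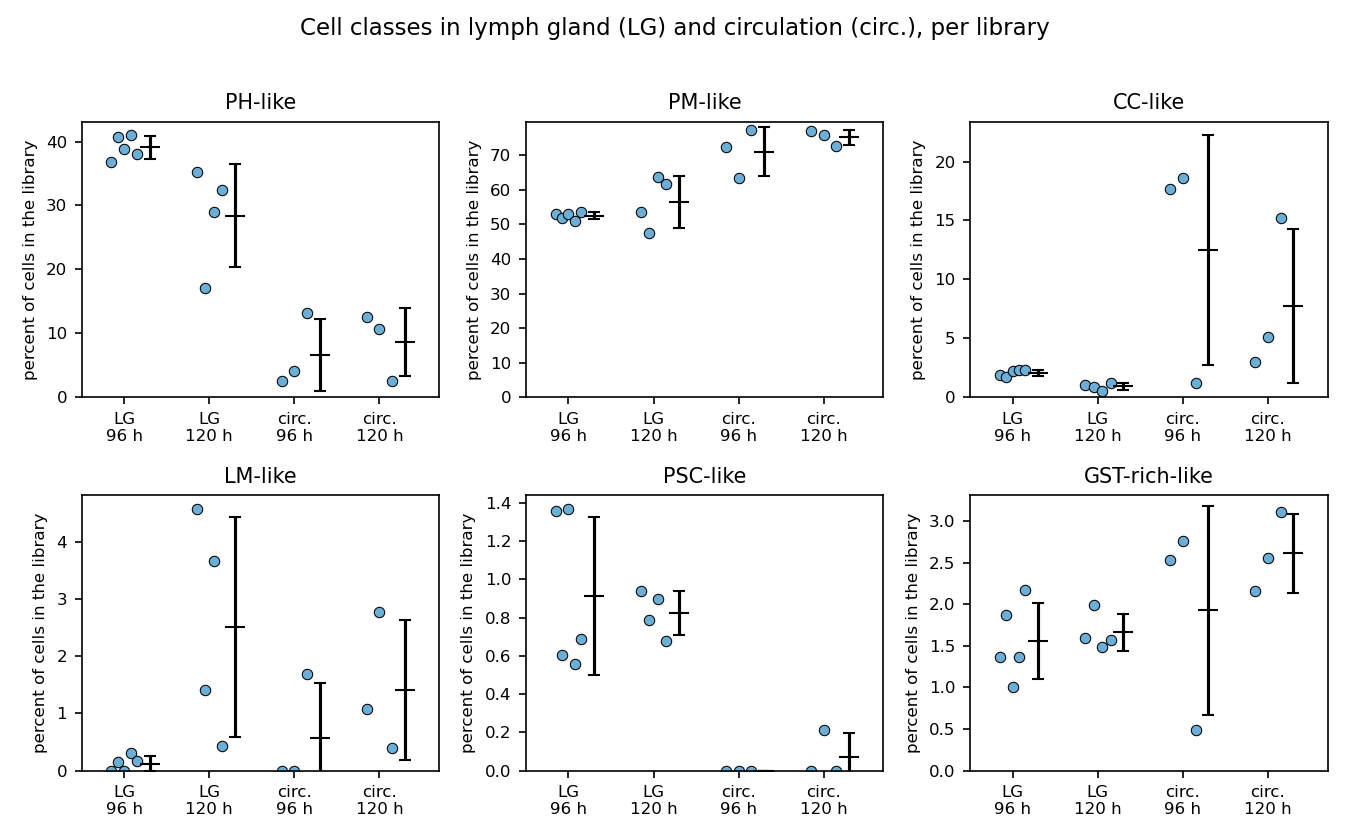
Percent of the cells of each library (points) in 6 classes in the lymph gland (LG) and in circulation (circ.) at 96 and 120 h AEL, with the mean and SD beside the points. PH-like cells are lower in every circulating library than in every lymph gland library of the same time point, and CC-like cells vary from 1.21% to 18.6% in circulation.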

We then transferred subcluster labels of lymph gland hemocytes to circulating hemocytes, and recognized three common cell types: prohemocytes, plasmatocytes, and crystal cells, all of which consisted of five subclusters in circulation (Fig. 8b; Supplementary Fig. 5b; Supplementary Data 8). 

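No PSC-like cell was found in circulation at 96 h AEL, and 1 was found at 120 h AEL. The 0 of 993 cells at 96 h AEL allows a share of up to 0.302% if cells are taken as independent draws. The difference from the lymph gland was −0.835 percentage points (exact two-sided permutation test, p = 5.10e-04, adjusted p = 0.00119). LM-like cells were found in both tissues in this clustering. They numbered 7 in circulation at 96 h AEL and 22 at 120 h AEL, or 0.565% ± 0.979 (SD, n = 3) and 1.41% ± 1.23 (SD, n = 3). The 7 cells all came from library 3 of 96 h AEL, which resembled the later time point, as given below. They are therefore not read as LM-like cells present in circulation at 96 h AEL. In the lymph gland LM-like cells took 0.120% ± 0.126 and 2.52% ± 1.92 (exact p = 0.641). Of the circulating LM-like cells, 16 lay in the LM2-like and 13 in the LM1-like sub-clusters. With transferred labels there were 1 and 15 circulating LM-like cells. No cluster met the criteria for adipohemocytes in either tissue. A sub-cluster of 79 GST-rich-like cells led by *Sirup*, *E23* and *CG12262*, genes that also led the adipohemocyte-like sub-cluster of the lymph gland, held 77 lymph gland cells of 120 h AEL, 1 of 96 h AEL and 1 circulating cell, of 120 h AEL. The adipohemocyte markers, in contrast, summed over all cells to 1570 ± 256 and 1478 ± 246 CPM in circulation (SD, n = 3 each) and to 1103 ± 548 CPM (SD, n = 4) in the lymph gland at 120 h AEL. GST-rich-like cells numbered 17 and 42 in circulation, at 1.92% ± 1.25 and 2.61% ± 0.477, 0.661 points above the lymph gland on average (exact p = 0.0679). With transferred labels they numbered 5 and 13 and the difference was −0.811 points (exact p = 0.00816), so that the direction depended on the naming.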

Lamellocytes, adipohemocytes, and the PSC are exclusively found in the lymph gland (Fig. 8b). Interestingly, 120 prohemocytes are identified in circulation, and 65 of them are labeled as PH1 with unique markers despite the absence of Notch and its downstream components (Fig. 8c; Supplementary Fig. 5b-c). 

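Transferred labels gave 43 PH-like cells in circulation at 96 h AEL and 72 at 120 h AEL. PH1-like cells in the joint clustering were rare, with 2 at 96 h AEL and none at 120 h AEL in circulation, against 23 and 18 in the lymph gland. The 0 of 1630 cells at 120 h AEL allows a share of up to 0.184% if cells are taken as independent draws. The mean share of PH1-like cells in circulation at 96 h AEL was 0.311% ± 0.350 (SD, n = 3 libraries). The difference between the tissues was within the spread of the libraries (exact two-sided permutation test, p = 0.394, adjusted p = 0.460). As genes of the Notch pathway were among the naming markers of PH1, cells with PH1 features that lack them could not be given this name here.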

A small number of PH4 is detected in circulation (*n* = 55) and displays subtle differences compared to the lymph gland (Supplementary Fig. 5c). Plasmatocytes in circulation share similarities only to PM1 of the lymph gland, implying the dominant plasticity of circulating PMs (Supplementary Fig. 5b-c). In addition, crystal cells in the lymph gland and in circulation are nearly identical except for a few genes (Supplementary Fig. 5c).

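Circulating PM-like cells lay in 6 clusters that also held PM-like cells of the lymph gland. In the libraries labelled 96 h AEL, 124 of them lay in a cluster of 2597 cells led by *CG6910* and *CG9279* and 89 in a cluster led by *fax* and *Ama*, of which 122 and 89 came from a single library each, and in those labelled 120 h AEL 263 and 123 did, from 2 of 3 libraries each. Library 3 of 96 h AEL resembled the later time point, with a correlation of 0.855 with the lymph gland at 120 h AEL and of 0.809 with that at 96 h AEL, and library 3 of 120 h AEL the earlier one (0.784 and 0.841), so that these counts are not read as PM-like cells of this kind present in circulation at 96 h AEL. Lymph gland cells entered these clusters almost only at 120 h AEL, with 13 and 0 cells at 96 h AEL. Both clusters carry genes the paper gives for PM3 and PM4. Transferred labels put 85.0% ± 2.63 (SD, n = 3 libraries) and 85.9% ± 5.85 (SD, n = 3) of the circulating cells among the PM-like cells. Within the PM-like class, 3770 of 7110 genes differed between circulation and lymph gland in edgeR's quasi-likelihood test with time point as a covariate (FDR < 0.05). The genes that the paper leaves out for their distance from bulk RNA sequencing were kept. In simulated counts 91.5% of changed genes were recovered, and 86% of those changed 2-fold.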

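Between the CC-like cells of circulation and lymph gland, 713 of 2212 genes differed in edgeR's quasi-likelihood test with time point as a covariate (FDR < 0.05), and 1091 did without the filter on low counts. Libraries with fewer than 10 CC-like cells were left out. The genes that the paper leaves out for their distance from bulk RNA sequencing were kept. Without the circulating sub-cluster of 51 cells that had no CC marker among its leading genes, 729 genes differed. The groups did not overlap for 194 genes, where chance gives 0.0999%. The largest rises in circulation were those of *up* (log2 fold change 6.63, SE 0.59, FDR 1.55e-07) and of a ribosomal RNA pseudogene, and *Rfabg*, a fat body gene, rose by 4.24 (SE 0.56, FDR 6.94e-06). Fat body transcripts were also found in 39.0% to 75.0% of the CC-like cells of each circulating library, and neither free RNA nor expression by these cells was excluded as their source. Of the genes lower in circulation, *hth* fell from 86.4 ± 38.4 to 12.5 ± 16.7 CPM (FDR 7.63e-05) and *CG2017* from 85.0 ± 46.6 to 11.1 ± 6.63 CPM (FDR 3.44e-05). The self-test recovered 80.0% of the genes changed in simulated counts, and 61% of those changed 2-fold.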

**Fig. 8:**
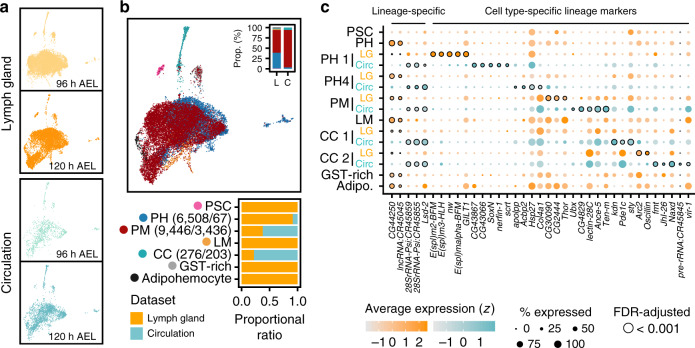
Transcriptome-wide comparisons between embryonic and larval lymph gland hemocytes in *Drosophila*. **a** Two-dimensional projections of hemocytes in the lymph gland (top) and circulation (bottom) at 96 and 120 h AEL. **b** Combined projection (top) and proportions of major cell types (bottom) in the lymph gland (yellow) and in circulation (cyan). Inset (top) shows the ratio of major cell types between the lymph gland (L) and in circulation (C). **c** Dot plot of marker genes highly enriched in a lineage-specific or cell type-specific manner. The colors show the origin of the datasets (yellow, lymph gland; cyan, circulation). Significant marker genes with FDR-adjusted *P* < 0.001 were outlined.

Next, we explored the collective signature gene expression of lymph gland and circulating hemocytes based on the relative expression levels. Besides the genes depicted due to uneven distribution of hemocytes from the two origins (Supplementary Fig. 5b), we identified lineage-enriched genes including *Ultrabithorax* (*Ubx*) (Fig. 8c; Supplementary Fig. 5a, c). 

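*Ubx* was too low for a test across genes, with 7 UMIs in the circulating and 10 in the lymph gland PM-like cells. The share of PM-like cells with a *Ubx* UMI was 0.208% ± 0.361 (SD, n = 3 libraries) in circulation at 96 h AEL and 0.441% ± 0.599 (SD, n = 3) at 120 h AEL, against 0.0168% ± 0.0375 (SD, n = 5) and 0.0816% ± 0.0968 (SD, n = 4) in the lymph gland. The difference of 0.276 percentage points had an exact two-sided permutation p of 0.0964. With each cell thinned to 2000 UMIs, it was 0.0799 points (exact p = 0.161), after 90 circulating and 919 lymph gland cells under this depth were left out. Before thinning, the circulating value at 96 h AEL came from library 3 alone, which resembled the later time point. With the time labels of circulation libraries 3 exchanged, the circulating shares were 0 at 96 h AEL and 0.650% ± 0.462 (SD, n = 3) at 120 h AEL. Of the 6 circulating libraries 3 had a UMI, as had 4 of the 9 lymph gland libraries, so that a difference was not detectable at this depth. The paper's staining of Ubx protein was not analysed here.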

When each subcluster was individually compared, circulating plasmatocytes display *Ubx* expression (Supplementary Fig. 5c-e). 

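Of 7 genes compared between the CC-like cells of both tissues, *CAH2* was higher in circulation, at 184 ± 57.3 against 69.5 ± 34.4 CPM (log2 fold change 1.45, SE 0.30, FDR 1.11e-03 in edgeR's quasi-likelihood test). *Pde1c* was at 1040 ± 295 against 652 ± 255 CPM (log2 fold change 0.72, SE 0.27, FDR 0.0468), which was no longer past 0.05 in 12 of 14 fits without 1 library. *CG10424*, the symbol under which *Naxd* is listed, was at 161 ± 63.9 and 165 ± 71.2 CPM (log2 fold change 0.09, SE 0.27, FDR 0.836). *Arc2*, *Oscillin*, *aay* and *fbp* were higher in the lymph gland, with log2 fold changes of −1.74, −3.02, −2.26 and −1.96 and FDRs between 4.16e-05 and 0.0214. *aay* was also among the markers that named the class. *Oscillin* had an SD of 763 CPM over the lymph gland libraries, which was above its mean there.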

Similar differences are observed in crystal cells: *Pde1c*, *CAH2*, and *Naxd* are higher in circulating crystal cells whereas *Arc2*, *Oscillin*, *aay*, and *fbp* are significantly higher in crystal cells from the lymph gland (Supplementary Fig. 5c). Taken together, hemocytes generated from the two independent lineages appear to be predominantly similar. At the same time, there are sufficiently distinctive variances in the levels of lineage-biased gene expressions by which we can distinguish their ancestries.

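The genes that the paper lists as higher in 1 tissue (Supplementary Data 8) were tested in the PM-like and CC-like cells analysed here. Of the plasmatocyte genes, 11 of 12 tested were also higher in the lymph gland and 30 of 32 higher in circulation at an FDR < 0.05. In CC-like cells, which were not divided further, 4 of 4 and 16 of 16 genes tested from the lists for CC1 and 4 of 4 and 16 of 20 from those for CC2 were higher in the stated tissue, while *Naxd*, listed as *CG10424*, was among the 4 not called and 3 of the 23 genes listed for CC2 in circulation were not tested. No listed gene differed in the opposite direction. The study chose these lists partly on the same libraries, so that the tallies are not independent evidence. From shared cell types on one side and lineage-enriched genes such as *Ubx* on the other, the paper describes hemocytes of both lineages as appearing similar for the most part, with differences in gene expression that allow their ancestry to be told.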

## Discussion

In this study, we report a comprehensive single-cell transcriptome analysis of 29,490 developing and immune-responsive myeloid-like hemocytes in *Drosophila* lymph glands. Our analysis provides insights into: (1) the development of hemocytes at the single-cell level, (2) the expression of hemocyte subpopulations including hematopoietic stem-like cells and adipohemocytes, (3) the differentiation mechanisms of myeloid-like hemocytes upon active immunity, and (4) similarities and differences between hemocytes derived from two distinct hematopoietic ancestries: embryo and larva. This study describes myeloid-like cells in *Drosophila* and their developmental trajectories at a single-cell level.

In this study, we used Drop-seq to build libraries from dissociated cells of the lymph gland. Given that hemocytes are highly susceptible to multiple stresses, we suspect that cell dissociation process might stress the lymph gland hemocytes. This is apparent in the unexpectedly high number of lamellocytes detected in the scRNA-seq (Fig. 1c). Generally, wild-type lymph glands rarely produce lamellocytes^1^. These lamellocytes plausibly differentiated following dissociation-induced stress response^42^. Alternatively, the number under normal condition may be undervalued due to the lack of markers to identify early lamellocytes. Another possibility is that lamellocytes, that are usually larger than other hemocytes, are better captured than other hemocytes in the Drop-seq. Nonetheless, to reduce the stress-induced bias, we introduced additional measures in our analyses, including the comparison of the single-cell transcriptome with bulk RNA-seq (see “Methods” section). As a result, our scRNA-seq datasets faithfully display single-cell transcriptomes of all known cell types, as well as two other previously undescribed cell types. GST-rich cells, enriched with ROS-responsive and DNA damage genes, emerge during prohemocyte development. Considering that genes enriched in GST-rich cells are also evident in the lymph gland bulk RNA-seq and GST-rich-specific marker genes are detected in wild-type lymph glands, this population cannot be considered a consequence of stressed hemocytes. Rather, this subtype may represent a state that prohemocytes experience during development, or may play an active role in ROS-mediated or GABA-mediated stress responses^43,44^. Adipohemocytes, on the other hand, share hallmarks of both mature plasmatocytes and lipid metabolism, appearing only at 120 h AEL of the lymph gland. Macrophages in vertebrates readily take up lipids and lipoproteins, and accumulation of lipid-containing macrophages, called foam cells, is highlighted in various pathological conditions^45^. In *Drosophila*, the presence of lipid-containing hemocytes has not been reported. Given our results, and that adipohemocytes are frequently observed in insects, including *Aedes aegypti*^30,31^, it is possible that flies also conserve metabolism-oriented hemocytes to coordinate immunity and metabolism.

Prohemocytes have been widely considered to represent a uniform cell population based on the expression of marker genes, *domeless* or *Tep4*. However, recent studies have suggested their heterogeneity based on uneven expressions of cell cycle markers or bifurcated col expressions^46,47^. In support of these studies, our unbiased subclustering of primary clusters identified different statuses of prohemocytes. First, prohemocytes differ in the expression of cell cycle regulators, implying an asynchrony of prohemocyte development and their states. This observation also accounts for the stochastic cell cycle patterns visualized with the UAS-FUCCI system^46^. Second, we observed dynamic expression patterns of development-related or DNA replication-related and proliferation-related genes in early or late prohemocytes, respectively. In addition, the 120 h AEL-specific PH6 denotes unique pathways including steroid biosynthesis-related genes. Lastly, the presence of prohemocytes with more differentiated states is also indicative of their dynamics. Although the presence of the intermediate zone has been recognized^17,43^, the biological significance of various intermediary states and the previously undescribed functions of endogenous genes including *Nplp2* in these subclusters require further investigations.

As the most naïve subcluster identified in this study, PH1, demarcates a group of cells that has not been annotated by previous markers such as *Tep4*, *Antp* or *col*. Discovery of the hidden cell population–PH1, will shed light on understanding the hierarchy of prohemocyte differentiation and enhance the relevance of the lymph gland as a hematopoietic model. Roles for *Notch*, *Stat92E*, or *scalloped* in the earliest state of prohemocytes have been previously suggested by recent studies^18,48–50^. Moreover, clonal analyses have shown that cells adjacent to the PSC generate the largest population in the lymph gland^51^. These studies are consistent with our hypothesis that Notch/Delta and JAK/STAT^+^ cells nearby the PSC sustain latent capacities to produce the entire lymph gland hemocytes. Since our analyses focus on the second to the third instar lymph gland, it will be important to further delineate an ancestor of PH1 and understand its developmental association with Notch^+^ cells described in the first-instar lymph gland^49^.

Comparative analyses on wild-type and wasp-infested lymph glands revealed that wasp infestation exerts a biased differentiation of hemocytes to the lamellocyte lineage. By 24 h PI, lymph glands physically remain in place; yet, cells within lymph glands undergo a dynamic differentiation towards early lamellocytes. Interestingly, iPH1 and iPH2 significantly reduce their numbers at 24 h PI while amplifying iGST-rich, iPH4, iLM1, and iLM2. The depletion of early prohemocytes and augmentation of the following subclusters could be tightly associated with the PSC considering its role in the PH1 maintenance. An expansion of iPH4 provides a designated pool for the iLMs and could be critical to sufficiently meeting the high demand for immune cells upon wasp parasitism similar to the circulation^52^. In addition to iPH4 committed to lamellocyte differentiation, *NimC1*^+^ PM1 transdifferentiates into lamellocytes, revealing two independent routes for lamellocyte differentiation. Unlike other hemocytes, the iPSC remains stationary in its number and transcriptome profile. Hence, PSC may likely function through a post-transcriptional modification in controlling the immune response^20,24,50,53^.

## Methods

### *Drosophila* stocks and genetics

The following *Drosophila* stocks were used in this study: *dome*^*Meso*^*-EBFP2* (U.Banerjee)^36^, *HmlΔ-gal4* (S.Sinenko)^54^, *dome*^*Meso*^*-gal4* (M.Zeidler)^55^, *Tep4-gal4* (NIG, Japan)^56^, *Nplp2-gal4* (KDRC, South Korea)^39^, *pCol85-gal4* (M.Crozatier)^18^, *Delta-gal4* (BL45136), *Antp-gal4* (U.Banerjee)^19^, *Stat92E::edGFP* (N.Perrimon)^57^, *HmlΔ-DsRed* (K.Brueckner)^58^, *vir-1*^*MiMiC*^ (BL34135), *Ance*^*MiMiC*^ (BL59828), *UAS-Hid, Rpr* (Nambu JR)^59^, *UAS-GTRACE* (C.Evans)^60^, *nSyb-gal4* (BL51635), *Ilp6-gal4* (A.Brand)^61^, *tau*^*MiMiC*^ *(BL37602)*, *mthl7-gal4* (generated in this study), *chrb*^*MiMiC*^ (BL53813), *Men-gal4 (*NIG, 113708*)*, *Numb::GFP* (F.Schweisguth)^62^, *UAS-EGFP* (BL5428), *UAS-mCD8GFP* (BL5137), *Ubx RNAi* (VDRC 37823), *lz-gal4*^*DBD*^*; Pxn-gal4*^*AD*^ and *dome-LexA* (generated in this study), *LexAoP-mRFP-nls* (BL29956), *upd3 RNAi* (VDRC106869), *upd2Δupd3Δ* (BL55729), *upd3Δ* (BL55728), and *UAS-FUCCI* (BL55111)^63^ and stocks examined are listed in Supplementary Data 3–4.

Fly stocks used in this study were maintained at 25 °C. *Oregon R* was used for the scRNA-seq as a wild type. Unless indicated, crossed flies were maintained at 25 °C with dextrose-cornmeal based normal food.

To synchronize larval stages, one hundred adult flies were kept on grape-juice agar plate for two hours. Hatched larvae were discarded at 23 h after egg laying (AEL), and those at 24 h AEL were collected and reared on normal corn-meal yeast media. To screen the gal4 lines in this study, we crossed each gal4 strain with *UAS-GTRACE* and identified those expressed in the lymph gland. To avoid stress conditions generated by crowding, we reared less than 50 larvae in one vial.

### Generation of fly stocks

To generate gal4 fly lines, fly genomic DNA was amplified by primers indicated in Supplementary Data 3. Amplified genomic regions were ligated into *pAGal4* + (KDRC) or TOPO-TA vector (Invitrogen; K250020) for Gateway cloning. *pBPnlsLexAp65Uw* (Addgene 26230), *pBPZpGAL4DBDUw* (Addgene; 26233) or *pBPp65ADZpUw* (Addgene; 26234) was used as destination vector. Transgenic flies were generated by KDRC, South Korea.

### Dissociation of lymph glands into single cells

One hundred to one hundred and fifty lymph glands were dissected at 72, 96, or 120 h AEL, respectively, in Schneider’s medium (Gibco, 21720024). Dorsal vessel, ring gland and posterior lobes were detached from the primary lobe of the lymph gland; only the primary lobes of the lymph glands were used in this study. Primary lobes were kept in 200 μl ice-cooled Schneider’s medium during dissection. After, centrifugation at 3000 rpm and 4 °C for 5 min was done. Supernatant was discarded and 300 μl of room temperature Schneider’s medium was added to the lymph gland primary lobes. 300 μl of Papain (Worthington, LK003178) pre-heated to 37 °C, and 4.1 μl of Liberase TM (Roche, 5401119001) were added and gently mixed. Samples were incubated for 20 min with gentle agitation. At 5-min, 10-min, and 15-min timepoints of incubation, samples were mixed using 200p pipette. Enzymes were inactivated with 100 μl of ice-cooled Schneider’s medium, and samples were kept on ice. Suspended cells were passed through a 40 μm cell strainer (Corning, 352340). Afterwards, centrifugation at 3000 rpm and 4 °C for 5 min was done. The supernatant was discarded, and 1× filtered sterile PBS was added to cells. The final concentration of cells was fixed to 300 cells per 1 μl for a total of 600 μl.

### Bulk RNA-seq of the lymph gland

Procedures prior to the Papain treatment were performed to collect intact lymph glands at 72, 96, and 120 h AEL. Instead of Papain solution, TRIzol (MRC, TR118) was added to 100–150 lymph glands and RNA extraction was performed. More than 1 μg of RNA was prepared for each experiment. A cDNA library was constructed by 5′ and 3′ adapter ligation and loaded into a flow cell where fragments are captured into library adapters. Each fragment was then amplified through bridge amplification. After cluster generation was completed, templates were sequenced by Illumina TruSeq. A single RNA-seq library was prepared from each developmental stage.

### Drop-seq and scRNA-seq

All the Drop-seq and cDNA synthesis methods followed a previous study^27^. The concentration of beads was fixed to 300 beads per 1 μl. Around 10 min Drop-seq run was performed for each experiment. After cDNA synthesis, scRNA-seq was performed using Illumina NextSeq.

### Preprocessing and mapping of scRNA-seq data

Raw scRNA-seq data were generated in paired-end reads following single-cell capture using Drop-seq: one end included a barcode and unique molecular identifier (UMI) sequences in 20 nucleotides (12 and 8 nts, respectively), and the other end, cDNA in 50 nts. The preprocessing and mapping of scRNA-seq data produced in this study followed the Drop-seq Core Computational Protocol version 1.2 (January 2016) and corresponding Drop-seq tools version 1.13 (December 2017) provided by the McCarroll Lab (http://mccarrolllab.org/dropseq/).

First, the reference genome (Fasta, BDGP 6.02) and transcriptome annotations (gtf, September 2014) required for the processing were downloaded from the Ensembl website (http://asia.ensembl.org/). Additional dictionary and refFlat files were generated using *picard* (*CreateSequenceDictionary*) and *ConvertToRefFlat* provided in the Drop-seq tools package, respectively. These reference data were prepared with the same prefix and stored in a single directory for later use. Simplified command lines are as follows:

Generation of a dictionary file:

*java -jar*<*path to Drop-seq tools picard*>*/picard.jar CreateSequenceDictionary R*=<*genome fasta*> *O*=<*output dictionary*>

Generation of a refFlat file:

*<path to Drop-seq tools*>*/ConvertToRefFlat \*

*ANNOTATIONS_FILE*=<*gft annotation*> *\*

*SEQUENCE_DICTIONARY*=<*dictionary file*> *O*=<*output refFlat*>

Once all the reference data was prepared, paired-end fastq files were converted to the bam format using *picard FastqToSam*.

*java -jar *<*path to Drop-seq tools picard*>*/picard.jar FastqToSam \*

*F1*=<*fastq 1*> *F2*=<*fastq 2*> *O*=<*output bam*> *SM*=<*library number*>

The unaligned bam files were subjected to the *Drop-seq_alignment.sh* script for alignment to genome. This shell script is a single pipeline that executes detection of barcode and UMI sequences, filtration and trimming of low-quality bases and adaptors or poly-A tails, and alignment of reads using *STAR* (2.5.3a).

*<path to Drop-seq tools*>*/Drop-seq_alignment.sh \*

*-g *<*path to STAR index*> *-r *<*genome fasta*> *-n *<*# of cells expected*> *\*

*-d *<*path to Drop-seq tools*> *-s *<*path to STAR*> *\*

*-o*<*path to output*> *-t*<*path to temporary output*> *-p*<*unaligned bam file*>

### Selection of cells by the total mapped reads

To extract the number of cells having proper read counts, the aligned bam files generated from the previous section were summarized using *BAMTagHistogram* in the Drop-seq tools package. This program extracts the number of aligned reads per cell barcode which is subsequently used to plot the cumulative distribution of reads.

*<path to Drop-seq tools*> */ BAMTagHistogram I*=<*aligned bam*> *O*=<*output file*> *TAG*=*XC*

Cumulative read distribution plots were then explored, and the number of cells were inferred where a sharp decrease (referred as ‘knee’ by the author’s documentation) in a slope occurs. The inferred cell number was determined as a minimal threshold number of aligned reads per cell for cell selection. To summarize, a minimum of 30,000 reads per cell for 72 h AEL library 6, 15,000 per cell for 72 h AEL library 3, 10,000 per cell for 72 h AEL libraries 1, 2, and 4; 5000 per cell for 96 h AEL libraries 1, 3, 5, all 120 h AEL libraries, and infested 96 h AEL libraries 1, 2, and 4; 4000 per cell for infested 96 h AEL 2, 3000 per cell for 96 h AEL library 4 and infested 96 h AEL library 3; 2000 per cell for 92 h AEL library 2 were chosen as thresholds. *DigitalExpression* provides UMI count matrix (selected cells by genes) using a mapped bam file and the minimum number of reads per cell as following.

*<path to Drop-seq tools*>*/DigitalExpression \*

*I*=<*aligned bam*> *MIN_NUM_READS_PER_CELL*=<*read count threshold*> *\*

*O*=<*output read count matrix*> *SUMMARY*=<*output summary*>

The resulting output per library is written into a file with a name where a corresponding library number was added as a suffix to each barcode sequence with an AEL timepoint (e.g., barcode-72-1 or barcode-96-2) to avoid collision of barcode sequences between libraries. The number of expressed genes between libraries or sampling timepoints may vary because each library would have a different number of captured cells, different cell types, or uneven sequencing depth. In total, at least 13,612, 13,523, 14,277, and 13,658 genes, and 2505, 10,027, 11,702, and 10,939 cells were detected in one library at 72, 96, 120, or infested 96 h AEL, respectively. So, we used a union set of genes (15,540 genes) to merge three normal lymph gland datasets.

### scRNA-seq data analysis using Seurat 3.0

Seurat is a universal software for scRNA-seq analyses including preprocessing, cell clustering, and dimension reductions. The current version (v3.0) of Seurat features dimension reduction using UMAP, integration of datasets produced with different modalities or conditions, and transfer of cell labels between datasets^28^. Detailed analyses steps are explained on the Seurat website (https://satijalab.org/seurat/), so we only describe the schematic workflow used in this study.

First, each library was filtered for low-quality cells, separately, by setting thresholds for UMI and gene counts. We used 5000 genes as an upper threshold and 400 genes as a lower threshold for normal lymph gland libraries and infested lymph gland library 1 and 2, and 200 genes as a lower threshold for other infested lymph gland libraries. Then we also filtered cells having UMI counts higher than two standard deviations from the mean UMI count to exclude multiplets. After filtration, 2399, 9496, 11,081, and 10,461 cells remained for 72, 96, 120, and infested 96 h AEL, respectively. All libraries in each sampling timepoint (h AEL) were then merged and normalized, and cells expressing mitochondrial genes higher than 10% of total UMI count were removed (2322, 9411, 10,976, and 10,179 cells remained). After high mitochondrial cells were excluded, multiplets were inferred using Scrublet^64^, which simulates artificial doublets using given expression matrix to predict multiplet artifacts. One, 11, and 52 cells were further filtered out from 72, 96, and 120 h AEL lymph glands, respectively. However, no cells were detected from the infested dataset. As a result, 2321 (72 h AEL), 9400 (96 h AEL), 10,924 (120 h AEL), and 10,179 cells (infested 96 h AEL) were subjected to downstream analyses.

Next, for the integration of cells from normal lymph glands at three timepoints (normal lymph gland integration), cells were aligned using *FindIntegrationAnchors()* and *IntegrateData()* with default parameters, respectively. UMI counts were normalized, log-transformed, and scaled to properly integrate datasets, and 52 principle components (PCs) were used to explain the variability of the scaled UMI counts across cells. *t*-distributed stochastic neighbor embedding (*t-*SNE)^65^ and UMAP plots were then generated using the selected numbers of PCs. Clustering was performed with resolution of 0.8 to get 19 clusters. Then again, clusters were aggregated to get broad cell types based on expression of known marker genes (Supplementary Fig. 1f). In summary, six and seven clusters were merged as collective PH and PM, respectively, to define the following six major cell types: PSC, LM, CC, DV, GST-rich, and adipohemocyte.

When the integrated normal lymph gland dataset was examined, we found that subclusters of PH and PM cells solely originated from 120 h AEL (Fig. 1d and Supplementary Fig. 1i). Thus, we analyzed our dataset using a different batch normalization method to test whether this trend is independent of our analysis strategy. For this, we corrected the sequencing library variable using *ScaleData* function along with the UMI count. We then selected the number of PCs to use (50 PCs) and performed t-SNE and UMAP analyses again. Similarly, a number of cells from 120 h AEL were separated from others while cell types, such as PSC, LM, or CC were mixed together (Supplementary Fig. 1j). An R package, *rgl*, was used for all 3-dimensional plots presented in this study.

### Pseudo-bulk RNA-seq trajectory analysis

Normal lymph gland scRNA-seq libraries were examined to see whether they could be aligned in a single trajectory line as actual development timepoints. As we produced at least four sequencing libraries for each timepoint from independent sample preparations and sequencing, we performed trajectory analysis in pseudo-bulk RNA-seq samples, pooling all cells from each library. For this, valid cell barcodes identified in the previous analysis were collected and their UMI count matrices were retrieved. All UMI count values were then aggregated by genes to generate pseudo-bulk RNA-seq data. We applied Monocle 2^66^ (http://cole-trapnell-lab.github.io/monocle-release/) for this trajectory analysis using 2758 highly variable genes or top 500 most differentially expressed (DE) genes out of 7596 genes (expressing more than one UMI in at least three cells) with default parameters. The highly variable genes were selected with criteria of *dispersion_empirical*>=1 * dispersion_fit & *mean_expression*>*=1*. In both analyses, the results were similar, so the trajectory using variable genes was presented (Supplementary Fig. 1e).

### Initial subclustering analysis

To exclude comtaminated cells, doublet-like cells in subclusters, and unintended cells that originate from only a single library, each of eight major cell types was subclustered separately using Seurat (Initial subclustering). For this, (1) cells designated to each cell type were retrieved from the integrated Seurat object, (2) their UMI counts were scaled and normalized for sequencing library and total UMI counts, and (3) the number of PCs were determined for dimension reduction and clustering analysis. With this procedure, we found that initial subclusters: 13 subclusters for PH (*res* = 0.8), 14 for PM (*res* = 0.9), two for LM (*res* = 0.3), three for CC (*res* = 0.1), and another three for adipohemocytes (*res* = 0.3) were detected. Other cell types (PSC, GST-rich, and DV) were not further clustered. Next, subclusters mainly originating from a single library (more than half) were removed from the datasets because they may have resulted from experimental artefacts. Two subclusters each for PH and adipohemocyte, three and one subclusters were excluded from PM, and CC, correspondingly (Supplementary Fig. 2b).

When the results were examined using known marker genes, one PM subcluster (PM11) that displayed a high level of ring gland marker gene, *phm*, was excluded from subsequent analyses. Particularly, of 11 remaining PH subclusters, one PH subcluster (PH1) displayed a high level of genes related to the Notch signaling pathway. We thus sought to investigate these PH1 and PH2 subclusters in more detail, along with PSC cells which are known to maintain early prohemocytes in lymph glands. For this, we reclustered PH1, PH2, and PSC cells together, and found 6 subclusters. However, one of these subclusters appeared to be neuronal cells as they expressed specific neuronal markers, such as *nSyb* or *Syt1* (Supplementary Fig. 2f). On the other hand, three PSC subclusters were detected but merged because they all shared the same signature genes (Fig. 4e). In addition, PH cells—annotated as PSC and 3 PSC cells—that comingled with PH1 or 2 in the subclustering analysis were removed, as their identities were inconsistent.

### Optimal subclustering analysis

We noticed a number of PH or PM subclusters in our initial subclustering result lacked distinctive signature genes and expressed high level of genes related to immune response. To mitigate hemocyte activation signals could be induced by library preparation and to merge similar subclusters, we excluded genes highly upregulated or downregulated in scRNA-seq data compared to bulk-RNA-seq (≥10-fold; 3103 and 1727 genes, respectively), and reclustered PH or PM cells without contaminating neurons or ring gland. In this time, we hypothesized that an optimal resolution value would result in the maximal number of DEGs between subclusters after similar subclusters (Pearson *r* ≥ 0.95) were merged to form a super-group. To test this, we ranged resolution values from 0.1 to 3.0, increasing by 0.1, to make clusters and transformed UMI count matrix to pseudo-bulk and calculated correlation matrix using 2000 variable genes. We next iteratively correlated and excluded the least correlated subcluster (Pearson *r* < 0.90) until a minimum correlation coefficient exceeds 0.9. Then we again iteratively correlated and aggregated two most correlated subclusters (Pearson *r* ≥ 0.95) into a single super-group until the maximum correlation coefficient is lower than 0.95. Using our strategy, we identified six prohemocyte and four plasmatocyte subclusters. PH1 and 2 remained almost same as the previous result, while others except for two 120 h AEL specific subclusters were merged into a pan-PH group PH4. Majority of PM subclusters were grouped into a pan-PM group PM1 except for three 120 h AEL specific PM subclusters.

In summary, we defined a total of 17 subgroups from the normal lymph gland dataset (Fig. 2 and Supplementary Fig. 2); 6 for PH, 4 for PM, two each for LM and CC, one each for PSC, GST-rich, and adipohemocyte, along with three non-hematopoietic cell types (DV, RG, and Neurons).

### Cell cycling scores

To calculate cell cycle scores, expression of cell cycle genes (*Cdk1*, *CycD*, and *CycE* for G1; *stg*, *CycA*, and *CycB* for G2; *polo*, *aurB*, and *Det* for M phase) were averaged for each cell. Then, cells expressing less than a third quartile (<0.784) of cell cycle scores (G1 + G2 + M) were filtered out and remaining cells were assigned to their original subclusters. We next constrained subclusters having cells more than 25% of their original population size to visualize only highly proliferative subclusters (Fig. 2c).

### Trajectory analysis using monocle 3

To reconstruct lymph gland hematopoiesis in *Drosophila*, hematopoietic cells in the blood lineage were collected after filtering the PSC, DV, RG, and neuron subclusters (*n* = 19,143; Supplementary Table 4). We then followed the Monocle 3^37^ analysis pipeline described in the website documentation (https://cole-trapnell-lab.github.io/monocle3/) using custom parameters predetermined from repetitive analyses. We normalized the dataset by log-transformation and size factor correction, following three covariates, sequencing library, UMI count, and mitochondrial gene contents (the proportion of mitochondrial genes in transcriptome), and scaled using the *preprocess_cds()* function with 75 PCs. UMAP dimension reduction (*reduce_dimension*) was performed with custom parameters *umap.min_dist*=0.4 and *max_components*=3, and clustering resolution (*cluster_cells*) was set to 0.001 which assigned all cells into a single partition. After graph learning was performed (*learn_graph*), the cells were ordered using *order_cells()* to set a node embedded in the PH1 subcluster as a start point. All the trajectory graphs were visualized using the *plot_cells()* function with or without a trajectory graph.

Monocle 3 offers several approaches for differential expression analyses using regression or graph-autocorrelation. In this study, we identified co-regulated genes along the pseudotime by graph-autocorrelation and modularized them. To detect co-regulated genes, the graph-autocorrelation function *graph_test()* was specified with a “principal_graph” parameter and significant genes were selected (*q* value < 0.05). Modularization was performed using *find_gene_modules()* with default parameters but only passing a list of resolution values from 10^−6^ to 0.1 for automatic parameter selection. A total of 51 gene modules were detected from the normal lymph gland trajectory, however, three modules were excluded in that they were unable to be characterized by the enrichment analysis with biological process gene ontology terms or KEGG pathways using g:Profiler (https://biit.cs.ut.ee/gprofiler/gost).

The trajectory analysis of infested lymph gland (Fig. 7) followed a similar pipeline as that of normal lymph gland with slightly different parameters. The dataset was normalized and corrected for covariates, sequencing library, UMI count, and mitochondrial gene contents in the same manner, though using 50 PCs. We then used 0.5 for the minimum distance in UMAP and 0.005 for the clustering resolution. Gene modules were also explored using a complete dataset and the result generally agreed with the previous gene modules using normal lymph glands. So, we focused on the LM trajectory in the analysis. To collect LM trajectory we cropped cells in 2-dimensional UMAP graph (1,058 cells satisfying *UMAP 3* > 8 * *UMAP 1* + 16). One GST-rich cell was discarded in the analysis. Modularization of co-regulated genes was performed as previously described using these cells.

### Investigation of transcription factor activity using SCENIC

To predict transcription factor regulatory networks in developing lymph glands, we performed SCENIC^32^ analyses on the (1) normal lymph gland dataset excluding non-hematopoietic cells (*n* = 19,332) and (2) early PH subclusters with PSC (PH1, PH2, and PSC; *n* = 78, 81, and 189, respectively). We followed the general SCENIC workflow from gene filtration to binarization of transcription factor (TF) activity described by the authors (https://www.aertslab.org/#scenic), using a provided cisTarget reference based on *Drosophila melanogaster* release 6.02. For the latter analysis, we filtered genes using the following two criteria: (1) genes expressed higher than a UMI count threshold of 3*(3% of total cell count; 31.32), and (2) genes expressed in at least 3% of total cells (10.44 cells). We retrieved 3844 genes from these steps and performed the analysis.

When we investigated the normal lymph gland dataset, however, predictions for several well known TFs in cell types with relatively small sizes, such as *lz* for CC (1.44% of the input dataset) or *Antp* for PSC (0.97% of the input dataset), were affected by the presence of other major cell types. For example, *lz* was an active TF of CC only when PSC, adipohemoctye and GST-rich cell types were excluded from the analysis. We reasoned that the relative population size may affect the predictive power, and signals of TFs active in small populations would be frequently ignored. To tackle this issue, we randomly sampled 42 cells (two thirds of the smallest subcluster—LM2, *n* = 63) from each of 28 hematopoietic subclusters, then collected active TFs using a SCENIC workflow with slightly different gene filtration parameters (we modified 2.5% of the total cell count to 1.0% of total cell count in both gene filtration criteria). We iteratively performed 100 independent trials measuring frequencies for TFs and collected 45 out of 177 TFs predicted active at least 25 times. Then we generated pseudo-bulk profiles for cell types in each timepoint by aggregating scaled gene expression values retrieved from the Seurat object. During the pseudo-bulk generation, LM, CC, GST-rich, and adipohemocyte from 72 h AEL (*n* = 2, 4, 14, and 1, respectively) and LM and adipohemocyte from 96 h AEL (*n* = 14 and 5, respectively) were filtered because the number of cells in these groups was less than 0.1% (~19 cells) of the complete lymph gland dataset. Using pseudo-bulk profiles, we produced a heatmap describing TF expression in cell types for each timepoint (Supplementary Fig. 1k) using the R package *pheatmap*.

### Comparative analysis between normal and wasp infested lymph glands

For the integration of infested lymph gland (24 h PI; 96 h AEL, *n* = 10,158) with normal dataset from 96 h AEL, those datasets were aligned using Seurat 3.0. functions, *FindIntegrationAnchors()* and *IntegrateData()*, then, cellular annotation was transferred using *FindTransferAnchors()* and *TransferData()* with default parameters. These recent achievements of Seurat enable users to analyze heterogeneous single-cell datasets minimizing unwanted technical effects and transfer cellular annotation from a reference dataset to others. Specifically, these approaches utilize canonical correlation analysis (CCA) to project datasets into same subspace, then define mutual nearest neighbors (MNNs; referred as ‘anchors’) between datasets to align cells or pass on information, such as cluster annotation or expression values. Again, UMI counts were normalized, log-transformed, and scaled to properly integrate datasets, and the number of PCs was determined (46 PCs). Subclustering labels defined in normal 96 h AEL lymph gland were transferred to infested lymph gland, and four minor subclusters were excluded because they were only found in the normal dataset; PH6 (*n* = 3), PM2 (*n* = 1), PM4 (*n* = 3), and adipohemocyte (*n* = 5). Three non-hematopoietic cell types (35 DV, 18 neurons, and 12 RG cells) were not considered in subsequent analysis.

### Comparative analysis between lymph gland and circulation

A UMI count matrix of 120 h AEL circulating hemocytes described in Tattikota et al. eLife, 2020^41^ was used. Given that the gene annotation version used in Tattikota et al.^41^ was different from ours, an FBgn to Annotation ID conversion table was downloaded from FlyBase (https://flybase.org; fbgn_annotation_ID_fb_2019_03.tsv) to match gene IDs. After filtration of non-hematopoietic cell types (DV and RG) from the lymph gland dataset, and circulating hemocytes expressing high mitochondrial genes (higher than 20%), 17,122 cells from 96 and 120 h AEL lymph glands (*n* = 9339 and 7783, respectively) were aligned with 3955 hemocytes from Tattikota *et al*. and additional 96 and 120 h AEL circulation datasets (*n* = 1277, 1006, and 1671, respectively) using *FindIntegrationAnchors()* and *IntegrateData()* in Seurat. Subclustering labels in lymph glands were transferred to the circulation datasets using *FindTransferAnchors()* and *TransferData()* with default parameters. Prior to the comparison of aligned cell types, a number of subclusters in circulation datasets were filtered because they were either (1) subclusters mainly originated from a single library (more than half) or (2) minor subclusters (less than 1% of total circulation cells). After filtration, 3397 cells with five subclusters remained for subsequent analysis (PH1 = 65, PH4 = 55, PM1 = 3084, CC1 = 89, and CC2 = 104). To compare gene expression between circulating and lymph gland hemocytes, each cell type or subcluster was independently analyzed for differentially expressed genes using Seurat. Genes highly upregulated or downregulated in scRNA-seq data compared to bulk-RNA-seq (≥10-fold; 3095 and 1726 genes, respectively) were excluded from the DEG results because these genes may reflect non-biological cellular responses induced during scRNA-seq preparation (upregulated genes enriched with cell response to various stimulus; downregulated genes enriched with metabolic processes). Then, gene expression values from each dataset were averaged and natural log-transformed and top 10 DEGs were marked for visualization (Supplementary Fig. 5).

### Wasp infestation

Larvae were infested at 72 h AEL with *Leptopilina boulardi* (G486). Wasps were removed after 8 h of co-culture and egg deposition was confirmed by direct observation of wasp eggs in the hemolymph during dissection. All infestation procedures were performed at 25 °C.

### Immunohistochemistry

Lymph glands were dissected and stained as previously described^16^. The following primary antibodies were used in this study: α-lz (DSHB, 1:10, Mouse), α-Antp (4C3, DSHB, 1:10, Mouse), α-Dl (C594.9B, DSHB, 1:10, Mouse), α-L1 (I.Ando, 1:100, Mouse)^67^, α-col (M.Crozatier, 1:400, Mouse)^24^, α-Ubx (FP3.38, DSHB, 1:10, Mouse), α-nc82 (DSHB, 1:10, Mouse), α-NimC1 (I.Ando, 1:100, Mouse)^67^, α-Pxn(1:2000, Rabbit)^68^, α-GFP (Sigma Aldrich; G6539; 1:2,000, Rabbit) and α-F-actin (ThermoFisher; A34055, 1:100). Cy3-conjugated, FITC-conjugated, or Alexa Fluor 647-conjugated secondary antibody (Jackson Laboratory; 115-165-166, 711-165-152, 115-095-062, 711-095-152, 715-605-151) was used for staining at a 1:250 ratio. All samples were kept in VectaShield (Vector Laboratory) and imaged by a Nikon C2 Si-plus confocal microscope.

For α-Delta staining, a pre-absorption step was essential to reduce background in the lymph gland. For the pre-absorption step, 1:10 diluted (with 2% sodium azide) α-Dl antibody was incubated together with 9 fixed larval cuticles overnight at 4 °C. Lymph glands were dissected in Schneider’s medium and cultured in Schneider’s medium with 10 mM EDTA for 30 min. Samples were incubated with 3.7% formaldehyde for 1 h for fixation at 25 °C. After fixation, lymph glands were washed 3 times in 0.1% Triton X-100 in 1xPBS and blocked in 1% BSA/0.1% Triton X in 1× PBS for 1 h. Lymph glands were incubated overnight at 4 °C with α-Dl antibody. Lymph glands were washed 3 times in 0.1% Triton X in 1× PBS and then incubated with α-mouse secondary antibody with 1% BSA/0.1% Triton X in 1× PBS for 3 h at room temperature. After washing 3 times with 0.1% Triton X in 1× PBS, samples were mounted in Vectashield (Vector Laboratory) with DAPI and imaged by a Nikon C2 Si-plus confocal microscope.

### Bleeding hemocytes

Larvae were vortexed with glass beads (Sigma G9268) for one minute before bleeding to detach sessile hemocytes^69^. Larvae were bled on a slide glass (Immuno-Cell Int.; 61.100.17) and hemocytes allowed to settle onto the slide at 4 °C for 40 min. Hemocytes were fixed with 3.7% formaldehyde and washed 3 times in 0.4% Triton X-100 in 1× PBS for 10 min and blocked in 1% BSA/0.4% TritonX in 1× PBS for 30 min. Primary antibody (α-Ubx; DSHB, 1:10) was added and samples incubated overnight at 4 °C. Hemocytes were washed 3 times in 0.4% Triton X in 1× PBS and then incubated with a secondary antibody with 1% BSA/0.4% Triton X in 1× PBS for 3 h at room temperature. After washing 3 times with 0.4% Triton X in 1× PBS, samples were kept in Vectashield (Vector Laboratory) with DAPI and imaged by a Nikon C2 Si-plus confocal microscope.

### BODIPY or NileRed staining

Ten to fifteen 120 h AEL larvae lymph glands were dissected in Schneider’s medium and incubated with BODIPY (ThermoFisher, D3922) or NileRed (ThermoFisher, N1142) for 30 min in room temperature. Lymph glands were fixed in 3.7% formaldehyde solution for 30 min and washed 3 times in 0.1% PBST (TritonX-100) for 5 min each. Lymph glands were treated with phalloidin (ThermoFisher, A34055, 1:100) after the wash step for an hour and again washed 3 times in 0.1% PBST (TritonX-100) for 5 min each. After the final wash, lymph glands were kept in VectaShield until mounting on a slide glass.

### Fluorescent in situ hybridization

Lymph glands were dissected in the Schneider’s medium less than 30 min and fixed in 4% formaldehyde solution for 30 min. Samples were washed with 0.3% PBST (Tween20) or hybridization solution. Probes were incubated for more than 24 h. An anti-*delta* probe was designed based on *delta* cDNA sequences (Forward primer: ATGTGCGAGGAGAAAGTGCT, Reverse primer: CGACTTGTCCCAGGTGTTTT). DIG-labeled probes were detected by α-DIG-biotin antibody (Jackson Immunoresearch; 200-062-156) and visualization was done using a SuperBoost^TM^ Kit (ThermoFisher; B40933). The sense probe was used as a negative control. Samples were kept in VectaShield until mounting on a slide glass.

### SABER-FISH method

All the procedures were done as described in the previous study^70^ except for a few modifications. Lymph glands were dissected in the Schneider’s medium less than 30 min and fixed in 4% formaldehyde solution for 30 min. After fixation, samples were washed with 0.3% PBST (Tween20) three times for 5 min. With the wash hybridization buffer (wHyb), samples were washed at least two times for 5 minutes and treated two different primary probes for 48 h at 43 °C. After probe hybridization, samples were washed with wHyb buffer or 2XSSCT buffer and samples were treated with imager probes. To amplify the signal, the HRP imager probe, instead of Cy3 imager probe, was used. For the HRP boost, SuperBoost^TM^ Kit (ThermoFisher; B40933) was used. Samples were kept in VectaShield until mounting on a slide glass. Probes used in this study were listed in Supplementary Table 7.

### Quantitation, statistics and reproducibility

All the experiments were analyzed from at least three independent experiments. Lymph gland images shown in Figures or Supplementary Figures indicate the most representative patterns. Stained or fluorescent cells were quantified and analyzed by IMARIS 8.3 software (Bitplane). Individual primary lobes were counted for this study. In vivo data was analyzed by the Mann–Whitney test after determining normality with the use of SPSS (version 24).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon reasonable request. The datasets generated in this study are available in following repositories. Raw scRNA-seq and bulk RNA-seq reads have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession codes: GSE141273 and GSE141274, respectively, linked to a superseries GSE141275. Processed datasets can be mined through a web-tool [http://big.hanyang.ac.kr/flyscrna] that allows users to explore genes and cell types of interest.

# Supplementary material for: Single-cell transcriptome maps of myeloid blood cell lineages in Drosophila
**Source:** Nat Commun. 2020 Sep 8;11:4483. doi: 10.1038/s41467-020-18135-y
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Single-cell transcriptome maps of myeloid blood cell lineages in *Drosophila***

Bumsik Cho<sup>1#</sup>, Sang-Ho Yoon<sup>1#</sup>, Daewon Lee<sup>1</sup>, Ferdinand Koranteng<sup>1</sup>, Sudhir Gopal Tattikota<sup>2</sup>, Nuri Cha<sup>1</sup>, Mingyu Shin<sup>1</sup>, Hobin Do<sup>1</sup>, Yanhui Hu<sup>2</sup>, Sue Young Oh<sup>3</sup>, Daehan Lee<sup>1</sup>, A. Vipin Menon<sup>1</sup>, Seok Jun Moon<sup>3</sup>, Norbert Perrimon<sup>2,4</sup>, Jin-Wu Nam<sup>1,5,6\*</sup> and Jiwon Shim<sup>1,5,6\*</sup>

#These authors contributed equally to the work

**Supplementary Figure**

**Supplementary Table**

**Supplementary Figure 1**

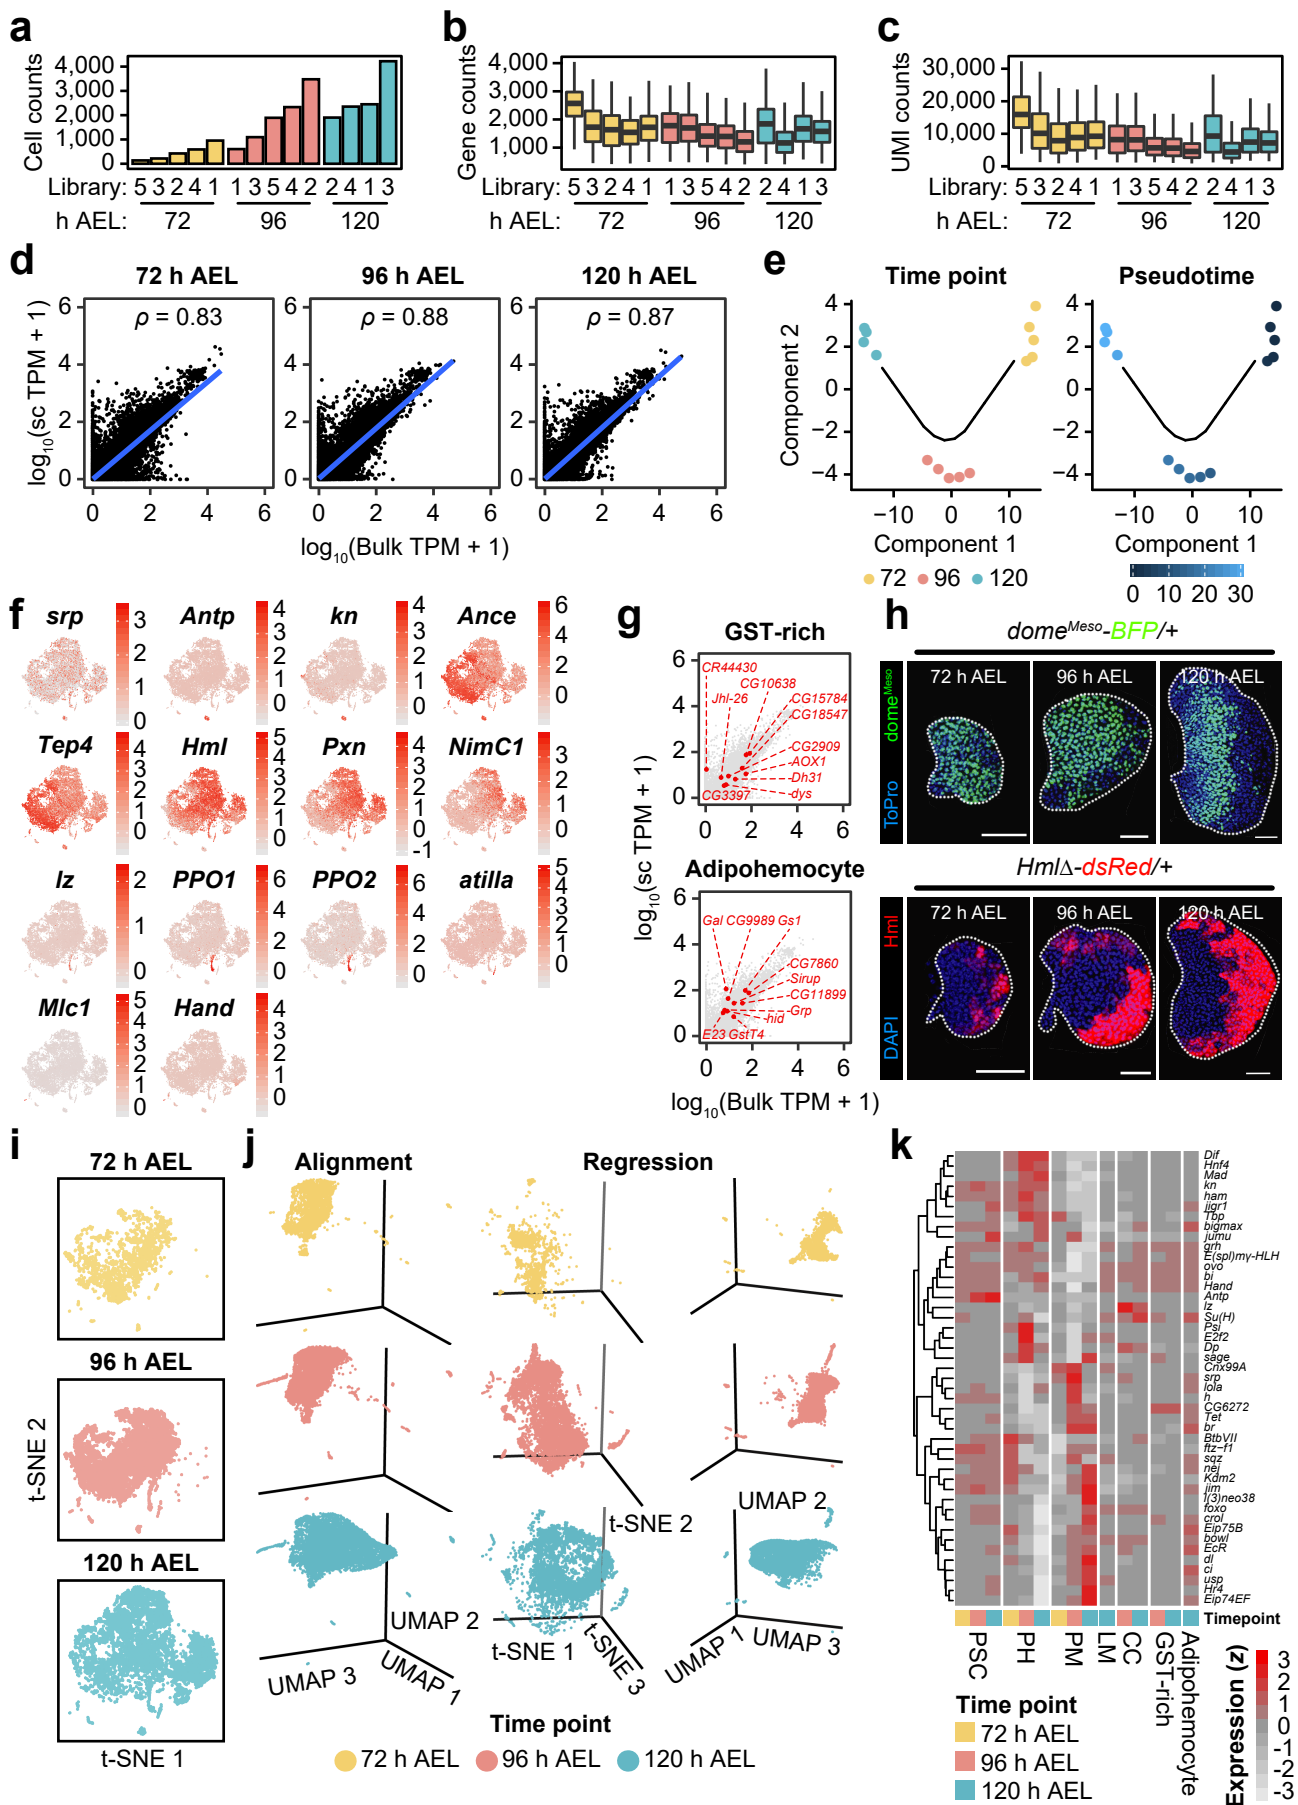

### Supplementary Fig 1. scRNA-seq of *Drosophila* lymph glands

**a.** Cell counts per each sequencing library are colored by sampling timepoints. Libraries are ordered by the number of cells (72 h, yellow; 96 h, pink; 120 h, blue). At 72 h AEL, prohemocytes establish the medullary zone, a subset of which initiates differentiation into mature hemocytes. The medullary zone and the cortical zone together with the intermediate zone in between the two are observed at 96 h AEL. The lymph gland prohemocytes continues to differentiate afterward and the cortical zone expands by 120 h AEL.

**b-c.** Box plots of gene (**b**) or UMI (**c**) counts per sequencing library colored by sampling timepoints (72 h, yellow; 96 h, pink; 120 h, blue). Libraries are ordered as in (**a**). For each boxplot, the center line represents the median. Upper and lower limits of each box represent the 75th and 25th percentiles, respectively. The whiskers represent the highest and the lowest data points still within size of  $1.5 \times$  inter-quartile range.

**d.** Spearman correlation analyses between pseudo-bulk scRNA-seq and matched bulk RNA-seq samples ( $\geq 1$  Transcripts Per Million (TPM); 8,724, 7,654, and 7,627 genes at 72, 96, and 120 h AEL, respectively). Expression values are transformed to the  $\log_{10}$  scale.

**e.** Trajectory analyses of pseudo-bulk scRNA-seq libraries using Monocle 2 colored by each timepoint (left; 72 h, yellow; 96 h, pink; 120 h, blue) or pseudotime (right) (72 h, yellow; 96 h, pink; 120 h, blue). Color bar indicates pseudotime.

**f.** Expressions of known marker genes in the major cell types. Color bar indicates the level of scaled gene expression.

**g.** Expressions of top 10 signature genes of GST-rich (top) or adipohemocyte (bottom) in pseudo-bulk scRNA-seq and matched bulk RNA-seq. Expression values from three timepoints in each dataset were averaged and transformed to the  $\log_{10}$  scale.

**h.** Expressions of *dome<sup>Meso</sup>*-positive prohemocytes (green, *dome<sup>Meso</sup>*; blue, DAPI) or *Hml*-positive plasmacytes (red, *Hml*; blue, DAPI) at 72, 96, or 120h after egg laying (AEL). White scale bar indicates 30 $\mu$ m. Lymph glands are demarcated by white dotted lines.

**i.** Separation of integrated *t*-SNE projection (related to Fig. 1c) of wild-type lymph glands by timepoints.

**j.** Three-dimensional UMAP projection of aligned hemocytes from the lymph gland (left). Three-dimensional *t*-SNE (middle) and UMAP (right) plots of lymph gland hemocytes normalized using regression.

**k.** Heatmap presentation of transcription factors in the lymph gland analyzed by SCENIC. Annotations at the bottom indicate timepoints and major cell types (72 h, yellow; 96 h, pink; 120 h, blue). Color bar indicates the level of scaled gene expression.

## Supplementary Figure 2

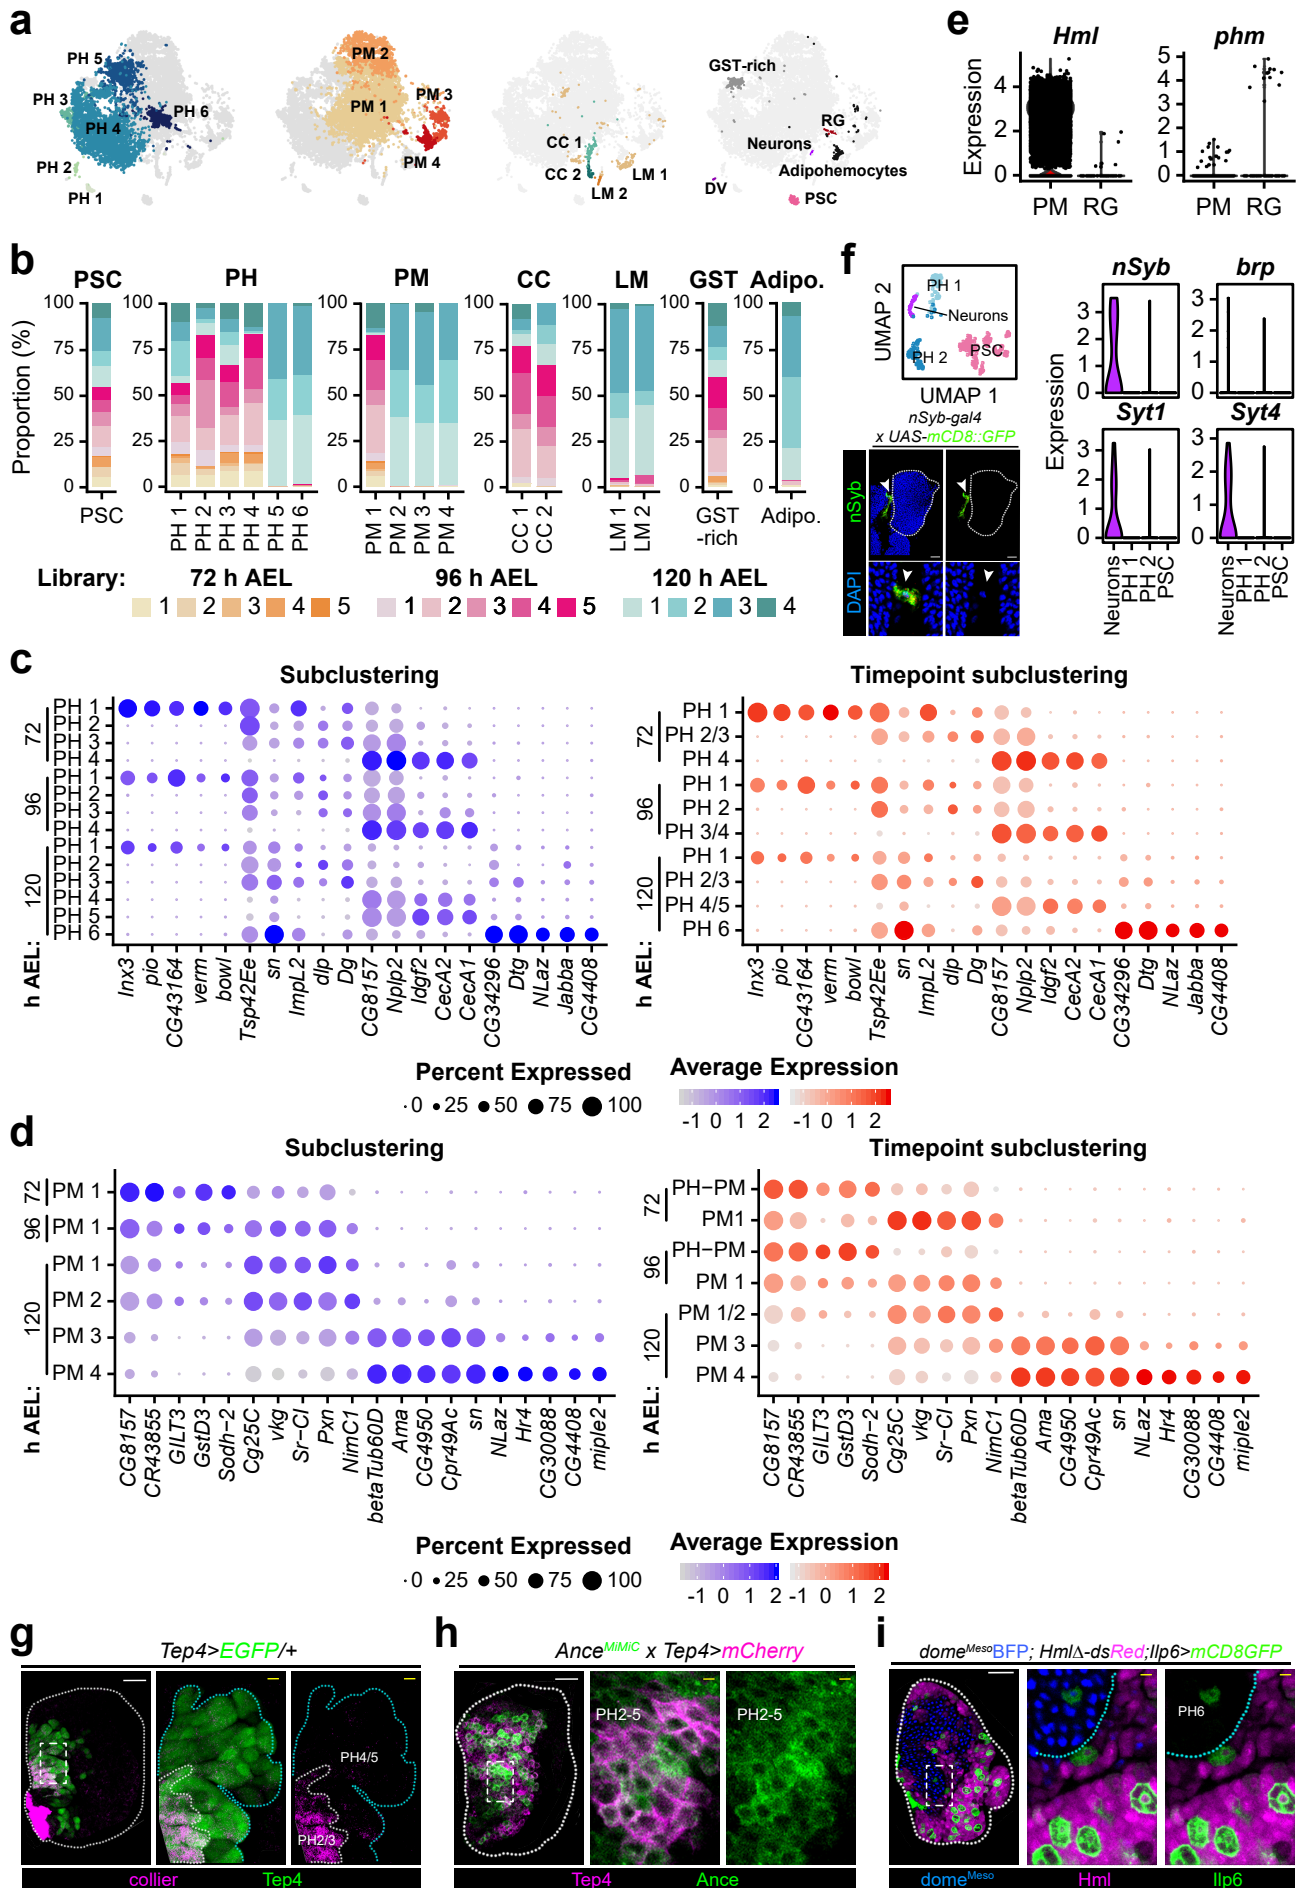

**Supplementary Fig 2. Filtration of library-specific subclusters and *in vivo* validation of prohemocytes in the lymph gland**

**a.** Subclusters exclusive to prohemocytes (PHs), exclusive plasmatocytes (PMs), crystal cells or lamellocytes (CCs or LMs), other hemocytes (GST-rich, adipohemocytes, and the PSC), and non-hematopoietic cells (neurons, dorsal vessel (DV), and ring gland (RG), in *t*-SNE plots.

**b.** Proportion of sequencing libraries per one subcluster found in major cell types. Orange, pink, or blue indicates 72, 96, or 120 h AEL, respectively. Color bar denotes each library.

**c.** Comparison of timepoint-combined (left) and -split (right) approaches in the subcluster level based on the top five highly enriched markers. For the timepoint-split approach, the subclustering of PH population was performed at each timepoint.

**d.** Comparison of timepoint-combined (left) and -split (right) approaches in the subcluster level based on the top five highly enriched markers. For the timepoint-split approach, the subclustering of PM population was performed at each timepoint.

**e.** Expression of *phm*, a ring gland marker. *Hml* is barely expressed in RG, and accordingly renamed as ring gland subcluster.

**f.** Identification of neuronal cells from subclustering analyses of PH1, PH2, and PSC (top left). Expression of neuronal marker genes—*nSyb*, *brp*, *Syt1*, and *Syt4*— in the prospective neuron subcluster (right). The presence of neuronal projections near the lymph gland (arrowhead; green, *nSyb*; blue, DAPI; *nSyb-gal4 UAS-mCD8::GFP*; bottom left).

**g.** Expression of PH2/PH3 and PH4/PH5 in the lymph gland. The dotted box indicates the region magnified at the right. Cells expressing  $col^{low}$  (magenta) partially overlap with *Tep4-gal4* (green) and represent PH2 and PH3. Outside  $col^{low}$  cells are putative PH4/PH5 that sustain *Tep4-gal4* only. The PSC exhibits  $col^{high}$ .

**h.** *Ance<sup>MiMiC</sup>* (green) overlays well with *Tep4-gal4* (magenta) and together show prohemocytes except PH1. The dotted box indicates the region magnified at the right.

**i.** *Ilp6-gal4* (green) is detected in the PSC, crystal cells, and in *dome<sup>Meso+</sup>* (blue) hemocytes. *Ilp6-gal4*-expressing crystal cells are limited to *Hml<sup>+</sup>* (magenta) cortical zone and a few *Ilp6-gal4<sup>+</sup>* cells are localized within *dome<sup>Meso+</sup>* medullary zone. The *Ilp6-gal4/dome<sup>Meso</sup>*-positive cells indicate the potential PH6. The dotted box indicates the region magnified at the right.

Scale bar is 30  $\mu m$ . Lymph gland is demarcated by white dotted line. Arrowhead indicates a neuron. Magnified images of the left panel in **g-i** are shown at the middle and the right.

# Supplementary Figure 3

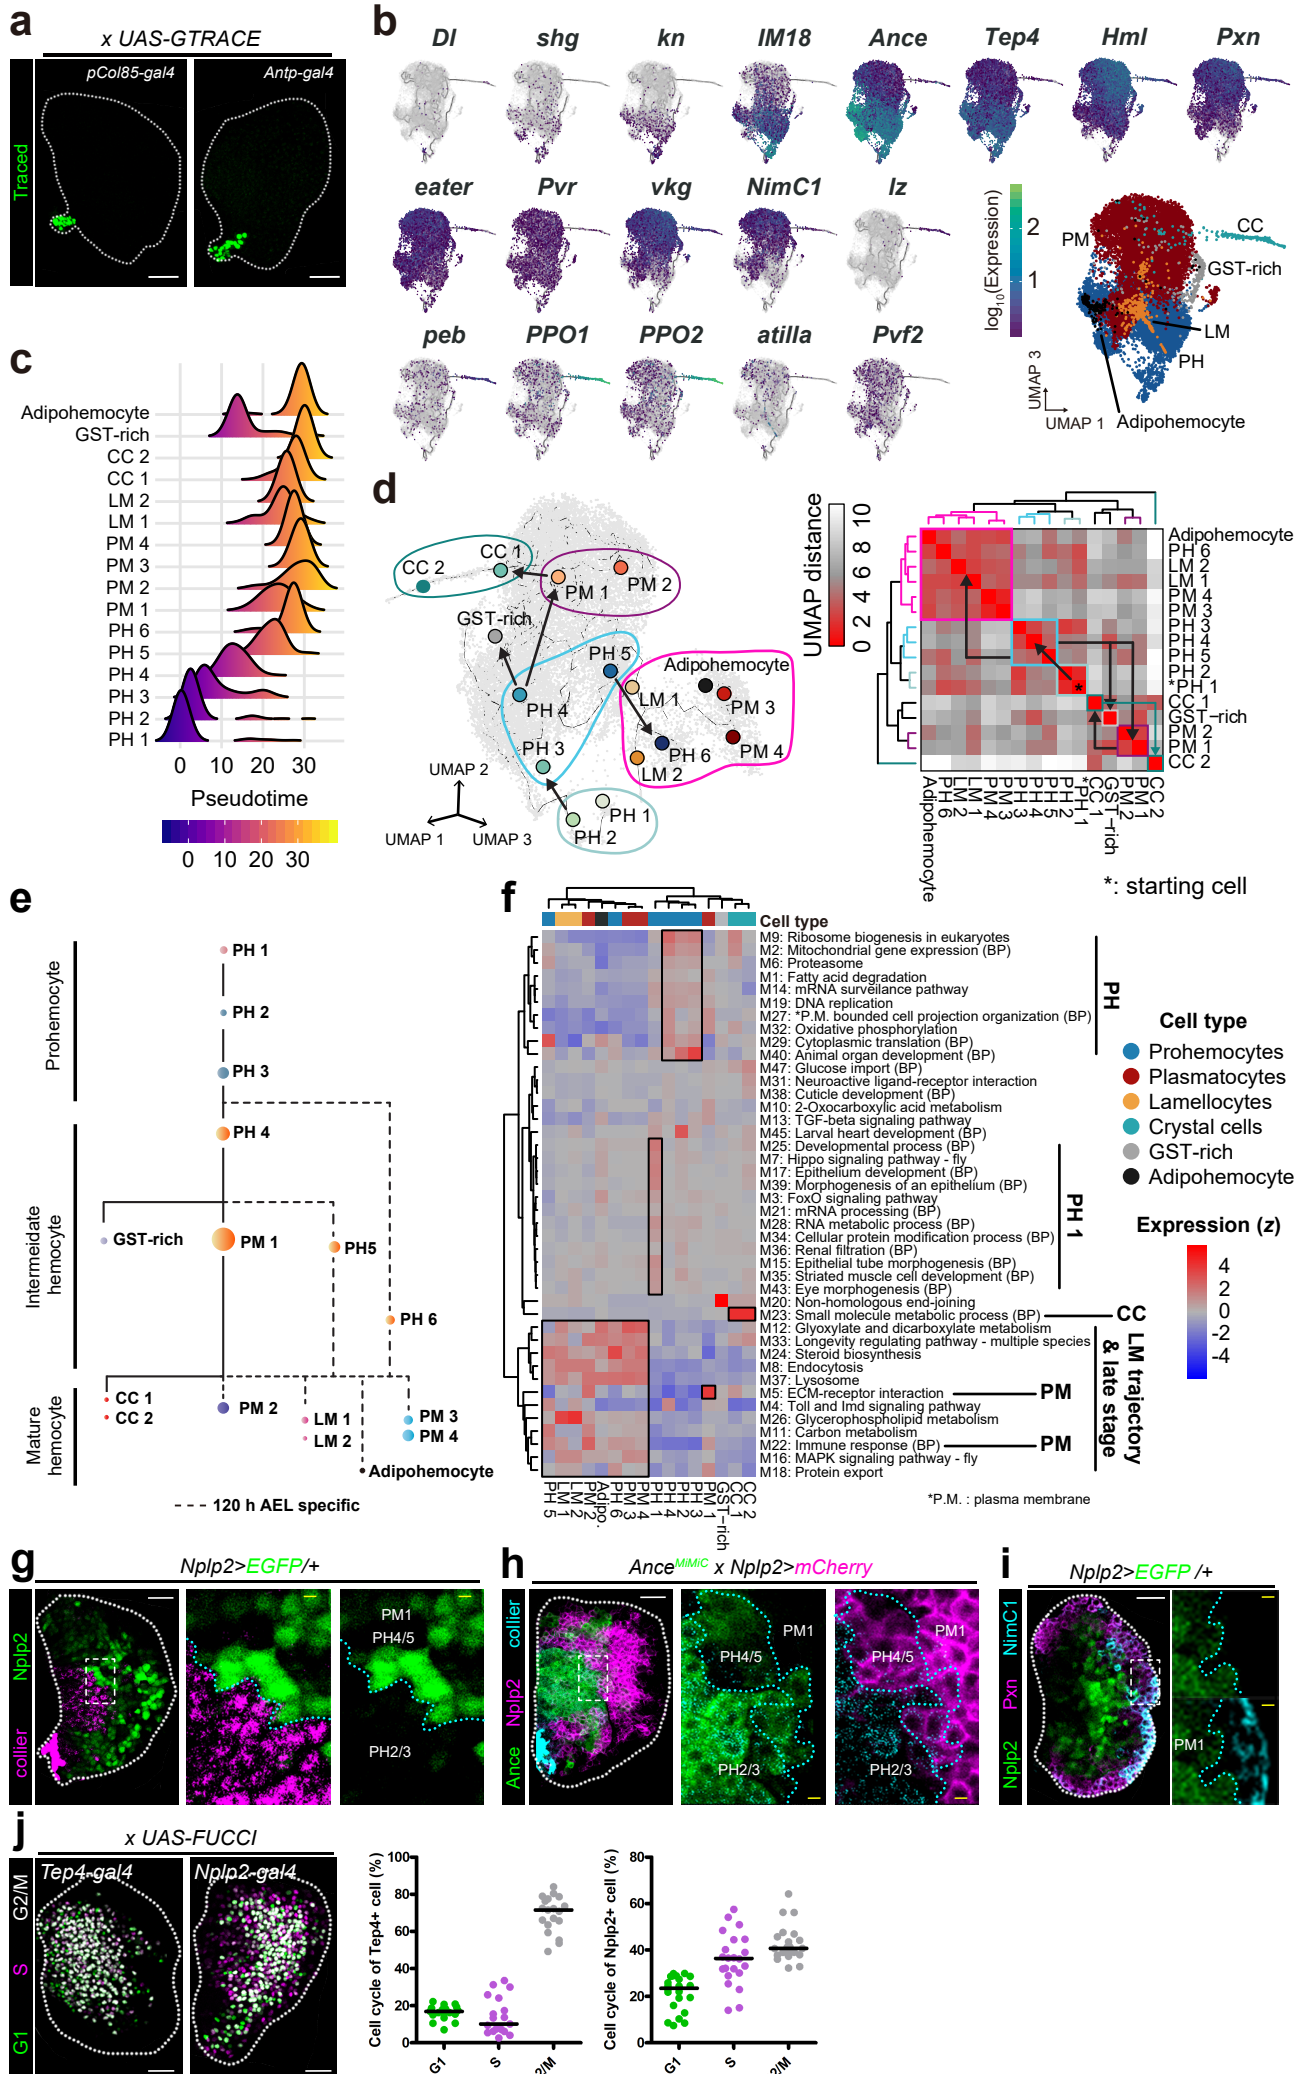

### **Supplementary Fig 3. Molecular features and distribution of subclusters along developmental pseudotime trajectories**

**a.** PSC cells do not contribute to the rest of the lymph gland. Either *pCol85-gal4* or *Antp-gal4* is not traced beyond the PSC (green, traced; *pCol85-gal4 UAS-GTRACE* or *Antp-gal4 UAS-GTRACE*). Scale bar, 30  $\mu$ m. Lymph glands are demarcated by white dotted lines.

**b.** Expression patterns of 18 marker genes—*Dl*, *shg*, *kn (col)*, *IM18*, *Ance*, *Tep4*, *Hml*, *Pxn*, *eater*, *Pvr*, *vkg*, *NimC1*, *lz*, *peb*, *PP01*, *PP02*, *atilla*, and *Pvf2*—of major cell types in two-dimensional (UMAP 1 and 3) pseudotime trajectories. Distribution of cell types is shown at the bottom-right. Color bar denotes the  $\log_{10}$ -scaled level of gene expression. Grey color indicates no expression.

**c.** Relative densities of subclusters along pseudotime. PH1 and PH2 emerge at the earliest pseudotime. PH2-PH4 span through the mid-pseudotime while PH5 and PH6 peak at later timepoint. PM3-PM4, LM1, LM2, CC2, and adipohemocytes are the last cell types to differentiate.

**d.** Distribution of subclusters in three-dimensional pseudotime trajectory (left), and clustering of distances between subclusters (right). Subclusters are grouped according to distances and directions of differentiation (left). PH1 and PH2 (white box) are the earliest subclusters among prohemocytes. PH6, PM3, PM4, adipohemocytes, LM1, and LM2 (pink box) form a separate group. PM1 is diverged to CC1 or PM2 (purple box). Color bar denotes the UMAP distance (right).

**e.** Simplified stick-and-ball presentation of the trajectory. Dotted lines show lineages that appear only at 120 h AEL. Size of the ball represents subcluster proportion.

**f.** Heatmap showing the z-transformed mean expression of gene modules of subclusters. Gene modules clustered in a specific cell type are indicated in black boxes. The column annotation indicates major cell types used in the analysis.

**g.** *Nplp2-gal4* (green; *Nplp2-gal4 UAS-EGFP*) and *col<sup>low</sup>* prohemocytes (magenta) are mutually exclusive. *col<sup>low</sup>*-positive inner core prohemocytes correspond with PH2 and PH3 and *Nplp2-gal4*-expressing cells give rise subsequent to PH2/PH3. Magnified images are shown at the right of each panel. Cyan dotted line demarcates the margins of *Nplp2*.

**h.** Inner demarcation of *Nplp2-gal4* cells (magenta; *Nplp2-gal4 UAS-mCherry*; *Ance<sup>MiMiC</sup>*) overlays with *Ance* (green) while separable from *col<sup>low</sup>* (cyan). Magnified images are shown at the right of each panel. Cyan dotted line demarcates the margins of *Ance* and *Nplp2*.

**i.** *Nplp2-gal4* (green) does not overlap with a mature plasmatocyte marker, *NimC1* (cyan) (right; *Nplp2-gal4 UAS-EGFP*). Magnified images are shown at the right of each panel. Cyan dotted line demarcates the margins of *Nplp2*.

**j.** Cell cycle profiles of *Nplp2-gal4<sup>+</sup>* cells differ from that of *Tep4-gal4*. The majority of *Tep4<sup>+</sup>* (*Tep4-gal4 UAS-FUCCI*) cells display G2/M (white), and a minor portion expresses G1 (green) or S (magenta) (left). *Nplp2-gal4 UAS-FUCCI* shows higher levels of S (magenta) and lower G2/M (white) compared to *Tep4-gal4* (right). Graph indicates quantitation of the number of FUCCI cell cycle markers in one lymph gland lobe. *Tep4-gal4 UAS-FUCCI* (*n*=19), *Nplp2-gal4 UAS-FUCCI* (*n*=23). Lymph glands were analyzed from three independent experiments.

White scale bar, 30  $\mu\text{m}$ . Yellow scale bar, 3  $\mu\text{m}$ . Lymph glands are demarcated by white dotted lines.

Supplementary Figure 4

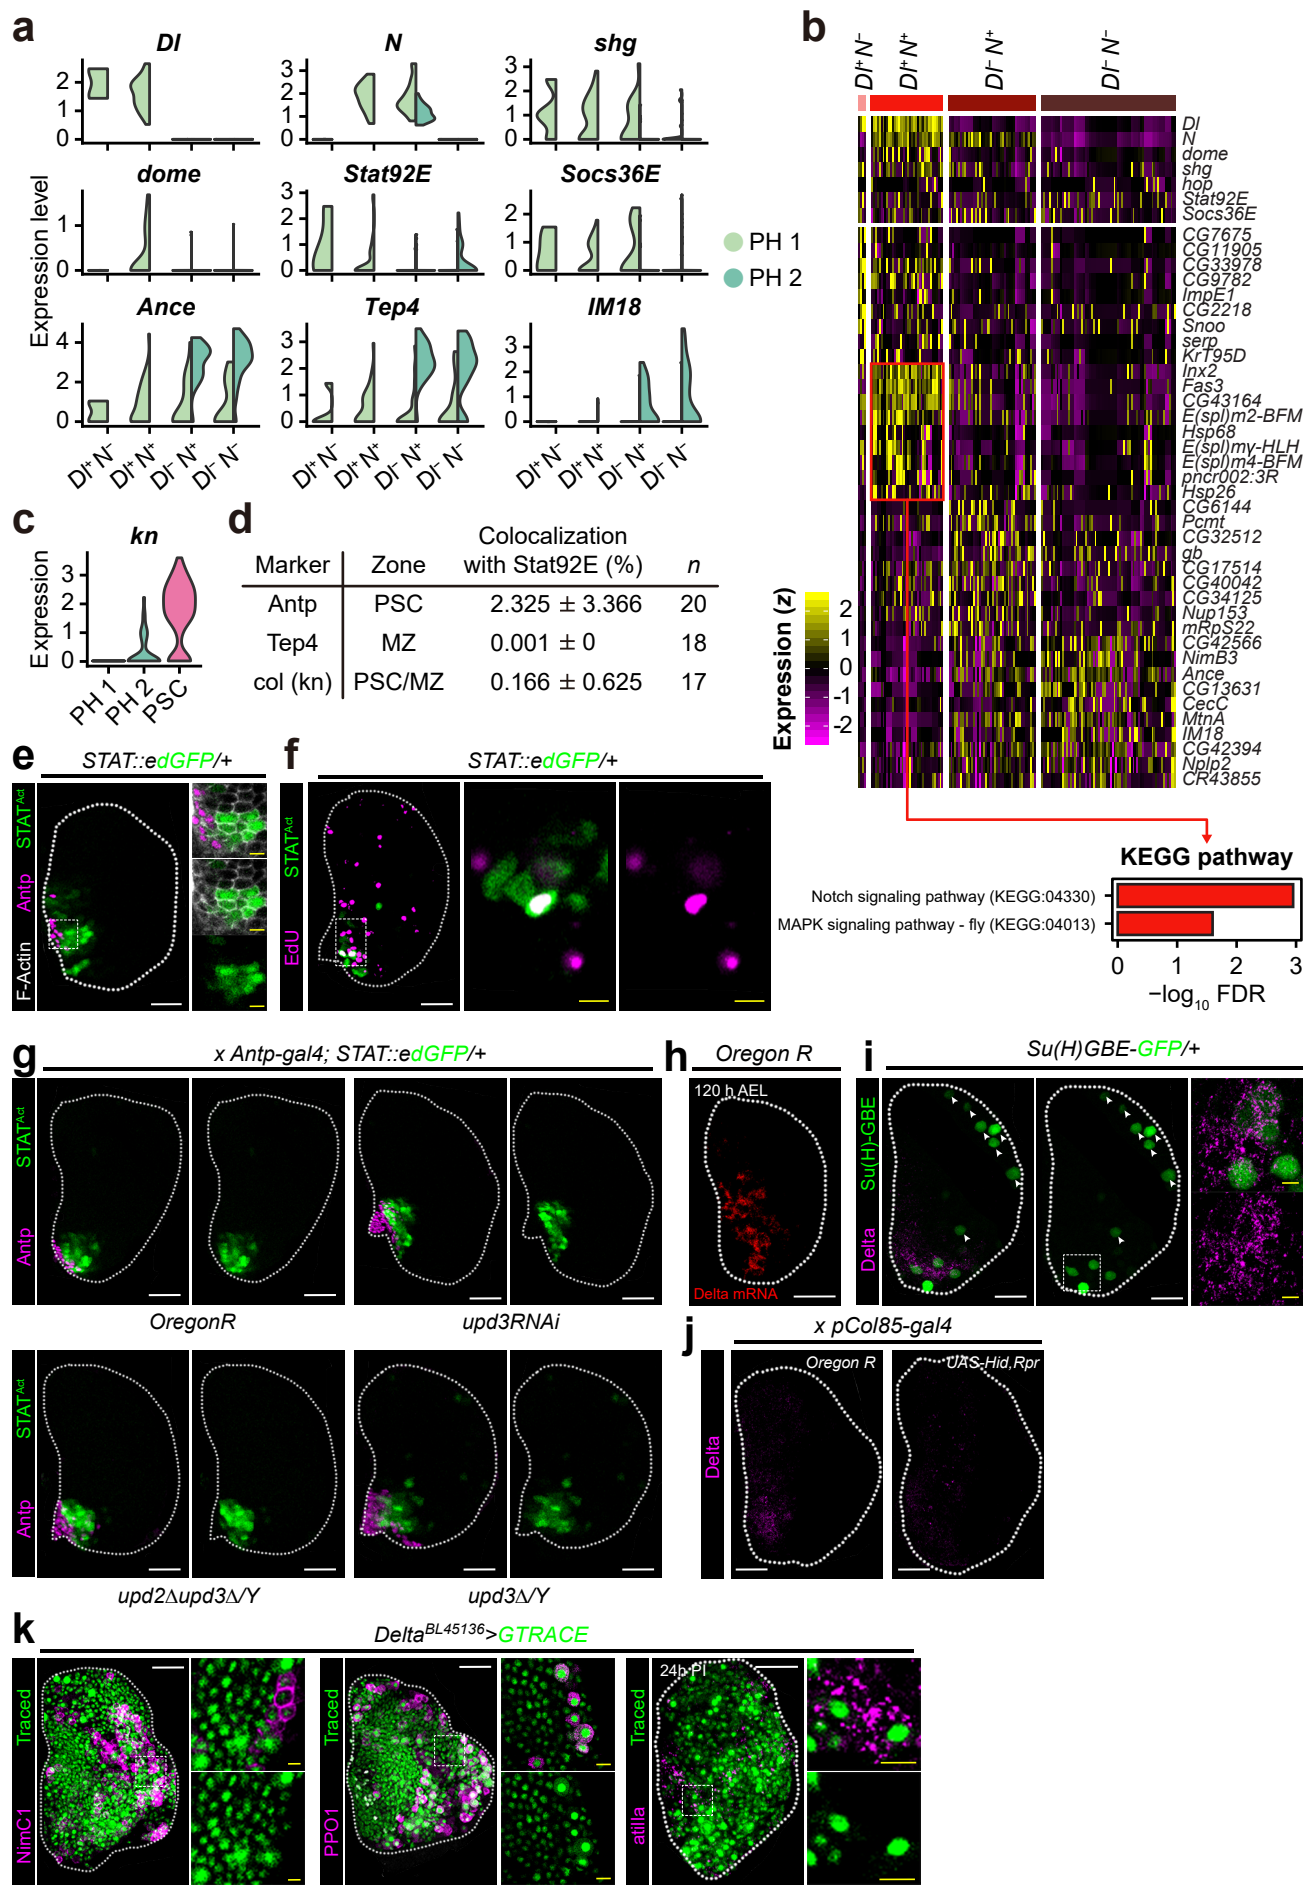

#### Supplementary Fig 4. PH1 cells express *Dl* and JAK/STAT

**a.** Expression of PH1- or prohemocyte marker genes in *Dl*<sup>+</sup>*N*<sup>-</sup>, *Dl*<sup>+</sup>*N*<sup>+</sup>, *Dl*<sup>-</sup>*N*<sup>+</sup>, or *Dl*<sup>-</sup>*N*<sup>-</sup> PH1.

Expression values of PH1 (light green) and PH2 (green) are shown separately.

**b.** Marker genes classified by the differential expression of *Dl* and *N* in PH1 and PH2.

*Dl*<sup>+</sup>*N*<sup>-</sup> cells exhibit high levels of *Dl*, *shg*, *STAT92E*, and *Socs36E*. *Dl*<sup>+</sup>*N*<sup>+</sup> cells show gradual decrease or increase in *Dl* or *N* and express *Inx2*, *Fas3*, *CG43164*, and *E(spl)m2-BFM*. *Dl*<sup>-</sup>*N*<sup>+</sup> cells display *CG6144*, *Pcmt*, and *CG32512* along with high *N*. *Dl*<sup>-</sup>*N*<sup>-</sup> cells are distinguishable from other cell types and express high *Ance*. *Dl*<sup>+</sup>*N*<sup>+</sup> cells show enriched MAPK and Notch signaling pathways based on KEGG pathway analysis. Color bar indicates the level of scaled gene expression.

**c.** Violin plots indicating differential levels of *kn (col)* in PH1, PH2 and in the PSC.

**d.** Quantitation of co-localization of *Stat92E::edGFP* and representative marker genes,

*Antp*, *Tep4*, or *col*. *Antp*<sup>+</sup> PSC, *Tep4*<sup>+</sup> medullary zone or *col*<sup>+</sup> PSC/medullary zone cells do not show significant overlap with *Stat92E::edGFP*. *n* indicates the number of samples.

Lymph glands were analyzed from three independent experiments.

**e.** *STAT92E<sup>Act</sup>* PH1 cells (green) physically interact with *Antp*<sup>+</sup> (magenta) PSC cells (left).

When visualized with F-actin (white), *Antp*<sup>+</sup> cells and *STAT92E<sup>Act</sup>* cells share F-actin membrane but do not co-localize (right).

**f.** EdU incorporation in *STAT92E<sup>Act</sup>* PH1 cells (green). *STAT92E<sup>Act</sup>* PH1 cells indicate EdU expression (magenta) along with EdU<sup>+</sup> proliferating cells adjacent to *STAT92E<sup>Act</sup>* cells.

The dotted box indicates the region magnified at the right.

**g.** *upd3* in the PSC is dispensable for the maintenance of *STAT92E<sup>Act</sup>*. Compared to the wild type (upper left; *Antp-gal4/+*), PSC-specific reduction of *upd3* (upper right; *STAT92E::edGFP; Antp-gal4 UAS-upd3 RNAi*), loss of *upd2* and *upd3* (bottom left; *upd2 $\Delta$ upd3 $\Delta$ /Y; STAT92E::edGFP*) or *upd3* alone (bottom right; *upd3 $\Delta$ /Y; STAT92E::edGFP*) does not alter the expression of *STAT92E* reporter (green). The presence of PSC is indicated in magenta.

**h.** Fluorescent *in situ* hybridization of *Dl* mRNA (red) in the lymph gland at 120 h AEL. *Dl* is localized in the medioposterior region of the lymph gland.

**i.** *Su(H)-GBE* (green; *Su(H)-GBE-GFP*), a Notch reporter, is expressed adjacent to *Dl*<sup>+</sup> PH1 (magenta). *Su(H)-GBE* is also detected in the crystal cells (arrowhead). Magnified images of *Dl*<sup>+</sup> cells are shown at the right.

**j.** Genetic ablation of the PSC (*pCol85-gal4 UAS-Hid, Rpr*) attenuates *Dl* (magenta) expression in the lymph gland (right) compared to wild types (left).

**k.** Lineage tracing of *Dl*<sup>+</sup> cells (green, traced). *Delta<sup>BL45136</sup>-gal4 UAS-GTRACE* gives rise to all three classes of hemocytes including NimC1-expressing plasmatocytes (left; magenta), PPO1<sup>+</sup> crystal cells (middle; magenta), and atilla<sup>+</sup> lamellocytes (right; magenta). Box indicates the magnified view.

White scale bar, 30  $\mu$ m. Yellow scale bar, 3  $\mu$ m. Lymph glands are demarcated by white dotted lines.

### Supplementary Figure 5

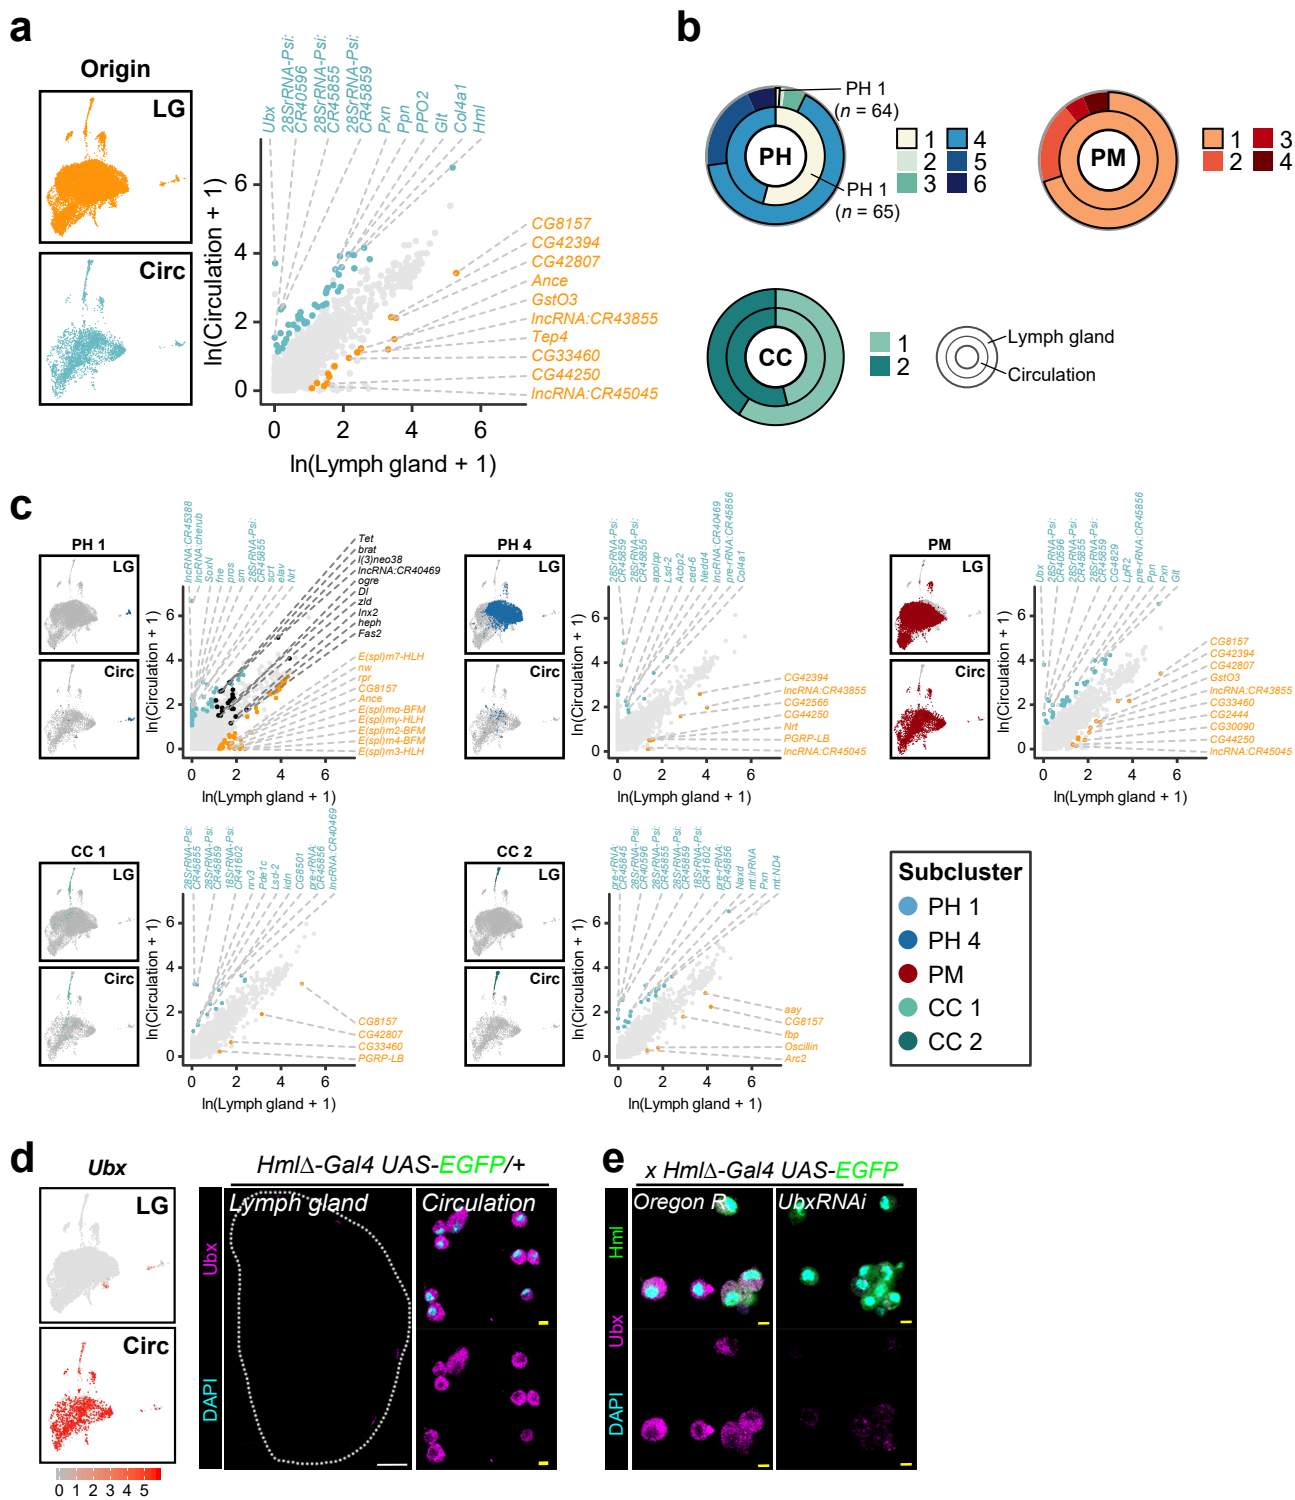

## **Supplementary Fig 5. Lineage-specific cell types and marker genes for the lymph gland- or the embryonically derived hemocytes**

**a.** Comparison of gene expressions between the lymph gland and circulating hemocytes.

Top ranked lymph gland- (right) or circulation-specific (top) differentially expressed genes are indicated in colored gene names (orange, upregulated in lymph glands; cyan, upregulated in circulation).

**b.** Pie charts showing the relative proportion of subclusters in the lymph gland and in circulation datasets. The outer graph indicates proportions of the lymph gland and the inner graph shows those of the circulation dataset. Demarcated subclusters indicate those found in circulation. Cell count for each subcluster is listed in Supplementary Table 6.

**c.** Comparison of gene expressions between the lymph gland and in circulation. PH1, PH4, PM, CC1, and CC2. Top ranked lymph gland- (right) or circulation-specific (top) differentially expressed genes are indicated in colored gene names (orange, upregulated in lymph glands; cyan, upregulated in circulation).

**d.** Expression of *Ubx* is exclusive in circulating plasmatocytes. Comparison of *Ubx* levels between the lymph gland and in circulation (left). The lymph gland does not show *Ubx* expression (cyan, DAPI; left). Circulating plasmatocytes display *Ubx* (cyan, DAPI; magenta, *Ubx*; right) (*HmlΔ-gal4 UAS-EGFP/+* control). White scale bar indicates 30 μm. Yellow scale bar indicates 3 μm. White dotted line demarcates the lymph gland.

**e.** Verification of *Ubx* expression in circulating hemocytes. Expression levels of *Ubx* in circulating plasmatocytes are significantly reduced when RNAi against *Ubx* is expressed

(green, Hml; cyan, DAPI; magenta, Ubx) (*Hml-gal4 UAS-EGFP UAS-UbxRNAi*). Yellow scale bar indicates 3  $\mu\text{m}$ .

Supplementary Table 1. Basic statistics of lymph grand scRNA-seq libraries

| <b>Timepoint</b>       | <b># of cells</b> | <b>UMI median</b> | <b>Gene median</b> |
|------------------------|-------------------|-------------------|--------------------|
| 72 h AEL lib1          | 954               | 9,242             | 1,721.5            |
| 72 h AEL lib2          | 424               | 7,879             | 1,636              |
| 72 h AEL lib3          | 217               | 10,142            | 1,726              |
| 72 h AEL lib4          | 589               | 8,858             | 1,542              |
| 72 h AEL lib5          | 137               | 15,937            | 2,570              |
| <b>72 h AEL total</b>  | <b>2,321</b>      | <b>9,297</b>      | <b>1,704</b>       |
| 96 h AEL lib1          | 603               | 8,210             | 1,779              |
| 96 h AEL lib2          | 3,478             | 4,564             | 1,204              |
| 96 h AEL lib3          | 1,095             | 8,134             | 1,699              |
| 96 h AEL lib4          | 2,332             | 5,597             | 1,396              |
| 96 h AEL lib5          | 1,892             | 5,679             | 1,408              |
| <b>96 h AEL total</b>  | <b>9,400</b>      | <b>5,507</b>      | <b>1,373</b>       |
| 120 h AEL lib1         | 2,449             | 7,456             | 1,668              |
| 120 h AEL lib2         | 1,901             | 9,304             | 1,843              |
| 120 h AEL lib3         | 4,221             | 7,193             | 1,576              |
| 120 h AEL lib4         | 2,353             | 4,406             | 1,167              |
| <b>120 h AEL total</b> | <b>10,924</b>     | <b>6,751</b>      | <b>1,537</b>       |
| <b>LG total</b>        | <b>22,645</b>     | <b>6,361</b>      | <b>1,477</b>       |

Supplementary Table 2. Basic statistics of scRNA-seq libraries from wasp-infested LG

| <b>Timepoint</b>     | <b># of cells</b> | <b>UMI median</b> | <b>Gene median</b> |
|----------------------|-------------------|-------------------|--------------------|
| 24 h PI lib1         | 2,109             | 7,701             | 1,760              |
| 24 h PI lib2         | 1,809             | 8,039             | 1,872              |
| 24 h PI lib3         | 4,532             | 4,761             | 1,337              |
| 24 h PI lib4         | 1,708             | 3,907             | 1,189.5            |
| <b>24 h PI total</b> | <b>10,158</b>     | <b>5,561.5</b>    | <b>1,470.5</b>     |

Supplementary Table 3. Basic statistics of scRNA-seq libraries from circulation hemocytes

| <b>Timepoint</b>            | <b># of cells</b> | <b>UMI median</b> | <b>Gene median</b> |
|-----------------------------|-------------------|-------------------|--------------------|
| Circ 96 h AEL lib1          | 433               | 5,434             | 1,581              |
| Circ 96 h AEL lib2          | 153               | 5,859             | 1,694              |
| Circ 96 h AEL lib3          | 409               | 4,282             | 1,372              |
| <b>Circ 96 h AEL total</b>  | <b>995</b>        | <b>4,979</b>      | <b>1,489</b>       |
| Circ 120 h AEL lib1         | 531               | 4,616             | 1,412              |
| Circ 120 h AEL lib2         | 367               | 6,088             | 1,692              |
| Circ 120 h AEL lib3         | 473               | 4,312             | 1,342              |
| <b>Circ 120 h AEL total</b> | <b>1,494</b>      | <b>4,810</b>      | <b>1,462</b>       |

Supplementary Table 4. Cell count of lymph gland subclusters

| <b>Subclusters</b>   | <b>72 h AEL</b> | <b>96 h AEL</b> | <b>120 h AEL</b> | <b>LG total</b> |
|----------------------|-----------------|-----------------|------------------|-----------------|
| <b>PSC</b>           | 32              | 70              | 87               | 189             |
| <b>PH1</b>           | 14              | 30              | 34               | 78              |
| <b>PH2</b>           | 9               | 58              | 14               | 81              |
| <b>PH3</b>           | 78              | 197             | 139              | 414             |
| <b>PH4</b>           | 989             | 3,374           | 893              | 5,256           |
| <b>PH5</b>           | 0               | 0               | 1,321            | 1,321           |
| <b>PH6</b>           | 2               | 3               | 445              | 450             |
| <b>PM1</b>           | 1,065           | 5,259           | 1,340            | 7,664           |
| <b>PM2</b>           | 0               | 1               | 1,811            | 1,812           |
| <b>PM3</b>           | 0               | 0               | 457              | 457             |
| <b>PM4</b>           | 2               | 3               | 575              | 580             |
| <b>LM1</b>           | 2               | 10              | 265              | 277             |
| <b>LM2</b>           | 0               | 4               | 59               | 63              |
| <b>CC1</b>           | 3               | 124             | 39               | 166             |
| <b>CC2</b>           | 0               | 75              | 38               | 113             |
| <b>GST-rich</b>      | 13              | 126             | 94               | 233             |
| <b>Adipohemocyte</b> | 1               | 5               | 172              | 178             |
| <b>Total</b>         | <b>2,210</b>    | <b>9,339</b>    | <b>7,783</b>     | <b>19,332</b>   |

Supplementary Table 5. Cell count of wasp infested lymph grand subclusters

| <b>Subclusters</b> | <b>Infested LG</b> | <b>Normal LG</b> |
|--------------------|--------------------|------------------|
| <b>PSC</b>         | 82                 | 70               |
| <b>PH1</b>         | 16                 | 30               |
| <b>PH2</b>         | 21                 | 58               |
| <b>PH3</b>         | 141                | 197              |
| <b>PH4</b>         | 4,579              | 3,374            |
| <b>PM1</b>         | 4,674              | 5,259            |
| <b>LM1</b>         | 208                | 10               |
| <b>LM2</b>         | 168                | 4                |
| <b>CC1</b>         | 11                 | 124              |
| <b>CC2</b>         | 0                  | 75               |
| <b>GST-rich</b>    | 258                | 126              |
| <b>Total</b>       | <b>10,158</b>      | <b>9,327</b>     |

\*Following minor populations found only in normal LG were excluded in the analysis  
: PH 6, PM 2, 4, Adipohemocyte

Supplementary Table 6. Cell count of pepripheral and lymph grand subclusters

| Subclusters   | Circ 96 h AEL | Circ 120 h AEL | Circulating total | LG 96 h AEL | LG 120 h AEL | LG total |
|---------------|---------------|----------------|-------------------|-------------|--------------|----------|
| PSC           | 0             | 0              | 0                 | 70          | 87           | 157      |
| PH1           | 30            | 35             | 65                | 30          | 34           | 64       |
| PH2           | 0             | 0              | 0                 | 58          | 14           | 72       |
| PH3           | 0             | 0              | 0                 | 197         | 139          | 336      |
| PH4           | 0             | 55             | 55                | 3,374       | 893          | 4,267    |
| PH5           | 0             | 0              | 0                 | 0           | 1,321        | 1,321    |
| PH6           | 0             | 0              | 0                 | 3           | 445          | 448      |
| PM1           | 879           | 2,205          | 3,084             | 5,259       | 1,340        | 6,599    |
| PM2           | 0             | 0              | 0                 | 1           | 1,811        | 1,812    |
| PM3           | 0             | 0              | 0                 | 0           | 457          | 457      |
| PM4           | 0             | 0              | 0                 | 3           | 575          | 578      |
| LM1           | 0             | 0              | 0                 | 10          | 265          | 275      |
| LM2           | 0             | 0              | 0                 | 4           | 59           | 63       |
| CC1           | 52            | 37             | 89                | 124         | 39           | 163      |
| CC2           | 34            | 70             | 104               | 75          | 38           | 113      |
| GST-rich      | 0             | 0              | 0                 | 126         | 94           | 220      |
| Adipohemocyte | 0             | 0              | 0                 | 5           | 172          | 177      |
| Total         | 995           | 2,402          | 3,397             | 9,339       | 7,783        | 17,122   |

Supplementary Table 7. SABER-FISH probe list

| Probe Name        | Probe Sequence                                      |
|-------------------|-----------------------------------------------------|
| Catalytic hairpin | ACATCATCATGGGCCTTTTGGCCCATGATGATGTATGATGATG/3InvdT/ |
| Image seq         | /Biotin/TTATGATGATGTATGATGATGT                      |
| Clean.G           | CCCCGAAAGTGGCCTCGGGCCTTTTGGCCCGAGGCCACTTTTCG        |
| CG3397            | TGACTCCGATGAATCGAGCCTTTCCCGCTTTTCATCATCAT           |
|                   | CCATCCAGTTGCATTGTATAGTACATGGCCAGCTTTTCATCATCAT      |
| CG18547           | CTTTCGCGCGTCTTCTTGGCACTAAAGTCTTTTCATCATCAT          |
|                   | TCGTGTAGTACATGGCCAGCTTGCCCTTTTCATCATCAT             |
| Lsd-2             | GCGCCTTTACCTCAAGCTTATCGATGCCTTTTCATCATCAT           |
|                   | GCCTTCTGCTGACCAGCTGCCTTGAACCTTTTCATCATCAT           |
| Sirup             | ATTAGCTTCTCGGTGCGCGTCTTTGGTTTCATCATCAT              |
|                   | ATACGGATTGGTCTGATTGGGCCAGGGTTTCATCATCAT             |

# Supplementary material for: Single-cell transcriptome maps of myeloid blood cell lineages in Drosophila
**Source:** Nat Commun. 2020 Sep 8;11:4483. doi: 10.1038/s41467-020-18135-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Title:** Supplementary Movie 1

**Description:** Three-dimensional trajectory landscape

**Title:** Supplementary Data 1

**Description:** Signature genes for hemocytes and non-hematopoietic cell types using Wilcoxon Rank-Sum test

**Title:** Supplementary Data 2

**Description:** Signature genes for subclusters using Wilcoxon Rank-Sum test

**Title:** Supplementary Data 3

**Description:** Putative Drosophila markers screened in this study

**Title:** Supplementary Data 4

**Description:** Putative markers for embryonic lymph gland hemocytes

**Title:** Supplementary Data 5

**Description:** Putative markers for each subcluster

**Title:** Supplementary Data 6

**Description:** Gene modules of the lymph gland trajectory analysis in Supplementary Fig. 3f

**Title:** Supplementary Data 7

**Description:** Gene modules of the lamellocyte subtrajectory analysis in Fig. 7d

**Title:** Supplementary Data 8

**Description:** Lineage-specific signature genes for subclusters

# Supplementary material for: Single-cell transcriptome maps of myeloid blood cell lineages in Drosophila
**Source:** Nat Commun. 2020 Sep 8;11:4483. doi: 10.1038/s41467-020-18135-y
**Supplement:** Supplementary file 13 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

- |                 |                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Prism ver.8, Excel, R, IMARIS ver8.3, SPSS ver.26, Seurat 3, Monocle 2, Monocle 3, and Python                                                                                                                                                                                                                                                                                                          |
| Data analysis   | All the biological experiments were normalized with SPSS. If samples do not follow the normal distribution, data were analyzed by the Mann-Whitney test. In-house R and Python codes that were implemented in this study are available on GitHub ( <a href="https://github.com/sangho1130/Dmel_Dropseq">https://github.com/sangho1130/Dmel_Dropseq</a> ). Flybase was used for the reference database. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

In-house R and Python codes that were implemented in this study are available on GitHub ([https://github.com/sangho1130/Dmel\\_Dropseq](https://github.com/sangho1130/Dmel_Dropseq)). Raw scRNA-seq and bulk RNA-seq reads are available through the NCBI Gene Expression Omnibus (GEO) (GSE141275). Processed scRNA-seq data sets can be mined through a web-tool (<http://big2.hanyang.ac.kr/flyscrna>) that allows users to explore genes and cell types of interest. Flybase was used for the reference database.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For the scRNA-seq experiments, the sample size was chosen by cell numbers. More than one pair of lymph gland primary lobes were covered with proper cell number. For lymph gland experiments, a minimum of three independent experiments was conducted. |
| Data exclusions | Outliers were excluded in the datasets where scRNA-seq data and Bulk RNA seq data were compared. Except for this, all data sets were included in this manuscript.                                                                                       |
| Replication     | A minimum of three independent experiments was performed.                                                                                                                                                                                               |
| Randomization   | When performed the experiments, samples were randomly chosen for experiments.                                                                                                                                                                           |
| Blinding        | A person who analyzed data (Sang-Ho Yoon) is different from one who performed experiments (Bumsik Cho and others). Sample preparation was performed by Bumsik Cho and running the Drop-seq machine was performed by Sue Young Oh.                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | lozenge (DSHB, 1:10, Mouse), Antp (4C3, DSHB, 1:10, Mouse), Df (C594.9B, DSHB, 1:10, Mouse), L1 (I.Ando, 1:100, Mouse), col (M.Crozatier, 1:400, Mouse), Ubx (FP3.38, DSHB, 1:10, Mouse), nc82 (DSHB, 1:10, Mouse), NimC1 (I.Ando, 1:100), Pxn(1:2000, Rabbit), GFP (Sigma Aldrich; G6539; 1:2,000, Mouse) and F-actin (ThermoFisher; A34055, 1:100). Cy3-, FITC- or Alexa Fluor 647-conjugated secondary antibody(115-165-166, 711-165-152, 115-095-062, 711-095-152, 715-605-151), DIG-biotin antibody (Jackson ImmunoResearch; 200-062-156). |
| Validation      | Most of the antibodies used in this study are previously validated. Expression of the Ubx antibody (FP3.38, DSHB, 1:10) in hemocytes was first shown in this study. To validate the Ubx antibody, we used RNAi against Ubx and showed that Ubx expression in the hemocyte is decreased.                                                                                                                                                                                                                                                         |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                   |
|-------------------------|---------------------------------------------------|
| Laboratory animals      | Drosophila melanogaster                           |
| Wild animals            | No wild animal was used in this study.            |
| Field-collected samples | No field collected sample was used in this study. |
| Ethics oversight        | None                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

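The data are 30 Drop-seq libraries of *Drosophila* hemocytes, 14 from normal lymph glands (5 of 72 h AEL, 5 of 96 h AEL and 4 of 120 h AEL), 4 from lymph glands of wasp-infested larvae at 96 h AEL, 6 from the normal circulation (3 each of 96 and 120 h AEL) and 6 from the circulation of infested larvae (3 each of 96 and 120 h AEL). The authors aligned the reads with STAR, set a minimum number of reads per barcode for each library and deposited counts, the number of UMIs per gene and cell barcode, without normalization. The values are whole numbers and the totals of barcodes differ, as they do in UMI counts that were not scaled. The filters on genes, UMIs and mitochondrial content were not applied to the files of the infested lymph glands. Their 10179 barcodes equal the number that the paper gives after its own filters. Those used a lower floor on genes for some infested libraries, so infested and normal lymph gland cells were not filtered alike. The files identify genes by symbol only, so no coordinates are given. They list 16322 genes over all groups, and the files of the infested lymph glands lack the last 541 genes in the alphabetical list of the normal ones, *stg* among them. *col* is listed as *kn*, *Naxd* as *CG10424*, and *CR33938*, *nw*, *Hsp22* and *Hsp70Bbb* were not found.

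Outside the infested lymph glands, barcodes were kept as cells with 400 to 5000 genes and UMIs up to 2 SD above the mean of their library. They also had at most 10% (lymph gland) or 20% (circulation) mitochondrial UMIs. Doublets marked by Scrublet in scanpy 1.11.5 were removed in all groups. Scrublet marked under 0.5% of the cells in the larger groups, so doublets may remain. Cells were integrated and clustered with Seurat 5.3.0 in R 4.3.3 at a resolution of 0.8, with as many principal components as in the paper where it gives a number. The paper's methods give none for the circulation. The authors' cell labels were not used here. A cluster was named from the marker genes of the paper if markers were raised by a log2 fold change of at least 1.0 in at least 10% of cells, with a mean log2 fold change of 2.0 for classes other than PH and PM and a difference of 0.5 between the PH and PM markers. A cluster remained unnamed if its 10 leading genes held more markers of another class or if more than 50% of it came from 1 library. Clusters of CC-, GST-rich-, LM- and PH1-type cells were clustered again with 10 principal components at a resolution of 0.6. Marker genes that name a class are not given as results for that class.

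The cells of a library are not replicates of each other. Each library gave 1 share per class, and shares were compared with exact two-sided permutation tests, within time points for circulation against lymph gland, and adjusted by the method of Benjamini and Hochberg within each family of comparisons. For expression, UMIs were summed over the cells of a library, or over the cells of a class in libraries with at least 10 of them, and tested with the quasi-likelihood test of edgeR 4.0.16 after TMM normalization and a filter on low counts, at an FDR of 0.05. CPM are counts of a gene per library scaled to a common total. Where a value is from the fit it is scaled with the TMM factor, and values of classes and sub-clusters are not. The cell cycle list was tested with fry in limma 3.58.1. Each test was tried on simulated data with 200 genes changed 2-fold or 4-fold, and the recovery first given for a test is over both sizes. For 2-fold changes alone it was lower in every test, from 16% to 98%. Unchanged genes made up 0.526% to 9.82% of the calls. Library numbers did not pair libraries across groups in a check on the 2000 most abundant genes, so no pairing was used. Genes named in the text are those the paper names, the 5 largest rises and falls past the threshold with at least 20 CPM in the higher group, and genes said to be chosen after their values were seen.

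Libraries of the normal lymph gland had 2108667 to 33274659 UMIs in kept cells, those of infested lymph glands 8000049 to 23256620, those of the normal circulation 980582 to 3924156 and those of the infested circulation 2799547 to 23344371. Alternatives set before the data were examined were DESeq2 1.42.0, RLE size factors, no filter on low counts, all barcodes, leaving out mitochondrial and ribosomal RNA genes, the library number as a block, 1 fit of all 30 libraries, classes from a resolution of 1.2, leaving out each library in turn, resolutions of 0.4 and 1.2, 30 principal components, no integration, naming markers left out of the clustering, a stricter cell filter, the 5% highest doublet scores left out, cells pooled over libraries, transferred labels and thinning of cells to 2000 UMIs. Sub-clusters of GST-rich-like cells, and the comparisons of PH1-, PH2- and LM2-like cells in the lymph gland and of LM-, PSC-, GST-rich- and PH1-like cells in circulation, an exchange of the time labels of normal circulation libraries 3 of 96 and 120 h AEL, and leaving out a CC-like sub-cluster without a CC marker among its leading genes, were added after the data were seen. Trajectories, regulon activity, bulk RNA sequencing, imaging and the cells sequenced with inDrops were not analysed here.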

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

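All tests of explanations in this part were chosen after the results were seen. Of 109 sets of values, each of 1 measure in a group of 4 or 5 libraries, 19 had a value far from the others, where chance alone gives about 1 in 20. These values came from 9 libraries, and several rest on the same cells.

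In library 2 of 120 h AEL, heat shock genes summed to 20036 CPM against 4302, 3573 and 1524 CPM in libraries 1, 3 and 4. A cluster led by heat shock genes took 25.3% of this library and at most 1.96% of the other 3. A candidate explanation is stress of the whole library during handling, and outside that cluster its cells also had 17609 CPM, where the highest of the others had 4295 CPM. This is what handling would give, and no biological explanation was tested. Library 1 of 96 h AEL also lay above its group, with 1840 CPM against 814 to 987 CPM, and no cause was tested.

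In library 1 of 72 h AEL, CC-like cells made up 0.210% (2 cells), with 0 in the other 4 libraries, and *PPO1* and *PPO2* were at 29.4 and 76.2 CPM, against at most 0.288 and 1.42 CPM elsewhere. These 3 measures rest on the same cells, and this library had the most cells at 72 h AEL, 952. In library 4 of 96 h AEL, LM-like cells made up 0.214% (5 cells), against at most 0.0575% in the other 4, and *atilla*, *betaTub60D* and *CG14610* were at 43.3, 47.2 and 47.3 CPM, against at most 10.4, 6.00 and 1.55 CPM. Neither a technical nor a biological cause was tested for them.

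Among the infested lymph glands, library 2 had *atilla* at 472 CPM (others 226 to 255), *betaTub60D* at 539 CPM (180 to 206), *CG1208* at 170 CPM (25.6 to 36.4), *CR44948* at 153 CPM (23.1 to 26.7) and *ItgalphaPS4* at 35.2 CPM (5.37 to 10.1). Its share of LM-like cells, 10.4%, was within the 6.35% to 11.3% of the others, whereas its share of LM2-like cells, 4.68%, was the highest. No explanation was tested, and a larger number of LM2-like cells and a later stage of infestation in this library stay open.

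Single values far from the others were also a median of 2541.0 genes per cell in library 5 of 72 h AEL (others 1536.0 to 1720.0), which also had the highest median of UMIs per cell, 15667.0, *CR43283* at 352 CPM in library 4 of 72 h AEL (others 0.457 to 2.92), *peb* at 30.4 CPM in library 5 of 96 h AEL (others 14.7 to 17.6), and in library 4 of 120 h AEL *Nplp2* at 4248 CPM (others 1789 to 2062) and *CG42792* at 2.09 CPM (others 66.9 to 78.0). The profile of library 4 of 120 h AEL had a correlation of 0.950 with the normal lymph gland at 96 h AEL (others 0.894 to 0.898). With that at 120 h AEL it had 0.962 (others 0.984 to 0.990), so that it lay nearer to the earlier time point than the others did. *CR43283* led the sub-cluster of 72 cells with ring gland markers. No test separated the explanations for these values.

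The paper does not report on the circulation of infested larvae. At 96 h AEL, 2728 of 7594 genes differed from the normal circulation in edgeR's quasi-likelihood test, and at 120 h AEL 3506 did. The 96 h AEL libraries of this comparison resembled lymph gland, as given below, so that the 2728 genes are not read as an effect of infestation on circulating cells. The libraries did not overlap for 3208 and 4707 genes, where chance gives 10.0% of genes. With 3 libraries against 3, the real split was 1 of 10 with as many genes at either time point, so the design cannot exclude chance by splits. In simulated data 76.0% and 73.5% of changed genes were recovered, and 58% and 56% of those changed 2-fold. *CG12133* rose at both time points, from 0.141 to 134 CPM (log2 fold change 9.62) and from 0.964 to 237 CPM (log2 fold change 7.88), in 3 of 3 libraries each. Labels transferred from the normal lymph gland named 7.79% ± 7.05 (SD, n = 3) of the cells at 96 h AEL and 63.7% ± 5.94 (SD, n = 3) at 120 h AEL as LM-like, against 0.0807% and 0.949% in the normal circulation, whereas the joint clustering named no cluster LM-like and left 58.6% and 66.4% of the infested cells unnamed. *atilla*, an LM marker, was at 6080 ± 982 CPM at 120 h AEL, against 93.4 ± 74.6 CPM in the normal circulation.

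The infestation effect differed between 120 and 96 h AEL for 952 genes, 550 of them with the larger log2 fold change at 120 h AEL. As many genes were called in 4 of 100 splits of the libraries, the real one included, so that chance can be excluded at 5% but not by much. The test recovered 48.0% of changed genes in simulated data, and 16% of those changed 2-fold. *CG11395* (6.66) and *CG43187* (−6.83) differed among others.

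The libraries of infested circulation at 96 h AEL had transferred PH-like labels in 48.0% ± 1.04 of cells, against 4.29% in the normal circulation, and PSC-like labels in 1.15% ± 0.839, against 0. Their profiles resembled the infested lymph gland. That they hold lymph gland tissue or carry a wrong label may explain this, since the lowest correlation with the infested lymph gland was 0.957 and the highest with the normal circulation of that age 0.815. Lymph gland cells released into the blood and bled with it would come with the fat body transcripts of the other bled samples, yet these summed to at most 3.57 CPM, where the lowest of the other 9 circulation libraries had 36.3 CPM. Filing of the same cells under both names is argued against by at most 3 shared barcodes with any infested lymph gland library (1.05 by chance), and a swap with infested lymph glands by the latter's correlation with the normal lymph gland of that age, which was 0.917 at least, where the highest of the other 9 circulation libraries had 0.841. Their fat body transcripts also summed to 5.12 CPM at most. A wrong label without a partner, lymph gland tissue in the sample, and a bleeding that left out fat body stay open. All differences from the normal circulation at 96 h AEL and between time points in infested circulation rest on these libraries, so that neither is read as an effect of infestation.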

How the results depend on the processing

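Sub-clusters of GST-rich-like cells and the alternatives for PH1-, PH2- and LM2-like cells and for LM-, PSC-, GST-rich- and PH1-like cells in circulation, an exchange of the time labels of normal circulation libraries 3, and leaving out a CC-like sub-cluster without a CC marker among its leading genes, were chosen after the results were seen. Of the values of single comparisons under an alternative, 767 kept their direction and side of the threshold, or stayed within their spread, and 28 moved, 13 reversed, 9 became stronger and 11 weaker. For named genes, 3215 values were the same, 153 weaker, 16 stronger, 10 moved and 4 reversed. DESeq2, RLE size factors, all barcodes and leaving out mitochondrial and ribosomal RNA genes changed the reading of no comparison. Where a cause is not given below, the cause was not tested.

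The counts of genes from 72 to 96 (1421 to 1953), from 96 to 120 (2979 to 3622) and from 72 to 120 h AEL (3851 to 4465) and between circulation and lymph gland at 96 (3303 to 4739) and 120 h AEL (3917 to 5270) stayed within 1.5 times their main value under all alternatives run. The ranges in brackets do not cover the libraries left out in turn, which gave 1077 to 1782, 2637 to 3491, 3410 to 4189, 3446 to 4762 and 3678 to 5062 genes in this order. The infested lymph gland had 1267 genes, 793 with the library number as a block, which leaves out 1 normal library, and 678 in 1 fit of all 30 libraries. The infestation effect that differed in circulation between the time points went from 952 to 605 without a filter on low counts, 575 with the block and 1688 in the fit of all libraries. CC-like cells between circulation and lymph gland had 1091 genes without a filter on low counts, where more genes are tested.

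Leaving out each library in turn gave ranges of 676 to 1484 genes for the infested lymph gland (792 without normal library 4, 676 without infested library 3), 1532 to 3129 and 2329 to 3742 for infested circulation at 96 h AEL (1532 without infested library 3) and 120 h AEL (2329 without infested library 2), 343 to 1258 for their difference (343 without infested library 2 of 120 h AEL), 197 to 896 for PH-like (197 without infested library 3) and 432 to 1026 for PM-like cells of infested lymph glands (432 without infested library 3). The cell cycle list in PM-like cells ranged from −0.029 to 0.138, with the opposite sign without infested library 4. Over single libraries left out, PSC-like cells ranged from −1.24 to −0.868 points from 72 to 120 h AEL and from −0.148 to 0.0675 upon infestation (0.0628 and 0.0675 without normal library 1 or 3, 0.00878 without infested library 3), PH1-like cells from −0.684 to −0.368 from 72 to 120 h AEL (−0.684 without library 4 of 72 h AEL, past 0.05), PH2-like cells from −0.763 to −0.439 upon infestation (−0.763 without normal library 2, past 0.05), and in circulation against lymph gland LM-like cells from −0.677 to 0.0134 (0.0134 without lymph gland library 1 of 120 h AEL) and GST-rich-like cells from 0.452 to 1.02 (1.02 without circulating library 3 of 96 h AEL, past 0.05). *CG10424* in CC-like cells was at −0.07 with the time labels of normal circulation libraries 3 exchanged and at −0.01 without lymph gland library 2 or circulating library 3 of 120 h AEL, and *usp* between PH-like and PM-like cells at 0.00 without library 1 of 96 h AEL, and over all libraries left out they ranged from −0.01 to 0.23 and from −0.07 to 0.00.

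For shares, the naming of clusters mattered most often. At a resolution of 0.4 the rise of PM-like cells from 72 to 120 h AEL was 8.06 points and past 0.05, with 30 principal components it was 26.7, and GST-rich-like cells rose by 0.497 points, no longer past 0.05. Upon infestation, the fall of PH-like cells was −1.99 points at a resolution of 1.2 and −3.05 with 30 principal components, neither past 0.05. With naming markers left out of the clustering it became a rise of 0.632, adipohemocyte-like cells rose by 12.2 from 72 to 120 h AEL, and LM-like cells in circulation against lymph gland were at 0.155. With transferred labels PH-like cells rose by 5.73 upon infestation, LM-like cells of infested circulation by 7.71 at 96 and 62.8 at 120 h AEL, and in normal circulation against lymph gland LM-like cells were at 0.267 and GST-rich-like cells at −0.811. With no integration the latter were at −1.19 (both past 0.05). The sub-clusters of GST-rich-like cells gave 0.475 for GST-rich-like and 0.900 for adipohemocyte-like cells.

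Under a stricter cell filter, GST-rich-like cells rose by 0.562 points from 72 to 120 h AEL and PM-like cells were 9.84 points higher in circulation, neither past 0.05, PSC-like cells were at 0.00503 upon infestation, and PH1-like cells at −0.270 upon infestation and −0.220 in circulation, both past 0.05. Pooling cells over libraries put PSC-like cells at 0.0710 upon infestation. With the library number as a block of paired differences, CC-like cells were 8.75 points higher in circulation (sign-flip permutation p = 0.0625). With 4 pairs this test cannot go below 0.125, so it says nothing about the comparisons within the lymph gland.

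Depth limits the circulation most, where single libraries had as few as 980582 UMIs, and rare classes, such as PH1-like cells, whose shares rest on 58 cells in 14 libraries.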

Differences from the paper's values

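All values of this part were compared after the results were seen. The cell classes were rebuilt from marker genes here and are not the authors' labels. A value was counted as different where one was more than 1.5 times the other and the gap was larger than the SD over libraries here, taken from the main clustering and scaled to cells. Values that fell within the limits fail at least 1 of these conditions.

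The paper gives 1.4% of all cells as adipohemocytes, and 1, 5 and 172 cells at 72, 96 and 120 h AEL. Here no cluster met the criteria, so that the values were 0% overall and 0, 0 and 0 cells. None of the alternatives set before the data were examined came within the limits. With naming markers left out of the clustering the values were 5.90% and 2, 3 and 1329 cells, and with resolutions of 0.4 and 1.2, 30 principal components, no integration, a stricter cell filter and the 5% highest doublet scores left out they were 0. Sub-clusters of GST-rich-like cells, chosen after seeing the values, gave 0.434% and 0, 1 and 97 cells, which also differ.

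The paper gives 94 GST-rich cells at 120 h AEL, and 190 GST-rich-like cells were found here. At a resolution of 1.2 there were 191, with 30 principal components 213, without integration 156 and without the 5% highest doublet scores 187. At a resolution of 0.4, under a stricter cell filter and with naming markers left out of the clustering, set before the data were examined, and in the sub-clusters of GST-rich-like cells, chosen after seeing the values, the number fell within the limits (95, 131, 137 and 93 in this order).

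Summed over subclusters, the paper's table gives 2 and 324 LM cells at 72 and 120 h AEL, and 0 and 53 LM-like cells were found here. At 72 h AEL the number was 0 under all alternatives. At 120 h AEL it fell within the limits with 30 principal components (278) and no integration (293), set before the data were examined. It was 54 at a resolution of 0.4, 53 at a resolution of 1.2, 169 with naming markers left out of the clustering, 46 under a stricter cell filter and 52 without the 5% highest doublet scores, which all differ. In the joint clustering with the circulation, 304 cells of 120 h AEL were LM-like. The table gives 1067 PM cells at 72 h AEL, against 705 PM-like cells here. At a resolution of 0.4 (963) and with no integration (1027), set before the data were examined, the number fell within the limits. With a resolution of 1.2 (702), 30 principal components (570), naming markers left out of the clustering (702), a stricter cell filter (485) and the 5% highest doublet scores left out (690) it did not.

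In the infested lymph gland, the paper's table sums to 376 LM cells and 4757 PH cells, and 971 LM-like and 2790 PH-like cells were found here. The number of LM-like cells came within 1.5 times the paper's only with transferred labels (358), the paper's method. At a resolution of 1.2 (187) and with naming markers left out of the clustering (176) it was more than 1.5 times lower, and within the limits only because the gap was smaller than the SD over libraries, 221 cells. At a resolution of 0.4 (967), with 30 principal components (936), no integration (705), a stricter cell filter (670) and the 5% highest doublet scores left out (957) it differed. That of PH-like cells fell within the limits with 30 principal components (3196), naming markers left out of the clustering (3822) and transferred labels (5218). At resolutions of 0.4 (2380) and 1.2 (3121), with no integration (1891), a stricter cell filter (1780) and the 5% highest doublet scores left out (2664) it differed. All these alternatives were set before the data were examined.

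In the circulation at 96 h AEL, the paper gives 30 PH1 cells and 0 GST-rich cells, and 2 PH1-like and 17 GST-rich-like cells were found here. The paper's numbers come after the removal of subclusters under 1% of all circulating cells or mainly from 1 library, which was not done here. The study that the paper adds, not analysed here, is described as one of 120 h AEL and so gives no cells of 96 h AEL. For PH1, a stricter cell filter gave 0 and leaving out the 5% highest doublet scores gave 2. For GST-rich-like cells the number was 17, 16 and 17 at a resolution of 0.4, a resolution of 1.2 and 30 principal components, and 17 without the 5% highest doublet scores. With no integration and a stricter cell filter (3 each), naming markers left out of the clustering (5) and transferred labels (5), set before the data were examined, the number fell within the limits, since the gap was smaller than the SD over libraries, 12.4 cells.

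Against the direction the paper states, the share of all PH-like cells fell by 8.93 percentage points upon infestation in the joint clustering. It rose by 5.73 points with transferred labels, the paper's method, and by 0.632 points with naming markers left out of the clustering. The paper has the relevant rise in its subcluster PH4, which was not separated here.

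The paper describes the number and the ratio of PSC cells as constant over development. Here their share fell by 1.03 percentage points from 72 to 120 h AEL (exact two-sided permutation p = 0.0159), while numbers per lymph gland were not measured.

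Of the 10 transcription factors the paper gives for PH or PM after a selection by SCENIC, 4 differed in transcript level in the stated direction, *Mad*, *Eip74EF*, *Hr4* and *EcR*, and 6 were not called.

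The paper has *Naxd* higher in circulating crystal cells. Here *CG10424* had a log2 fold change of 0.09 (FDR 0.836). It gives *Ubx* as expressed in circulating plasmatocytes and not in those of the lymph gland. For this it also uses staining of Ubx protein with RNA interference as a control, which was not analysed here. In the lymph gland 10 UMIs were found in 11279 PM-like cells, and in the circulation 7 UMIs in 1955. Of the former, 7 came from library 2 of 120 h AEL, where 0.221% of PM-like cells carried one. The share of cells with a UMI was 0.276 percentage points higher in circulation, the direction the paper states, but did not differ detectably between the tissues (exact two-sided permutation p = 0.0964).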

Other observations

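The tests of this part were chosen after the results were seen, and each other split of the libraries was counted after the count of genes was known.

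Library 3 of the normal circulation at 96 h AEL and library 1 at 120 h AEL shared 36 barcodes, 8.72% and 5.56% of their cells. Barcodes met by chance would be 0.0159, so that the number was 2260 times the expected one, and chance is argued against. A possible explanation is that cells or beads of 1 run were counted in both libraries. The profiles under 1 barcode had a median correlation of 0.65, against 0.52 under different barcodes, and 35 of 36 matched their own barcode best. No biological explanation was tested.

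Libraries 3 of the normal circulation at 96 and 120 h AEL each resembled the other time point. Library 3 of 96 h AEL had a correlation of 0.855 with the normal lymph gland at 120 h AEL and of 0.809 with that at 96 h AEL, where libraries 1 and 2 had 0.764 and 0.784 with the former and 0.808 and 0.837 with the latter. Library 3 of 120 h AEL had 0.784 and 0.841, where libraries 1 and 2 had 0.823 and 0.856 with 120 h AEL and 0.826 and 0.825 with 96 h AEL. Genes of the ecdysone response summed to 1226 CPM in library 3 of 96 h AEL (others 565 and 423) and to 442 CPM in library 3 of 120 h AEL (others 1099 and 1438). An exchange of the time labels of these 2 libraries may explain this. Larvae that were older and younger than their label in these 2 samples were not tested as an explanation and stay open. With the 2 labels exchanged, a setting chosen after seeing the values, 4035 and 4557 genes differed between circulation and lymph gland at 96 and 120 h AEL, against 4172 and 4326, and 4120 and 725 genes in PM-like and CC-like cells, against 3770 and 713. The difference in CC-like cells stayed at 8.63 points (exact permutation p = 5.10e-04) and that in cells with a *Ubx* UMI at 0.276 points (exact permutation p = 0.0571), and the reading of no comparison changed.

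Fat body transcripts summed to 644 ± 763 CPM (SD, n = 3) and 358 ± 32.3 CPM (SD, n = 3) in the normal circulation at 96 and 120 h AEL and to at most 8.93 CPM in any normal lymph gland library. RNA of broken fat body cells, spread over all beads, may account for them, since at least 38.0% of the PM-like cells and 39.0% of the CC-like cells of a library carried a fat body UMI. In library 2 of 96 h AEL, however, 1365 of these UMIs lay in 26 cells that were neither PM-like nor CC-like (8198 CPM). Its PM-like cells held 91 (144 CPM) and its CC-like cells 31, so most were not spread over all beads there. The libraries of 96 h AEL ranged from 101 to 1516 CPM. Expression of these genes by circulating cells was not excluded.

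In the infested lymph glands, ribosomal and mitochondrial RNA led the largest cluster. As an explanation of the other 1260 genes changed, a larger part of the counts for these RNAs is argued against. They took 3.22% to 5.08% of the UMIs in normal and 3.77% to 6.42% in infested libraries, which shifts all other genes by a log2 fold change of −0.0485 at most, where the smallest change called was 0.220 and 573 of the 1260 genes rose.

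Chance can be excluded where the real split of the libraries alone gave as many genes, which was 1 of 100 splits each for the genes changed from 72 to 96, from 96 to 120 and from 72 to 120 h AEL, for the infested lymph gland, for its PH-like and PM-like cells, and for PM-like and CC-like cells between circulation and lymph gland. It was 1 of 56 and 1 of 35 for circulation against lymph gland at 96 and 120 h AEL, and 1 of 40 for the transcription factors. For the cell cycle list chance cannot be excluded, since 34 of 100 splits gave a median as large in PH-like cells and 43 of 100 in PM-like cells.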
